# G1/S restriction point coordinates phasic gene expression and cell differentiation

**DOI:** 10.1038/s41467-022-31101-0

**Published:** 2022-06-27

**Authors:** Brian DeVeale, Leqian Liu, Ryan Boileau, Jennifer Swindlehurst-Chan, Bryan Marsh, Jacob W. Freimer, Adam Abate, Robert Blelloch

**Keywords:** Checkpoints, Gastrulation, Embryonic stem cells

## Abstract

Pluripotent embryonic stem cells have a unique cell cycle structure with a suppressed G1/S restriction point and little differential expression across the cell cycle phases. Here, we evaluate the link between G1/S restriction point activation, phasic gene expression, and cellular differentiation. Expression analysis reveals a gain in phasic gene expression across lineages between embryonic days E7.5 and E9.5. Genetic manipulation of the G1/S restriction point regulators miR-302 and P27 respectively accelerates or delays the onset of phasic gene expression in mouse embryos. Loss of miR-302-mediated p21 or p27 suppression expedites embryonic stem cell differentiation, while a constitutive Cyclin E mutant blocks it. Together, these findings uncover a causal relationship between emergence of the G1/S restriction point with a gain in phasic gene expression and cellular differentiation.

## Abstract (web summary)

Somatic cells display phasic gene expression with compartmentalized gene expression during the cell cycle, while pluripotent cells lack phasic expression. Here, the authors describe a pathway linking microRNA regulation of the G1/S restriction point with phasic gene expression and cell differentiation during mammalian development.

## Introduction

The cell cycle differs greatly between early embryonic cells and the proliferating somatic cells of later development. In pluripotent mouse embryonic stem cells (ESCs) derived from the peri-implantation epiblast, the G1 phase is abridged, the G1/S restriction point is suppressed, and the CyclinE/Cylin-Dependent Kinase 2 (CDK2) complex is constitutively active through all cell cycle phases^1–4^. In contrast, in somatic cells, there is an extended G1, a functional G1/S restriction point, and a CyclinE/CDK2 complex that shows differential activity across phases with maximum activity at the G1/S transition^3–5^. Therefore, the cell cycle must be remodeled during development.

Along with the unusual cell cycle structure, pluripotent stem cells show minimal differential expression between cell cycle phases^6,7^. In contrast, somatic cells show phasic expression of up to 20% of all expressed genes^8–13^. Phasic expression compartmentalizes discrete processes in the cell cycle such as DNA synthesis and mitosis^14^, but can also regulate cell fate decisions^15,16^. Therefore, suppression of extensive phasic expression may be a means to inhibit premature differentiation of pluripotent cells.

Here, we study the potential link between cell cycle structure, phasic gene expression, and cell differentiation in the developing mouse embryo from pluripotency to early organogenesis. We reveal an increase in phasic gene expression during embryogenesis associated with decreasing levels of the microRNA, miR-302, and the formation of G1/S restriction point. Loss of miR-302 results in premature gain in phasic expression while loss of its target, P27, results in a delay in phasic expression in vivo, prior to the premature differentiation phenotype of the neuroectoderm seen in miR-302 knockouts. Similarly, in cell culture, loss of miR-302 or of its target sites in the p21 or p27 3′UTR results in premature differentiation, while constitutive Cyclin E1 blocks differentiation. These findings link the gain of the G1/S restriction point with phasic gene expression and cellular differentiation.

## Results

### Gain of phasic gene expression during embryogenesis

To evaluate when cell cycle regulated gene expression increases during normal mouse development, we sought an assay capable of resolving phasic expression in low input samples. We sorted mouse 3T3 somatic cells and ESCs into G1 and G2/M based on DNA content and performed 3’ RNA- sequencing (Supplementary Fig. 1A). 

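3T3 cells are a line of immortalized mouse fibroblasts, and ESCs are pluripotent cells grown from the early mouse embryo. The assay reads the 3′ ends of mRNAs, and the deposited values are raw read counts per gene, in 6 libraries per phase for each cell line. Counts per library ranged from 3463634 to 8155400 in 3T3 cells in G1 (median 6672386, n = 6) and from 5437633 to 13933509 in G2/M (median 10311929.5, n = 6). In ESCs they ranged from 1331391 to 11134122 in G1 (median 3999071.5, n = 6) and from 2685255 to 9034019 in G2/M (median 5783707, n = 6). The authors kept genes above 5 CPM (counts scaled to a common library total) across a replicate set, normalized with the trimmed mean of M-values and tested each gene with the Wald test of DESeq2. Here genes above 5 CPM in every library of a phase were kept, the same normalization was used, and edgeR's quasi-likelihood test compared G1 with G2/M within each cell line. This test widens the error of a gene by the scatter among its libraries. A gene is called phasic at a Benjamini-Hochberg adjusted p under 0.1, as in the paper, and a positive log2 fold change means higher expression in G1. With the mean of each phase removed, libraries carrying the same replicate number in both phases correlated at r = 0.579 in 3T3 cells and 0.392 in ESCs, so a fit with that number as a block is given beside the unpaired one.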

Differential expression analysis between G1 and G2/M revealed that most genes, such as the housekeeper *Actb* were not phasically expressed in either cell line (Supplementary Fig. 1B), and canonically phasic genes, such as *Prc1* and *Cdc6* were phasically expressed exclusively in 3T3 cells (Supplementary Fig. 1C). 

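Actb (ENSMUSG00000029580, chromosome 5: 142903115 to 142906754) had 13.95 ± 0.34 log2 CPM in G1 and 14.12 ± 0.12 in G2/M in 3T3 cells (SD, n = 6 per phase). Its log2 fold change was -0.11 in 3T3 cells (standard error 0.20, adjusted p = 1.00) and 0.56 in ESCs (standard error 0.36, adjusted p = 0.999). Prc1 (ENSMUSG00000038943, chromosome 7: 80294450 to 80316259) had 6.63 ± 0.72 log2 CPM in G1 and 9.02 ± 0.29 in G2/M in 3T3 cells, a log2 fold change of -2.26 (standard error 0.28, adjusted p = 0.000334). In ESCs the same gene had 6.94 ± 0.15 and 7.98 ± 0.38 log2 CPM (SD, n = 6 per phase). That is a log2 fold change of -1.02 (standard error 0.22, adjusted p = 0.999). Cdc6 (ENSMUSG00000017499, chromosome 11: 98907801 to 98923940) was higher in G1 in 3T3 cells by a log2 fold change of 1.59 (standard error 0.23, adjusted p = 0.00173), against 0.43 in ESCs (standard error 0.25, adjusted p = 0.999). Prc1 in ESCs moved most with the choice of test. Over 10 alternatives its adjusted p ran from 0.0274 with DESeq2 to 1.00, and DESeq2 was the only alternative to call it. Whether the change of any gene differs between the cell lines was not tested in a joint model.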

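In 3T3 cells, 118 of 8788 tested genes were phasic, 27 of them higher in G1 and 91 higher in G2/M. In ESCs, 0 of 8522 were phasic, and 229 had an unadjusted p under 0.05. This is below the share of 0.05 that chance alone would give, so the unpaired test is conservative in ESCs. The replicate block moved the 3T3 count most, to 498 genes (217 higher in G1, 281 higher in G2/M), which include all 118. With the block, ESCs still had 0 phasic genes, and 455 genes had an unadjusted p under 0.05. DESeq2 called 183 genes in 3T3 cells and 1 in ESCs. Toward G1, the largest log2 fold changes of phasic genes in 3T3 cells were those of Ung (ENSMUSG00000029591) at 2.30 (standard error 0.24, adjusted p = 0.000246) and E2f2 (ENSMUSG00000018983) at 1.95 (standard error 0.32, adjusted p = 0.00450). Toward G2/M they were those of Nusap1 (ENSMUSG00000027306) at -2.62 (standard error 0.30, adjusted p = 0.000299) and Fam83d (ENSMUSG00000027654) at -2.60 (standard error 0.37, adjusted p = 0.00148). In counts simulated at the depth and scatter of these libraries, the test recovered 68 of 100 genes changed by 1 log2 unit in 3T3 cells and 13 of 100 in ESCs, and 100 and 83 of 100 changed by 2. The paper set up this comparison to find an assay able to resolve phasic expression in small samples. It reports much stronger phasic expression in 3T3 cells than in ESCs, and after an enrichment for known phasic genes treats the approach as sound.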

Overall, differential expression analysis between G1 and G2/M showed that, as expected, phasic expression was much more pronounced in 3T3 somatic cells than pluripotent ESCs (Supplementary Fig. 1D–J, Supplementary Data 1). 

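The log2 fold changes of Ccnb1 (ENSMUSG00000041431) were -2.12 in 3T3 cells (standard error 0.25, adjusted p = 0.000320) and -1.19 in ESCs (standard error 0.37, adjusted p = 0.999). Those of Aurka (ENSMUSG00000027496) were -2.51 (standard error 0.25, adjusted p = 0.000200) and -1.14 (standard error 0.34, adjusted p = 0.999), and those of Plk1 (ENSMUSG00000030867) -2.16 (standard error 0.26, adjusted p = 0.000320) and -0.90 (standard error 0.24, adjusted p = 0.999). E2f1 (ENSMUSG00000027490) changed by 0.94 in 3T3 cells (standard error 0.17, adjusted p = 0.00944) and 0.27 in ESCs, and Ccne1 (ENSMUSG00000002068) by 0.82 (standard error 0.21, adjusted p = 0.0933) and 0.24. Across textbook lists fixed before the data were examined, all 9 G1/S genes were higher in G1 in 3T3 cells (median log2 fold change 0.84) and all 15 G2/M genes higher in G2/M (median -1.44). In ESCs, 8 of 9 G1/S genes (median 0.43) and 14 of 14 tested G2/M genes (median -0.53) changed in the same directions as in 3T3 cells, with 0 of them called over the transcriptome. Adjusting over the listed genes alone called 2 and 6 of them in ESCs.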

The genes phasically expressed in 3T3 cells and not in ESCs included mitosis-associated proteins such as *Ccnb1, Aurka*, and *Plk1* as well as G1/S regulators such as *Cdc6, E2f1* and *Ccne1*. 

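Of the 118 genes phasic in 3T3 cells, 69 are among the 191 tested genes that the paper's supplement lists from Cyclebase, a catalogue of genes reported as periodic in earlier cell cycle studies. The number drawn at random would be 2.57, a 26.9-fold enrichment (exact hypergeometric p = 4.14e-88). The supplement gives 234 such symbols, fewer than the Cyclebase orthologs that the paper counts as expressed in embryos. The paper's own supplementary table calls 166 genes in 3T3 cells. Of these, 152 passed the filter here, all 152 changed in the direction the table gives, which the shared libraries fix in advance, and 118 were called.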

Overall, the phasically expressed genes were enriched for genes identified as phasic in other contexts and for cell cycle related functions (81 Cyclebase genes among 167 total, 25-fold enrichment, hypergeometric *P* = 1.34e−96, Supplementary Fig. 1K).

Having validated the approach, we next asked if and when phasic expression is gained in vivo. To narrow down the developmental window to evaluate, we hypothesized that phasic expression would likely coincide with the establishment of a more somatic cell-like cell cycle structure. DNA-content flow cytometry of embryos ranging from the pluripotent epiblast stage (embryo day (E) 6.5) to mid-gestation (E13.5) showed a major shift toward a somatic cell-like cycle structure between E7.5 and E9.5 (Fig. 1A, Supplementary Fig. 2A–C). 

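Whole embryos were profiled at 7.5, 8.5 and 9.5 days after conception, a span that starts at gastrulation, when the germ layers form, and ends with the early organs in place. The libraries are 3′ mRNA counts of sorted cells, 2 per phase and stage. Their totals were 2298706 and 2726141 counts in G1 and 1597994 and 2598115 in G2/M at E7.5, and 3170613 and 3552674 in G1 and 2493549 and 2689400 in G2/M at E8.5. At E9.5 they were 3045828 and 6026398 in G1 and 4042928 and 7713712 in G2/M. The paper's methods say that a sample with likely yolk sac contamination was left out, and test G1 against G2/M at each stage with DESeq2. Here all 12 libraries were fitted together in edgeR with a group for each stage and phase, and 10873 genes passed the filter. The change between phases was tested within each stage, and its difference between stages was tested as an interaction. Libraries with the same replicate number correlated at r = 0.256 at E7.5 and 0.119 at E9.5 after the phase means were removed.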

G1 and G2/M cells from E7.5, E8.5, and E9.5 embryos were dissected away from extra-embryonic tissues, sorted and RNA sequenced (Fig. 1B, Supplementary Fig. 2D, E). Differential expression analysis discerned three patterns of phasic expression across the three embryonic stages: non-phasic at all stages as exemplified by *Actb* (Fig. 1C), phasic at all stages as exemplified by *Prc1* (Fig. 1D), and stage specific phasic expression as exemplified by *Slbp* (Fig. 1E). 

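The housekeeper Actb had log2 fold changes of 0.22 at E7.5, 0.07 at E8.5 and -0.27 at E9.5 (standard error 0.30 at each stage, adjusted p = 0.953, 1.00 and 0.770). Prc1 had 6.21 ± 0.19 log2 CPM in G1 and 7.55 ± 0.03 in G2/M at E7.5, 5.69 ± 0.30 and 7.41 ± 0.29 at E8.5, and 6.12 ± 0.06 and 8.44 ± 0.16 at E9.5 (SD, n = 2 per group). Its log2 fold change was -1.38 at E7.5 (adjusted p = 0.860), -1.77 at E8.5 (adjusted p = 0.147) and -2.33 at E9.5 (adjusted p = 0.00722), with a standard error of 0.30 each time. Slbp (ENSMUSG00000004642, chromosome 5: 33634952 to 33652574) had 5.13 ± 0.03 and 5.68 ± 0.45 log2 CPM in G1 and G2/M at E7.5, and 4.22 ± 0.75 and 2.59 ± 0.47 at E9.5 (SD, n = 2 per group). Its log2 fold change went from -0.64 at E7.5 (standard error 0.54, adjusted p = 0.902) and 0.16 at E8.5 (adjusted p = 1.00) to 1.81 at E9.5 (standard error 0.56, adjusted p = 0.173). The difference between E9.5 and E7.5 was 2.46 for Slbp (standard error 0.78, adjusted p = 0.479) and -0.95 for Prc1 (adjusted p = 0.617).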

The number of genes that were constitutively phasic was small and included mostly G2/M regulators such as *Prc1, Aurka*, and *Ube2c* or mitosis-associated proteins such as *Cenpf* and *Nusap1*. However, there was a large gain from E8.5 to E9.5 in the number of genes showing significant differential phasic expression (Fig. 1F–I, Supplementary Fig. 2F, G, Supplementary Data 2). 

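Aurka had log2 fold changes of -1.33 at E7.5 (adjusted p = 0.860), -1.40 at E8.5 (adjusted p = 0.883) and -1.77 at E9.5 (adjusted p = 0.0267). Ube2c (ENSMUSG00000001403) had -2.24 (adjusted p = 0.129), -1.97 (adjusted p = 0.147) and -2.27 (adjusted p = 0.00988) at the same stages. Cenpf (ENSMUSG00000026605) had -1.41 (adjusted p = 0.860), -1.36 (adjusted p = 1.00) and -2.66 (adjusted p = 0.00573), and Nusap1 had -1.06 (adjusted p = 0.860), -1.93 (adjusted p = 0.0399) and -1.31 (adjusted p = 0.0479). All of these are higher in G2/M at every stage (n = 2 per group, edgeR). Among the 15 listed G2/M genes, 14 were higher in G2/M at E7.5, 15 at E8.5 and 14 at E9.5. Adjusting over the listed genes alone called 11, 11 and 14 of them.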

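At E7.5, 0 genes were phasic, and 575 had an unadjusted p under 0.05. At E8.5, Nusap1 alone was phasic, and 108 genes had an unadjusted p under 0.05. At E9.5, 152 genes were phasic, 94 higher in G1 and 58 higher in G2/M. The interaction between phase and stage called 0 genes for E9.5 against E7.5 and 0 for E9.5 against E8.5, where 851 and 595 genes had an unadjusted p under 0.05. In simulated counts with a difference of 2 log2 units between stages, the interaction recovered 13 of 100 genes, so a count of 0 does not show that no gene differs. DESeq2 raised the count at E9.5 most, to 666, which include all 152, and gave 23 and 10 at the earlier stages and 100 and 25 interaction genes. A separate fit of each stage lowered the count at E9.5 to 7. Leaving out the filter on low counts moved the others most, to 40 at E7.5, 19 at E8.5 and 131 and 68 interaction genes. With the replicate number as a block they were 1, 0 and 207. Among genes higher in G1 at E9.5, Adora2a (ENSMUSG00000020178) had 55 to 144 counts in G1 and 0 in both G2/M libraries, so its ratio is at least 28.3-fold, and Myt1 (ENSMUSG00000010505) with 49 to 93 and 0 counts is at least 21.2-fold higher. Among genes higher in G2/M, Parpbp (ENSMUSG00000035365) changed by -4.44 (standard error 0.82, adjusted p = 0.0328), Ckap2l (ENSMUSG00000048327) by -2.92 (standard error 0.53, adjusted p = 0.0306) and Ccnb1 by -2.70 (standard error 0.33, adjusted p = 0.00573). The paper compares the numbers, adjusted P values and fold changes of phasic genes between stages, and from their rise concludes that phasic expression is gained (Fig. 1F–I).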

The gain occurred among genes spanning a large range of expression values and the average expression values across the cell cycle remained relatively constant even though the differential between phases increased (Fig. 1J, Supplementary Fig. 2H). 

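The 152 genes phasic at E9.5 had a median expression of 5.85 log2 CPM at E7.5, 5.88 at E8.5 and 5.65 at E9.5, averaged over phases (SD between libraries 0.10, 0.22 and 0.12). Single genes ranged from 0.49 to 11.82 log2 CPM at E9.5. Their median absolute log2 fold change between phases was 0.55, 0.38 and 2.28. Genes chosen for passing a threshold at E9.5 have their change overstated at that stage, which inflates the last of these medians.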

The genes that became phasically expressed included additional G2/M regulators along with classic G1/S genes such as *E2f1*, *Slbp*, and *Pcna* (Supplementary Data 2)^17^. 

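E2f1 had log2 fold changes of 0.56 at E7.5 (adjusted p = 0.902), 0.51 at E8.5 (adjusted p = 1.00) and 2.34 at E9.5 (standard error 0.52, adjusted p = 0.0783). Pcna (ENSMUSG00000027342) had -0.79 (adjusted p = 0.891), 0.37 (adjusted p = 1.00) and 0.73 (adjusted p = 0.366). Of the 9 listed G1/S genes, 6 were higher in G1 at E7.5 (median log2 fold change 0.10), 9 at E8.5 (median 0.55) and 9 at E9.5 (median 1.00), where 2 were called. The median of the 15 listed G2/M genes went from -0.90 at E7.5 to -1.57 at E9.5. The difference between E9.5 and E7.5 was 1.79 for E2f1 (adjusted p = 0.587) and 1.52 for Pcna (adjusted p = 0.479).

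**Figure D1:**
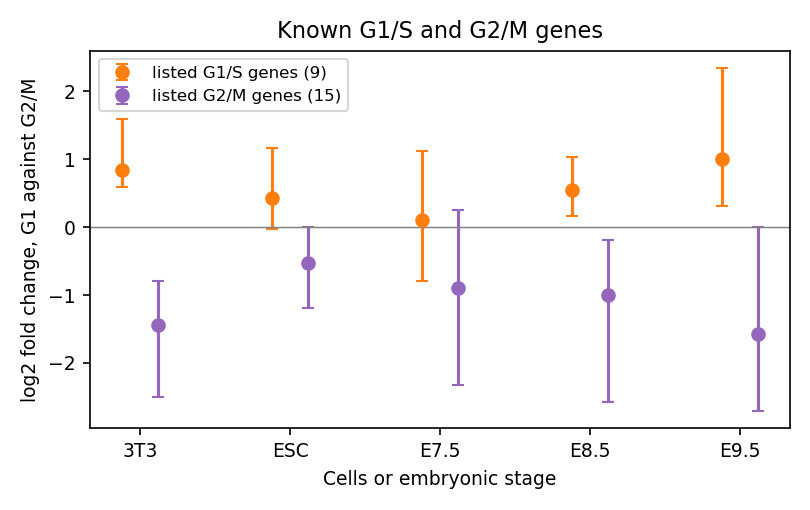
Log2 fold change between G1 and G2/M of the 9 listed G1/S genes and the 15 listed G2/M genes in 3T3 cells, ESCs and whole embryos at E7.5, E8.5 and E9.5. Points are medians and bars run from the lowest to the highest gene.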

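Of the 152 genes phasic at E9.5, 31 are in Cyclebase. The expected number is 2.81, an 11.0-fold enrichment (exact hypergeometric p = 5.22e-24). With DESeq2 the number rose to 61 while the enrichment fell to 4.96-fold (exact p = 5.76e-27). From the paper's supplement, 657 genes called at E9.5 could be read. All 657 rows read were under the threshold, so the list may be cut short and the paper's full number larger. Of these genes, 581 passed the filter and 152 were called by edgeR. All 581 changed in the direction given there, which the shared libraries fix in advance.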

Overall, the genes that became phasic by E9.5 were enriched for genes identified as phasic in other contexts and for cell cycle related functions (61 Cyclebase genes among 714 total, 5-fold enrichment, hypergeometric *P* = 3.91e−25, Supplementary Fig. 2I–N)^18^.

**Fig. 1:**
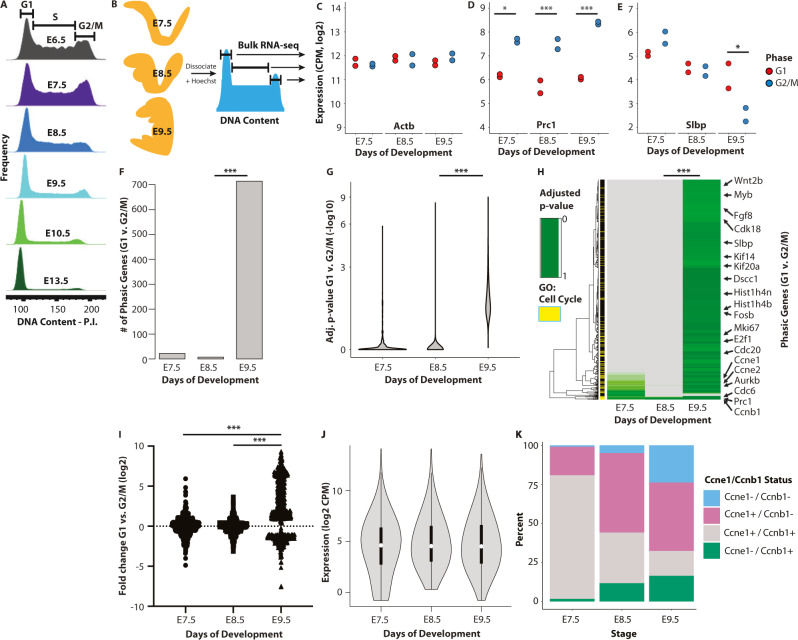
Gain of phasic expression following gastrulation. **A** DNA-content analysis of cells from whole embryos ranging from embryonic day 6.5 (E6.5) to E13.5 (representative litters, *n* = 2 biologically independent samples for each stage, embryos from each litter were pooled). **B** Schematic of the data collection and analysis. E7.5, E8.5, and E9.5 embryos were dissociated to single cells, sorted by cell cycle phase based on DNA-content, and subjected to RNA-sequencing for differential expression analysis between the phases at each timepoint. **C**–**E** The expression of *Actb* (**C**), *Prc1* (adjusted *P* value (adj. *P*), *P = 0.029 [E7.5]; ***P = 0.00017 [E8.5]; ***P = 1.02e−9 [E9.5]) (**D**) and *Slbp* (* adj. *P* = 0.05) (**E**) at each developmental stage. *n* = 2 biologically independent litters for each stage and phase. Litters of 6 and 4 embryos at E7.5, 8 and 6 embryos at E8.5, and 3 and 5 embryos at E9.5 were pooled. **F** The number of genes showing differential expression between G1 and G2/M (adj. *P* < 0.1) increases between E7.5 and E9.5 (***P < 0.001, Chi-square test). **G** The distribution of adjusted *P* values at each developmental stage for union of all genes identified in F (***P < 0.001, Wilcoxon Rank Test, two-sided). **H** Heat map of *P* values for all genes shown in G (***P < 0.001, Wilcoxon Rank Test, two-sided). **I** The distribution of fold-change values for all genes shown in G (***P < 0.001, Tukey’s post hoc, one-way ANOVA). **J** The distribution of log2 counts per million for all genes shown in (**G**) (no significant change, *P* > 0.5, one-way ANOVA, n = 714 genes). White dot, median. Box edges, 25th and 75th quartiles. Whiskers, 1.5× the IQR of the box edge. **K** The relative distribution of Cyclin E1 and Cyclin B1 protein in E7.5, E8.5, and E9.5 embryos. The fraction of cells expressing both Cyclin E1 and Cyclin B1 declines between E7.5 and E9.5 (**P < 0.01, one-way ANOVA; *n* = 521 (E7.5), *n* = 680 (E8.5), *n* = 1516 (E9.5) biologically independent cells). **C**–**H** Differential expression was evaluated with a Wald Chi-squared test and adjusted for multiple tests using the Benjamini-Hochberg (BH) approach, *n* = 2 biologically independent samples for each stage and phase (each dot represents an individual sample in **C**–**E**). The Source Data for (**C**–**E**, **K**) are provided in “Source Data.xlsx”.

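Total RNA sequencing reads nascent transcripts as well as mature mRNA. Intron counts follow transcription, while exon counts also depend on how long the mRNA lasts. The deposited values are raw counts per gene, in separate files for exons and introns, from 3 libraries per phase at E9.5 and 1 per phase at E8.5. At E9.5, exon totals ranged from 16243081 to 17603676 in G1 (median 16626161, n = 3) and from 16460499 to 21876491 in G2/M (median 19214102, n = 3). Intron totals ranged from 3220158 to 3952154 in G1 (median 3613545, n = 3) and from 3880807 to 5239678 in G2/M (median 4669762, n = 3). The E8.5 libraries held 907203 exon and 977022 intron counts in G1 and 1067329 and 1148600 in G2/M. The authors used linear models to ask whether exons, introns or both change between phases. Here edgeR tested exons and introns at E9.5. limma, with voom weights and the library as a random block, tested whether the exon change differs from the intron change. E8.5 has no replicate, so no gene was tested there. Same-numbered libraries correlated at r = 0.375 for exons and 0.120 for introns after the phase means were removed.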

To determine whether this gain was due to changes in phasic transcription or post-transcriptional mechanisms such as RNA stability relative to cell cycle length, we repeated these experiments on independent E8.5-E9.5 embryos using a total RNA-sequencing approach allowing the capture of introns as well as exons. Introns are rapidly degraded and thus their levels correlate closely with their transcription at the time of RNA capture^19^. Analysis of the resulting intronic and exonic data showed agreement between the two with a highly significant gain in phasic expression and transcription between E8.5 and E9.5 (Supplementary Fig. 2O, Supplementary Data 3). 

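At E9.5, 1693 of 11026 genes were phasic in exons (866 higher in G1, 827 higher in G2/M) and 842 of 11538 in introns (392 and 450). With the replicate number as a block, the alternative that raised both most, the counts were 3712 and 1648. Leaving out replicate 3 lowered both most, to 464 and 204. Sets called in the 3′ libraries at E9.5 were followed in each pair of total RNA libraries. Of the genes higher in G2/M in that set, 31 of 41 expressed ones were higher in G2/M in the E8.5 exon pair (median log2 fold change -0.51), and 10000 random lists of that size gave medians from -0.36 to 0.36. In the 3 exon pairs at E9.5 the medians were -0.91, -0.80 and -0.64. Genes higher in G1 had a median of 0.14 at E8.5 and of 0.08, 0.15 and 0.06 at E9.5. E8.5 and E9.5 were not compared by a test, since E8.5 has 1 library per phase.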

Overall differential exonic and intronic abundance across G1 and G2/M were highly correlated among all phasically expressed genes (Supplementary Fig. 2P, *r* = 0.84). 

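Over the 1463 genes phasic in exons with intron counts that passed the filter, exon and intron log2 fold changes at E9.5 had a Pearson r of 0.879 and a Spearman rho of 0.813, and 1244 changed in the same direction. Gata1 (ENSMUSG00000031162), an erythroid transcription factor, led the exon changes at 4.52 (standard error 0.29, adjusted p = 6.29e-06), with 158 to 284 counts in G1 and 9 to 11 in G2/M. The embryonic globin Hba-x (ENSMUSG00000055609) rose in G1 by 4.42 in exons (standard error 0.33, adjusted p = 1.54e-05) and 4.67 in introns (standard error 0.32, adjusted p = 6.95e-07). On the G2/M side, Pif1 (ENSMUSG00000041064) changed by -3.12 in exons (standard error 0.17, adjusted p = 1.95e-06) and -2.99 in introns (standard error 0.30, adjusted p = 1.88e-05). The first 2 of these are erythroid genes, and the correlation was not computed without such genes.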

Among genes where intronic data resolved phasic transcription and/or stability as the source of phasic expression, linear models revealed that differential transcription (Δ exon & Δ intron) was responsible for 277 phasically expressed genes, differential stability (Δ exons, not Δ introns) for 9 phasic genes, and a combination of the two was responsible for 11 genes. Therefore, the gain of phasic expression seen from E8.5 to E9.5 was driven primarily by a gain in phasic transcription and not phasic stability.

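Calls in exons, in introns and in their interaction sort the genes phasic in exons into classes. Transcription alone (exons and introns change, no interaction) accounts for 276 genes. Stability alone (exons change, introns do not, with an interaction) accounts for 205, and both for 68, while 914 were left unresolved. The interaction itself was called for 273 genes, and 519 had an unadjusted p under 0.05. Cenpl (ENSMUSG00000026708) and Dtl (ENSMUSG00000037474) were picked as examples after their values were seen. Cenpl changed by -1.80 in exons and -0.07 in introns, and Dtl by 0.72 and -0.02. E2f1 changed by 0.83 in exons (standard error 0.10, adjusted p = 0.000378) and 0.20 in introns (standard error 0.11, adjusted p = 0.365).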

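By these classes, genes assigned to transcription outnumber those assigned to stability at E9.5, by 276 to 205, although most of the 1463 genes are in neither. At an adjusted p under 0.05, the paper's threshold for these classes and an added setting, the order reverses, with 173 against 189. Every other alternative kept transcription ahead, such as 628 against 239 with the replicate block and 427 against 158 without the filter on low counts. From the high correlation of exons with introns and the small number of genes with a change in exons alone, the paper reasons that the gain comes from transcription. How the classes changed from E8.5 was not tested here. In the intron pair at E8.5, 20 of 27 genes of the 3′ set higher in G2/M were higher in G2/M (median -0.34), against 48 of 56, 52 of 57 and 52 of 57 in the E9.5 pairs. Medians of 10000 random lists ran from -0.56 to 0.55 in this E8.5 pair, with -0.34 at percentile 0.62. Of the genes higher in G1 in the 3′ set, 11 of 22 were higher in G1 there (median -0.02).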

Next, we asked if this phasic expression was reflected in protein levels. We focused on two classic cell cycle regulatory proteins, Cyclin E1 and Cyclin B1. Cyclin E1 mRNA levels showed a clear gain in phasic expression between E7.5 and E9.5 with an enrichment in G1, while phasic expression of Cyclin B1 mRNA became increasingly enriched in G2M (Supplementary Fig. 3A, B). 

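In the 3′ libraries, Ccne1 (ENSMUSG00000002068, chromosome 7: 38097984 to 38107534) had log2 fold changes of 0.72 at E7.5 (adjusted p = 0.891), 0.28 at E8.5 (adjusted p = 1.00) and 1.06 at E9.5 (standard error 0.33, adjusted p = 0.168). Its expression in G1 and G2/M was 7.77 ± 0.11 and 7.00 ± 0.27 log2 CPM at E7.5 and 7.28 ± 0.16 and 6.18 ± 0.50 at E9.5 (SD, n = 2 per group). Ccnb1 (ENSMUSG00000041431, chromosome 13: 100778650 to 100786570) had log2 fold changes of -1.16 at E7.5 (adjusted p = 0.891) and -1.75 at E8.5 (standard error 0.32, adjusted p = 0.227), and passed the threshold at E9.5. Its expression was 6.32 ± 0.27 and 7.44 ± 0.23 log2 CPM at E7.5 and 5.07 ± 0.19 and 7.75 ± 0.00 at E9.5. The change from E7.5 to E9.5 was 0.34 for Ccne1 (standard error 0.46, adjusted p = 0.914) and -1.54 for Ccnb1 (standard error 0.45, adjusted p = 0.443). In total RNA at E9.5, Ccne1 changed by 0.76 in exons (standard error 0.11, adjusted p = 0.00121) and 0.61 in introns (standard error 0.14, adjusted p = 0.0221).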

To evaluate how this change was reflected in protein levels, we performed co-staining for the two proteins in E7.5, E8.5, and E9.5 embryos. At E7.5, 79.1% of cells were double positive (Fig. 1K, Supplementary Fig. 3C). Over developmental time the co-expression of these two proteins resolved such that only 15.9% were double positive at E9.5 (Fig. 1K, Supplementary Fig. 3D, E). Together, these data show a striking pattern of gained phasic expression from E7.5 to E9.5 in mouse embryos.

### miR-302/P27 regulates timing of phasic transcription

The redistribution of S-phase cells to G1 between E7.5 and E9.5 embryos is consistent with G1/S restriction point establishment between these stages. Therefore, we considered the possibility that the G1/S restriction point may regulate phasic expression. MicroRNAs of the miR-302 family suppress the G1/S restriction point^20,21^ and are expressed in the pluripotent epiblast at E5.5 before decreasing with varied timing across all germ layers, including ectoderm, by E9.5^22,23^. 

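Small RNA sequencing counts mature microRNAs, the short RNAs that repress mRNAs with matching sites. The authors deposited CPM values, in 3 libraries at E7.5, 3 at E8.5 and 9 at E9.5, aligned to the microRNAs of miRBase. Each library sums to 1000000, and the read numbers recovered from the spacing of the values are 9820 to 13056 at E7.5 (median 10080, n = 3), 139364 to 267897 at E8.5 (median 178022, n = 3) and 66822 to 236278 at E9.5 (median 118737, n = 9). The paper reports the share of each family per stage. Here the share of the miR-302 family was summed per library and compared between stages by exact permutation of the libraries. It was 18.8 ± 12.7% at E7.5, 11.5 ± 1.61% at E8.5 and 0.985 ± 0.234% at E9.5 (SD). The difference between E7.5 and E9.5 had an exact p of 0.00455, the smallest that 3 and 9 libraries allow, and so did that between E8.5 and E9.5. E7.5 and E8.5 differed with an exact p of 0.400. The 3 libraries at E7.5 ranged from 5.59% to 30.8%. At E7.5, miR-302 was followed by miR-92 with 14.6 ± 9.08% and miR-451 with 11.4 ± 8.00%. At E8.5 and E9.5, miR-92 led with 33.4 ± 3.36% and 44.3 ± 4.33%. The rank of miR-302 at E7.5 rests on 3 libraries whose shares overlap with those of miR-92.

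**Figure D2:**
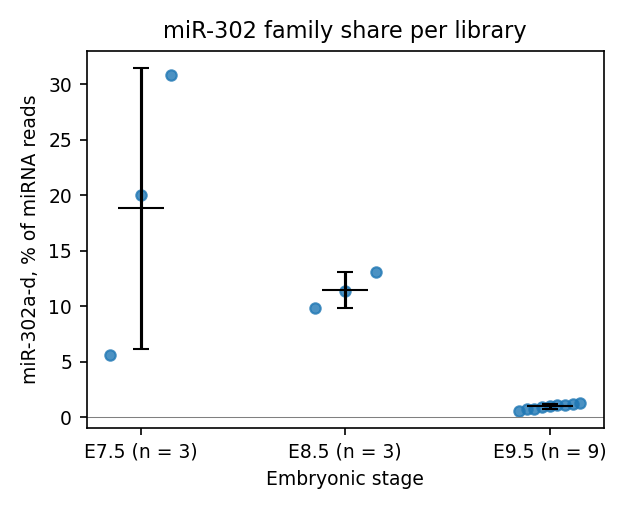
Share of the miR-302 family in all microRNA reads, in percent, for each small RNA library at E7.5, E8.5 and E9.5. Each point is a library.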

Small RNA sequencing showed that miR-302 family miRNAs are the most abundant family at E7.5 (18.8%), before declining to 1.0% at E9.5 (Supplementary Fig. 4A–C). This decline in miR-302 abundance coincided with the developmental window in which phasic expression was gained.

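Between E8.5 and E9.5, log2(CPM + 10) was compared with limma, which shares variance between microRNAs, and a positive log2 fold change here means higher at E9.5. At an adjusted p under 0.01, the threshold set for microRNAs, 42 of 433 changed, 23 up and 19 down. Leaving out replicate 1 moved this most, to 19, and an added constant of 100 CPM gave 34. The members miR-302a-3p, b-3p, c-3p and d-3p fell by 3.50, 3.69, 3.31 and 3.39 on the log2 scale (adjusted p = 3.67e-05 for the first). miR-367-3p, from the same cluster, fell by 4.45 (standard error 0.54). The largest rises were those of miR-214-3p at 6.97 (standard error 0.51, adjusted p = 1.54e-07) and miR-99a-5p at 5.71 (standard error 0.91, adjusted p = 0.000404).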

To ask if *mir-302* regulated the onset of phasic expression, we compared differential gene expression between G1 and G2/M in *mir-302*−/− and control (*mir-302*+/−) embryos. 

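The embryos carry a deletion of the mir-302 cluster on both alleles or on one allele, and cells were sorted at E8.5 by phase and by a fluorescent reporter in the deleted locus. The deposited values are 3′ counts per gene, in 3 libraries per phase and genotype. In mir-302+/- embryos the totals ranged from 1379824 to 1526400 in G1 (median 1467700, n = 3) and from 1612990 to 2278032 in G2/M (median 1847305, n = 3). In mir-302-/- embryos they ranged from 1337278 to 2138462 in G1 (median 2083276, n = 3) and from 1856257 to 2460468 in G2/M (median 2200837, n = 3). For 4 of the 12 libraries the sample label and the deposited file name give opposite phases. In all 4, the levels of listed G2/M and G1/S genes lie on the side of the phase in the file name. The fits used the 8 libraries where they match, 2 per group, and all 12 were fitted by labels and by names as alternatives. The authors tested each genotype with DESeq2. Here edgeR tested each genotype, and the interaction of phase and genotype tested whether the change differs.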

We made the comparison at E8.5, an intermediate stage in the onset of periodic transcription. We sorted cells with active *mir-302* loci using a green fluorescent protein (GFP) reporter that had been knocked into the mutated allele (Supplementary Fig. 4D)^22^. 

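Target genes listed in the paper's supplement were compared between genotypes in the E8.5 embryos, with phase in the model. The list holds only genes marked as targets among the rows read from its supplement on phases by lineage. The paper's own test uses targets predicted by Targetscan, of which this list may be only a part, so the results are not like for like. Of 60 listed targets, 59 were tested, and 29 were higher in mir-302-/- than in mir-302+/- cells. Their median log2 fold change was -0.01, against -0.07 for all other genes, a difference of 0.0633. A competitive test of the list against all other genes (camera in limma) gave p = 0.454, and a permutation that exchanges genotypes within phase gave as small a p in 6 of 8 splits. With all 12 libraries and the block, the difference was 0.157 by the file names, the alternative that moved this most, and -0.0240 by the labels.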

As expected, *mir-302* target genes were upregulated in knockouts (Supplementary Fig. 4E). 

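Of the 10010 genes tested in E8.5 embryos, 0 were phasic in mir-302+/- cells and 0 in mir-302-/- cells, with 408 and 1012 at an unadjusted p under 0.05. The interaction called 0 genes, with 666 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 moved these counts most, to 18, 257 and 64, and DESeq2 on all 12 libraries by the file names, chosen after seeing the values, gave 60, 201 and 34. All 12 libraries gave 0, 0 and 0 by the sample labels (189, 218 and 246 genes at an unadjusted p under 0.05) and 10, 18 and 0 by the phases of the file names (380 for the interaction). Ccnb1 changed by -2.88 in mir-302+/- cells (standard error 0.49, adjusted p = 0.179) and by -2.49 in mir-302-/- cells (standard error 0.49, adjusted p = 0.320). Ccne1 changed by 0.65 and 1.49 (standard error of the second 0.54, adjusted p = 0.374). The median over the 15 listed G2/M genes was -1.37 in controls and -1.39 in knockouts. In simulated counts at this depth and scatter, edgeR recovered 0 of 100 genes changed by 2 log2 units and DESeq2 16 of 100 with 70.0% of its calls false, so a count of 0 by edgeR does not show that no gene changed.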

Differential expression between G1 and G2/M showed a large gain in phasic expression in the sorted *mir-302* knockout versus control E8.5 cells (Fig. 2A–D, Supplementary Fig. 4F, Supplementary Data 4). The gain in phasic expression was not secondary to an increase in overall expression of the phasic genes (Fig. 2E), but did coincide with a slight increase in G1 cells (Supplementary Fig. 4G). These data show *mir-302* regulates phasic expression in vivo.

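The 266 tested genes that the paper's supplement calls phasic in either genotype had a median expression of 4.12 log2 CPM in mir-302+/- cells (SD between libraries 0.04) and 2.99 in mir-302-/- cells (SD 1.69). Their median absolute log2 fold change between phases was 1.17 and 2.85. Most of these genes are the paper's calls in mir-302-/- cells, which raises the second value. The libraries of both phases enter each SD, so it contains the change between phases.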

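The paper compares the numbers, P values and fold changes of phasic genes in knockouts and heterozygous controls, and from their gain in knockouts concludes that mir-302 regulates phasic expression. Of the 240 genes its supplement calls in mir-302-/- cells, 225 passed the filter here, and all 225 changed in the direction given there. Of the 67 called in mir-302+/- cells, 66 passed and all 66 changed in that direction. Those calls come from the same deposited libraries, so this match was fixed in advance and does not show that the changes reproduce.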

**Fig. 2:**
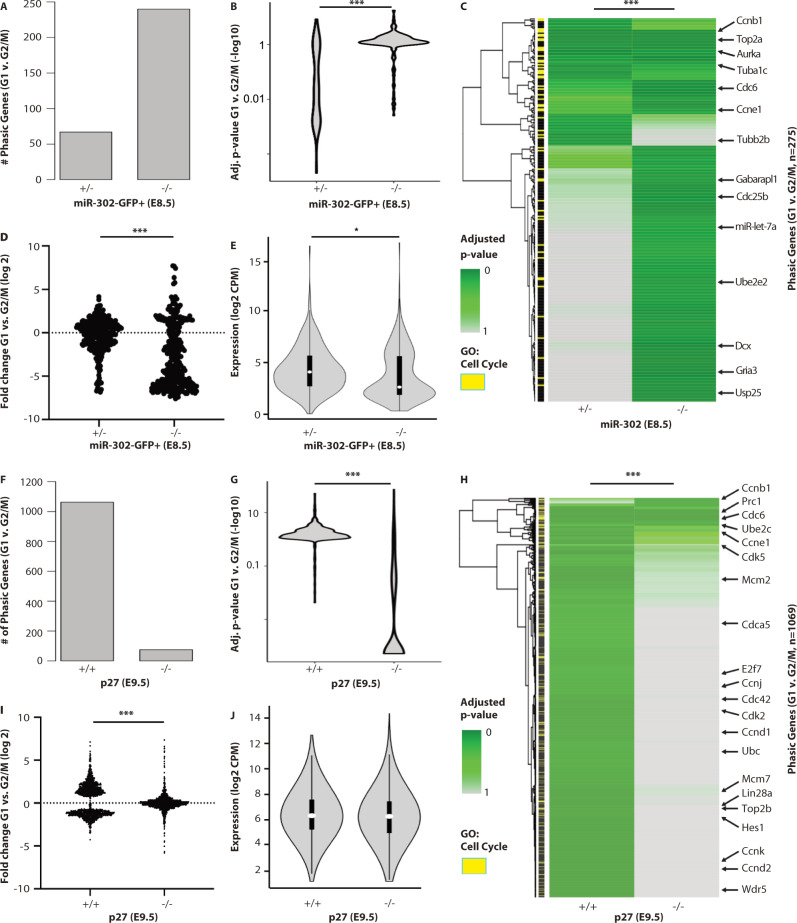
*miR-302* suppresses while p27 promotes the onset of phasic expression. **A** The number of genes showing differential expression between G1 and G2/M (BH adj. *P* < 0.1) in *mir-302*-GFP+ sorted populations from control and *mir-302*−/− E8.5 embryos (*n* = 3 biologically independent embryos). **B** The distribution of adjusted *P* values of the union of all genes identified in (**F**) (Wilcoxon Rank Test, two-sided, ***P < 0.001). **C** A heat map of *P* values for all genes shown in (**B**) (Wilcoxon Rank Test, two-sided, ***P < 0.001). **D** The distribution of fold-change values for all genes shown in (**C**) (***P < 0.001, two-tailed *t* test). **E** The distribution of log2 counts per million for all gene shown in (**G**) (*P* < 0.05, two-tailed *t* test, *n* = 284 genes). White dot, median. Box edges, 25th and 75th quartiles. Whiskers, 1.5× the IQR of the box edge. **F**–**H** Same as (**A**–**E**), except comparing *p27* control to knockouts (*n* = 3 biologically independent embryos). **I** ***P < 0.001, two-tailed *t* test (**J**) no significant change, *P* > 0.5, two-tailed *t* test, *n* = 1069 genes. Differential expression was evaluated with a Wald Chi-squared test (**A**–**C**, **F**–**H**).

To explore whether *mir-302* and phasic expression are linked by the G1/S restriction point, we asked if *mir-302* was impacting classic G1/S restriction point regulators during the E7.5 to E9.5 transition. 

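With edgeR no gene was phasic in mir-302-/- embryos at E8.5, so depletion of targets was examined in the 257 genes that DESeq2 calls. In counts simulated for this design with 200 genes changed, 42 of its calls were false, or 70.0%. That share depends on how many genes change, so it cannot be read as the share of false calls among the 257. Of these, 162 carry an annotation in the paper's list of targets and non-targets, and 5 are targets against 5.55 expected (Fisher's exact p = 1.00). With DESeq2 on all 12 libraries by the phases of the file names, an alternative chosen after the values were seen, 5 of 194 were targets against 6.85 expected (Fisher's exact p = 0.684). With edgeR on these 12 libraries, 2 of 17 were targets against 0.600 expected (Fisher's exact p = 0.119).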

The precociously expressed phasic genes in *mir-302* knockouts were depleted for *mir-302* targets, consistent with an indirect mechanism (Supplementary Data 4, *P* = 0.01, hypergeometric). Therefore, we considered the G1/S restriction point CDK inhibitors including p21 (*Cdkn1a*), p27 (*Cdkn1b*), and p57 (*Cdkn1c*), all of which are computationally predicted targets of the *mir-302* cluster^24^. Analysis of expression data from E7.5 through E9.5 showed an upregulation of p27 coinciding with the downregulation of miR-302 (Supplementary Fig. 4H,). 

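Cdkn1b (ENSMUSG00000003031, chromosome 6: 134920401 to 134925513), the gene of p27, was followed in the whole-embryo 3′ libraries with the phases pooled, 4 libraries per stage, and stages were compared by exact permutation. The paper gives 2 litters for each stage and phase. If both phases come from the same litters, the 4 libraries are not independent and the exact p values understate the uncertainty. It had 5.29 ± 0.37 log2 CPM at E7.5, 5.28 ± 0.12 at E8.5 and 6.55 ± 0.84 at E9.5 (SD, n = 4 per stage). The rise from E8.5 to E9.5 was 1.27 (exact p = 0.0286, the smallest possible, and 0.257 after adjustment over 9 comparisons). From E7.5 to E9.5 the exact p was 0.0857, and from E7.5 to E8.5 it was 1.00. Cdkn1a (ENSMUSG00000023067, chromosome 17: 29090976 to 29100727), the gene of p21, changed by 0.36 from E7.5 to E9.5 (exact p = 0.914), and Cdkn1c (ENSMUSG00000037664, chromosome 7: 143458339 to 143461050), the gene of p57, by 0.30 (exact p = 0.257). At E9.5 the G2/M libraries had 117 and 163 CPM of Cdkn1b and the G1 libraries 78.1 and 42.1, and at E7.5 the libraries ranged from 28.2 to 51.3.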

To confirm that p27 can be targeted by the mir-302 miRNAs, its 3′UTR was cloned into a reporter construct (Supplementary Fig. 4J). The construct was then transfected into microRNA deficient (*Dgcr8−/−*) and wild-type (wt) ESCs. The reporter showed reduced levels in the wt versus *Dgcr8−/−* cells, consistent with miRNAs regulating their expression. Introduction of a miR-302 mimic, but not a miR-302 seed mutant mimic, into the *Dgcr8−/−* cells re-suppressed the p27 reporter to wild-type cell levels, confirming the miR-302 miRNAs can target p27.

Given that p27 can be targeted by *mir-302* and its expression in vivo is anticorrelated with the miR-302 levels, we next asked whether the loss of p27 would lead to delayed phasic gene transcription, the reciprocal phenotype of the *mir-302−/−* cells. For this analysis, we focused on embryonic day E9.5, when repression of p27 would typically be alleviated due to the downregulation of miR-302 and phasic expression typically established. 

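The deposited 3′ counts come from E9.5 embryos labelled p27+/+ or p27-/-, in 3 libraries per phase and genotype. In p27+/+ the totals ranged from 740682 to 1157233 in G1 (median 1062010, n = 3) and from 471715 to 1280944 in G2/M (median 626798, n = 3). In p27-/- they ranged from 539527 to 1768632 in G1 (median 1135978, n = 3) and from 732982 to 912638 in G2/M (median 889328, n = 3). The sample label and the file name give opposite phases for 4 of the 12 libraries. Levels of listed G2/M and G1/S genes lie on the side of the file name in all 4. The 8 libraries where they match, 2 per group, were fitted in edgeR, and all 12 by labels and by names as alternatives. The authors tested each genotype with DESeq2. Over all 12 libraries, same-numbered p27+/+ libraries correlated at r = 0.183 by labels and 0.124 by names, so a block on that number was also fitted. Cdkn1b itself had 128 ± 22.2 CPM in the libraries labelled p27-/- and 44.7 ± 19.1 in those labelled p27+/+ (SD, n = 6 each). This is the reverse of what the labels lead one to await, so every comparison of genotypes rests on labels in doubt. Whether the p27-/- allele still yields 3′ ends that the assay counts was not tested.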

Differential gene expression analysis between G1 and G2/M showed far fewer genes were phasically expressed in E9.5 *p27−/−* embryos than stage-matched controls (Fig. 2F–I, Supplementary 4K, Supplementary Data 4). This difference was not due to an overall loss of expression of the genes in the mutant embryos (Fig. 2J). *p27−/−* cells did show a slight decrease in G1 cells, although not reaching statistical significance (Supplementary Fig. 4L). 

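Of 9928 genes, 119 were phasic in the E9.5 libraries labelled p27+/+ (91 higher in G1, 28 higher in G2/M) and 20 in those labelled p27-/- (12 and 8). The interaction of phase and genotype called 2 genes, with 485 at an unadjusted p under 0.05. Taking all 12 libraries with the phases of the file names gave 811 and 50, with 12 interaction genes. DESeq2 on the same libraries, chosen after seeing the values, moved the phasic genes most, to 1144 and 89, with 160 interaction genes. With the phases of the labels, 0, 0 and 0 genes were called (119, 406 and 229 at an unadjusted p under 0.05). Adding the block gave 1068, 55 and 193 by names and 0 throughout by labels. Prc1 changed by -2.53 in p27+/+ (standard error 0.47, adjusted p = 0.00415) and by -3.31 in p27-/- (standard error 0.49, adjusted p = 0.000200), with an interaction of -0.78 (standard error 0.64, adjusted p = 0.981). Myog (ENSMUSG00000026459), with 63 to 70 counts in G1 and 0 in G2/M, was at least 9.42-fold higher in G1 in p27+/+. In p27-/-, Hbb-bh1 (ENSMUSG00000052217) and Hbb-y (ENSMUSG00000052187), both embryonic globins, had the largest changes at 6.39 (standard error 0.54, adjusted p = 3.42e-09) and 6.09 (standard error 0.59, adjusted p = 4.79e-08). From the smaller number in p27-/- embryos and the distributions of P values and fold changes, the paper links p27 to phasic expression.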

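The 123 genes phasic in either genotype had a median of 6.42 log2 CPM in the libraries labelled p27+/+ (SD between libraries 0.99) and 7.15 in those labelled p27-/- (SD 0.48). Their median absolute log2 fold change between phases was 2.28 and 0.75. Most of these genes were chosen for passing the threshold in p27+/+, which raises the first value. Among the 119 and 20 phasic genes, 12 and 6 are in Cyclebase (5.27-fold, exact hypergeometric p = 2.71e-06, and 15.7-fold, p = 1.41e-06).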

Together, these data link regulation of the G1/S restriction point with establishment of phasic expression in the mouse embryo.

### Gain in phasic expression is shared across lineages

Between E7.5 and E9.5, the cellular composition of the developing embryo increasingly diversifies. Expression analysis of whole embryos may not detect genes that show lineage-specific phasic expression and could be confounded by contaminating extra-embryonic and/or postmitotic cells. To address these issues, we transitioned to single-cell RNA-sequencing (scRNA-seq) data. First, using published embryonic single-cell sequencing data we performed a co-expression analysis of canonical G1/S and G2/M genes on mitotic embryonic cells from E6.5 to E8.5^25^, spanning from the pluripotent epiblast through germ layer specification (Supplementary Fig. 5A–C and methods). G2/M genes showed some correlation at E6.5 that increased to strong correlations by E8.5. G1/S genes showed little correlation prior E7.75 that increased to moderate correlations by E8.5. Therefore, consistent with the phase-sorted bulk sequencing data, co-expression analysis of canonical phasic genes from cycling embryonic cells shows a gain in phasic expression over developmental time.

Next, we performed de novo discovery of phasic genes that were common and lineage specific by combining sorting of cells in G1 vs. G2/M with scRNA-seq (Fig. 3A, Supplementary Fig. 5D, methods). 

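Single-cell RNA-seq reads the transcripts of each cell, counted as unique molecules (UMIs), and here each library holds cells sorted into a known phase before capture. The deposited values are raw UMI counts per cell and gene, from 6 libraries of wt E9.5 embryos in 2 collections of 3 phases each. The authors kept cells with 5000 UMIs or more and under 5% mitochondrial reads and compared phases with the hurdle model of MAST. Here cells were held to the same limits. Sums of 10 cells (pseudobulks) were compared between G1 and G2/M with edgeR, as medians over 10 random draws, for genes detected in at least 20% of cells. Sums drawn from one library share its embryos and handling, so they are not replicates of embryos, and their p values understate the uncertainty. Label and file name give the same phase for 1 G1 library (123 cells kept, median 6842 UMIs per cell) and 1 G2/M library (1219 cells, median 9790 UMIs), and these libraries were compared with 12 sums per phase. They belong to different collections, so phase cannot be separated from collection between them. The other 4 libraries have conflicting phases and entered alternatives by labels or by names.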

In two independent collections of wt E9.5 embryos, 574 and 3301 cells with at least 5000 unique molecules per cell were captured (Supplementary Fig. 5E). 

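Taking the cells of all 3 phases together, grouping the wt E9.5 libraries by the file names gives 584 and 3305 cells with 5000 UMIs or more in the 2 collections, and grouping by the sample labels gives 1437 and 2452. The mitochondrial limit then kept 1057 of 1060 cells in one library and 72 of 160 in another. The score of G2/M minus G1/S genes was -0.32 in the settled G1 library and 2.00 in the settled G2/M library. The libraries with conflicting phases scored -0.23 (label S, name G1), 0.55 (label G2/M, name S), 1.68 (label G1, name S) and 1.98 (label S, name G2/M).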

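The settled wt libraries had 1497 phasic genes of 5304, 708 higher in G1 and 789 higher in G2/M. Of the 617 genes tested in both that are phasic in E9.5 total RNA exons, 235 were phasic in single cells and 217 of those in the same direction (exact hypergeometric p = 2.44e-09 for the overlap). Of 73 from the E9.5 3′ libraries, 47 were phasic in single cells and 36 in the same direction. All libraries by the file names gave 2537 phasic genes, the alternative that moved this most. Between collections, grouping by names gave log2 fold changes with r = 0.665 and 455 genes phasic in both, 448 of them in the same direction. Grouping by labels gave r = -0.101 and 162 genes in both, 51 in the same direction. Reproducibility between the collections thus depends on which phase record is used.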

Comparison of differential expression between cell cycle phases of replicates and bulk RNA sequencing at E9.5 showed good reproducibility (see methods). 

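Over all 3688 wt E9.5 cells, the mean correlation between pairs of the 9 listed G1/S genes was 0.111 (36 pairs) and between pairs of the 15 listed G2/M genes 0.278 (105 pairs). Between the lists it was -0.0963. These values use no phase record. Within the settled G1 library alone the means were 0.0531, 0.0996 and 0.000833, and within the settled G2/M library 0.0859, 0.184 and -0.0479.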

Analysis of all cells, independent of lineage, showed strong co-expression among G1/S and G2/M canonical cell cycle oscillating genes (Supplementary Fig. 5F). 

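Of the 1497 genes phasic between the settled wt E9.5 libraries, 102 are in Cyclebase, among 155 tested (2.33-fold enrichment, exact hypergeometric p = 6.13e-23). Prc1 changed by -2.73 (median adjusted p = 2.15e-21), Ccnb1 by -2.69 (1.39e-18) and Cdc6 by 1.68 (1.70e-07). The p values count sums of cells from 1 library per phase.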

Consistent with the co-expression analysis, de novo identified phasic genes showed a strong enrichment for annotated cell cycle genes (Supplementary Fig. 5G–J, Supplementary Data 5).

**Fig. 3:**
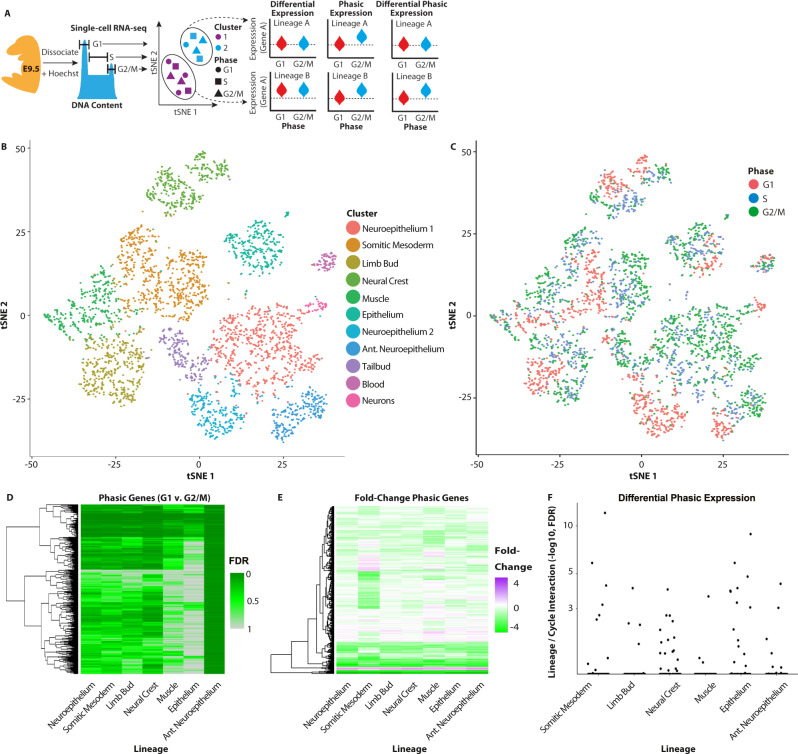
Phasic programs differ between lineages in E9.5 embryos. **A** Schematized workflow for identifying lineage-specific phasic programs. E9.5 embryos were dissociated to single cells, sorted by cell cycle phase based on DNA-content, captured by scRNA-seq, separated into lineages by t-Distributed Stochastic Neighbor Embedding (t-SNE), and then subjected to differential expression analysis accounting for lineage and phase. **B** t-SNE plot of 11 populations identified by shared nearest neighbor analysis of single-cell transcriptomes dissociated from whole E9.5 embryos. 13 PCA dimensions were reduced and depicted in the t-SNE plot. (*n* = 2 biologically independent litters. Litters of 3 and 5 embryos were pooled as input for the respective samples.) **C** The distribution of cells by cell cycle phase as identified by DNA content within the clusters. **D** A heat map of *P* values for all genes within each lineage that showed differential expression between G1 vs. G2/M (BH adj. FDR < 0.05, Hurdle model (see Methods)). **E** The fold-change between G1 and G2/M of genes that are phasically expressed in at least one lineage (adj. *P* < 0.05 in “D”). The source data is provided in “Source Data.xlsx”. **F** The distribution of −log10 FDR values of interaction term between phase and lineage. Dots represent genes that are distinctly phasic in each lineage relative to neuroepithelium (reference lineage) (BH adj. FDR < 0.05, Hurdle model (see Methods)).

To compare phasic expression across cell types, we first assigned the phase-sorted single-cell data to specific populations. The two replicate samples were aligned using Shared Nearest Neighbors and assigned to 11 clusters by their expression profiles (Fig. 3B)^26^. 

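All E9.5 cells, wt and p27-/-, were clustered together here with scanpy on 2000 variable genes, 15 principal components and 15 neighbours per cell. Leiden clustering at resolution 1 gave 21 clusters, which were grouped into 11 lineages by the marker genes that the paper names. The alignment the authors used was not repeated.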

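Grouped by marker genes, the share of neuroepithelium among the cells of the 3 wt E9.5 libraries of collection 1 by the labels was 16.3%, 24.3% and 13.5%, and in collection 2 it was 24.8%, 29.2% and 33.0%. Limb bud cells made up 31.7%, 19.8% and 27.5% in collection 1 and 18.9%, 12.5% and 13.6% in collection 2. By the file names, the libraries given second in each collection change places. Each value is from a single library of a different phase, so collections and phases were not separated by a test.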

Cells from both replicate samples distributed similarly among the clusters (Supplementary Fig. 5K). Transcript capture efficiency did not appreciably impact the clustering (Supplementary Fig. 5L). Examination of the genes driving the separation of the clusters showed that the clusters represented well-known lineages of the post-gastrulation embryo (Supplementary Fig. 5M). 

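In the clusters of E9.5 cells assigned to each lineage, the highest mean expression of the deciding marker, in standard deviations over all cells, was 2.95 for Epcam in epithelium, 1.17 for Pax6 in neuroepithelium, 2.36 for Meox1 in somitic mesoderm, 3.87 for T in tailbud and 4.16 for Cd34 in blood. The weakest assignment was a cluster of 17 cells, whose best marker was T at -0.12, so that cluster has no marker above the mean.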

Illustrative markers of the lineages include non-neural epithelium (*Epcam*, *Sox2*); neuroepithelium (*Pax6*, *Sox2*), mesodermal lineages (*Twist*, *Meox1*, and *Pdgfra*), tailbud (*T*), and blood (*Cd34*) (Supplementary Fig. 5M, N). Neuroepithelium was separated into two clusters based on cell cycle phase. As these two clusters expressed common markers and represented reciprocal cell cycle phases, they were considered a single lineage for all downstream analysis. DNA-content analysis showed that cell cycle phase represented a second order of organization that occurred within the clusters (Fig. 3C). Furthermore, unsupervised clustering of cells based on the differential expression of annotated phasic genes between G1/S and G2/M sorted 98% of cells correctly as determined by DNA content, showing that periodic expression is widely established by E9.5 (Supplementary Fig. 5O).

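Single cells were split into 2 groups by k-means on the Cyclebase genes, without use of phase, and the groups were then compared with the sorted phase. The paper's share comes from clustering sums of cells on canonical phasic genes, so the values here are not like for like. Over the settled wt E9.5 libraries, 88.7% of cells (95% interval 86.9% to 90.3%) were in the group of their phase. Since 90.8% of those cells are from G2/M, assigning every cell to G2/M would do as well. In collection 2 with the phases of the file names, where the larger phase makes up 54.7%, it was 91.9% (95% interval 90.7% to 93.0%). With the phases of the labels it was 65.6%. In collection 1 the values were 94.4% by names and 67.9% by labels. The intervals treat cells as independent.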

Next, we evaluated differential expression between G1 and G2/M within lineages and compared the result across them using linear models (see methods). To facilitate comparison between lineages, we removed small and/or postmitotic lineages (tailbud, blood and neurons; see cluster sizes in Supplementary Fig. 5P) and down-sampled the remainder to compare an equal number of cells from each phase within each lineage. This analysis identified up to 1233 phasic genes within a lineage (FDR < 0.1) (Fig. 3D, E, Supplementary Data 5). 

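Lineages of wt E9.5 cells were tested in collection 2, the larger one, with as many sums of 10 cells in each phase of a lineage as the smaller phase allows. By the labels, neuroepithelium had the most phasic genes with 317, followed by somitic cells with 216 and limb bud with 156. By the file names, these had 1006, 770 and 800. The number rises with the number of cells per lineage, so it is not a measure of how phasic a lineage is.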

Neuroepithelium was set as the reference lineage. The remaining six adequately sized clusters were then compared to this reference to identify all genes that were differentially phasically expressed (see methods). 

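The difference in phase effect between neuroepithelium and each other lineage of wt E9.5 cells was tested as an interaction in edgeR with equal numbers of sums per lineage. At an FDR under 0.05, 0 genes differed in any of 6 lineages by either phase record (at an unadjusted p under 0.05, at most 279 by the labels and 274 by the file names). The lowest median FDR was 0.0640 in epithelium by names and 0.768 in epithelium by labels. Each group had 3 sums of 10 cells, and whether that number can show such differences was not tested on simulated data.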

The analysis identified anywhere from 3 to 25 genes that showed significant differences in phasic expression from the neuroepithelium lineage (Fig. 3F, Supplementary Data 5). The overlap between the two replicate samples confirmed reproducibility of these findings (hypergeometric *P* = 6.65e−04). Furthermore, repetition of the analysis with cells randomly assigned to lineages while maintaining the lineage sizes uncovered no genes with an FDR below 0.88, supporting the robustness of the uncovered differences between lineages. These analyses show that the majority of genes that become phasic by E9.5 are shared across two or more lineages, although a small number are lineage specific.

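With wt E9.5 cells assigned to lineages at random, the lowest FDR of the interaction was 0.985 by the file names and 0.976 by the labels.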

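Across 8 lineages of wt E9.5 cells in collection 2, 1671 genes were phasic in at least 1 lineage by the file names, and 816 of them (48.8%) in 2 or more, with 104 in all 8. By the labels, 468 genes were phasic in at least 1 lineage and 178 (38.0%) in 2 or more. Small lineages find fewer genes, which lowers the share counted in several lineages. From the sharing of genes across lineages and the few with an interaction, the paper concludes that most phasic genes are shared and few are lineage specific.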

### miR-302/P27 regulates phasic expression across lineages

Next we asked whether the same mir-302/p27 axis uncovered by whole embryo analyses was a common mechanism regulating the onset of phasic expression across lineages. For this analysis, we phase-sorted and profiled single-cell transcriptomes of control and of *mir-302* and *p27* knockout embryos. *mir-302* knockout embryos were profiled at E7.5, when miR-302 transcript levels are highest and only a small number of lineages have been specified. 

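The mutant libraries hold UMI counts of sorted cells, 1 library per phase and genotype. At E7.5, 669 G1 and 422 G2/M cells of mir-302+/- embryos passed (median 30881 and 44820.5 UMIs per cell), and 330 and 174 of mir-302-/- embryos (median 38740.5 and 53371.5 UMIs). At E9.5, 336 G1 and 177 G2/M cells labelled p27-/- passed (median 6973.5 and 8636 UMIs). Label and file name give the same phase for all 6. The authors aligned mutant to control cells and counted phasic genes per lineage with MAST. Here cells of a stage were clustered together, and the same sums of 10 cells were compared with equal numbers of sums in mutant and control. With 1 library per group, a difference between genotypes cannot be told from a difference between litters.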

To enable a lineage-by-lineage assessment of the impact of *mir-302* removal on phasic expression we matched cell types in the mutants with those in controls. 

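Of the E7.5 cells, 20 clusters were grouped into 8 lineages by marker genes. In lateral plate mesoderm were 134 G1 and 101 G2/M cells of mir-302+/- embryos and 52 and 44 of mir-302-/- embryos. Hemangioblast cells, the precursors of blood and vessels, made up 3.89% and 0.948% of mir-302+/- cells in G1 and G2/M, against 17.6% and 9.20% of mir-302-/- cells. The deciding markers reached 4.42 standard deviations above the mean for Nkx2-5 in cardiac cells, 2.30 for Sox17 in endoderm and 2.07 for Sox2 in rostral neurectoderm. In lateral plate mesoderm, Snai2 reached 2.64 in its best cluster but only 0.02 to 0.52 in the rest. In paraxial mesoderm, Wnt3a reached 2.18 in its best cluster and 0.42 to 0.54 in the rest. Much of both lineages is thus weakly identified.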

Mutual nearest neighbors were used to align the *mir-302*-/- cells to the cell types in the control embryos; lineages with more than 50 viable cells were used for downstream analysis (Supplementary Fig. 6A)^27,28^. t-SNE representation uncovered 8 distinct populations at this embryonic stage all represented in the control and knockout embryos with similar proportions (Fig. 4A, B, Supplementary Fig. 6B, C). *mir-302* targets were upregulated in the embryo, but not in extra-embryonic tissue as expected given the miRNA’s highly enriched expression in the embryo (Supplementary Fig. 6D, E)^23^. 

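At E7.5, 578 of 8229 genes were phasic in mir-302+/- cells and 1093 of 8698 in mir-302-/- cells, both with 17 sums of 10 cells per phase. By lineage, paraxial mesoderm had 124 phasic genes in mir-302+/- and 338 in mir-302-/- cells (5 sums per phase). Lateral plate mesoderm had 31 and 32 (4 sums per phase). Cardiac cells (2 in G1 and 5 in G2/M of the knockout), endoderm (65 and 17) and rostral neurectoderm (28 and 24) had too few knockout cells for 3 sums per phase and were not compared. Whether the change of any gene differs between genotypes was not tested.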

Differential expression analysis between an equal number of cells in G1 and G2/M in each population showed that *mir-302* loss resulted in a large gain in the number of phasic genes in some lineages (cardiac and endoderm), a smaller gain in others (paraxial mesoderm), and no change in the remainder (lateral plate mesoderm and rostral neuroectoderm) (Fig. 4C, Supplementary Data 6). The differences in these gains likely relate to the varied maturation schedules of the lineages as well as the relative timing of miR-302 decrease in each population as our analysis captured only a single timepoint.

**Fig. 4:**
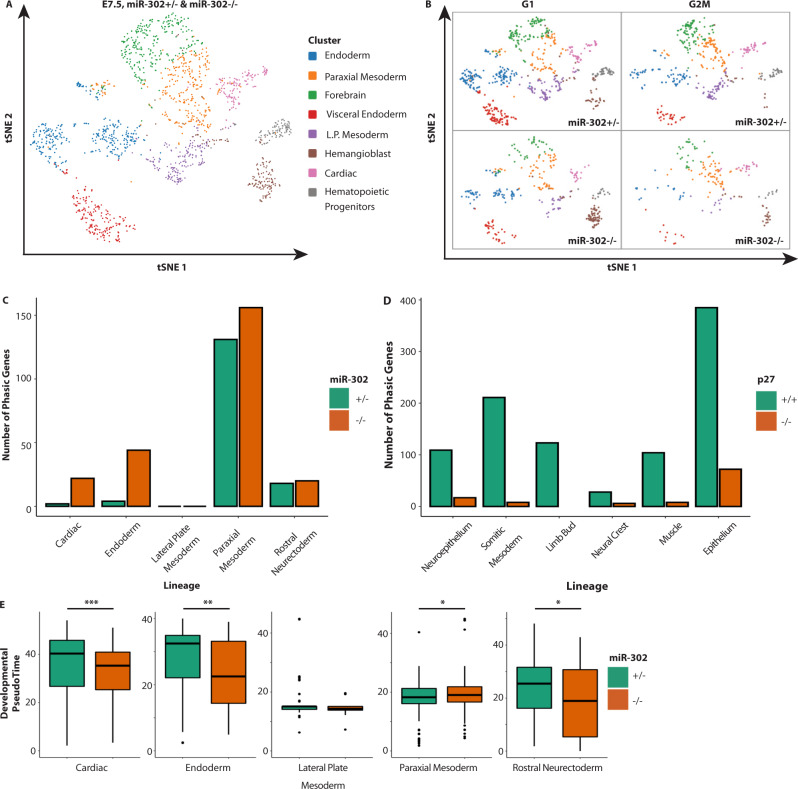
*mir-302* suppresses while p27 promotes phasic expression across multiple lineages. **A** A tSNE plot of 8 populations identified by graph-based clustering of single-cell transcriptomes of cells dissociated from whole control and *mir-302−/−* E7.5 embryos (*n* = 1 litter, 3 *mir-302−/−* embryos and 4 *mir-302*+/− embryos were pooled). **B** The distribution of cells from each genotype and phase within the t-SNE plot. **C** The number of genes showing differential expression between G1 and G2/M (median adj. *P* < 0.1, Hurdle model (see methods)) in each lineage of control and *mir-302−/−* E7.5 embryos. Within each lineage, 100 random samples of the same number of cells from each phase were compared between the genotypes. **D** Same as (**C**), except for control and p27*−/−* E9.5 embryos. **E** The distribution of pseudotime scores for individual cells within each identified lineage of control and *mir-302−/−* E7.5 embryos (Cardiac ***P = 2.07e−5 [*n* = 140], Endoderm **P = 0.0036 [*n* = 315], Lateral Plate Mesoderm *P* = 0.21 [*n* = 178], Paraxial Mesoderm *P = 0.048 [*n* = 293], Rostral Neurectoderm *P = 0.012 [*n* = 267], two-tailed *t* tests, “n” is the number of biologically independent cells of each type). Higher pseudotime score represents further differentiation. See Supplementary Fig. 7A for the basis of the scoring metric. Center, median. Bounds of box, 25th and 75th percentiles. Whiskers, the minima and maxima are the most extreme points within 1.5× the IQR of the box edge. The Source Data is provided in “Source Data.xlsx”.

We took a similar approach to evaluate the impact of p27 loss on phasic expression, except we focused on E9.5, when p27 is highest and periodic expression is well established across lineages in wt embryos. We performed a lineage-by-lineage assessment of the impact of p27 removal on phasic expression in embryos using only lineages with at least 30 viable cells for downstream analysis (Supplementary Fig. 6F)^27,28^. Effective alignment of *p27* mutants and controls was supported by concordance of wt lineage marker genes in the aligned p27*−/−* cell types (Supplementary Fig. 6G). 

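At E9.5, cells labelled p27-/- had 341 phasic genes of 4458 with 12 sums per phase, the same number of sums that gave 1497 in the settled wt libraries, whose phases come from different collections. By lineage, limb bud had 61 in p27-/- cells and 415 in the settled wt libraries (3 sums per phase). Compared with collection 2 by the file names, limb bud had 139 in p27-/- against 210 in wt (5 sums), and neuroepithelium 132 against 95 (3 sums). By the labels, wt had 14 and 3. The direction of the difference therefore changes with the lineage and with the phase record. From the lower numbers across lineages, the paper concludes that p27 promotes phasic expression.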

Differential expression analysis between G1 and G2/M showed a loss in the number of phasically expressed genes across all the lineages (Fig. 4D, Supplementary Data 6). All together these data show a reciprocal impact of the G1/S restriction point regulators miR-302 and p27 on phasic gene expression across multiple lineages.

### Early phasic expression in mir-302*−/−* precedes differentiation defects

Next we asked how miR-302 mediated suppression of phasic expression relates to its established role in developmental timing of cellular differentiation^22,29^. In particular, given that *mir-302* removal leads to premature differentiation in multiple cell types^22,30^, we asked if the precocious phasic expression seen at E7.5 was upstream or downstream of the differentiation phenotype. To address this question, differentiation and phasic expression were simultaneously assessed in cells of each lineage and compared between the control and *mir-302* knockout embryos. To do this, we established a developmental time scale based on pseudotime analysis of existing E6.5 to E8.5 single-cell sequencing data^25^. Established markers changed as expected along the pseudotime scale (Supplementary Fig. 6H, I and methods). This time scale was then used to determine differentiation status of individual cells from the *mir-302* control and knockout embryos (Fig. 4E). Across lineages, the *mir-302* knockout cells were similar or even slightly behind controls in differentiation. Therefore, the precocious phasic expression seen in the mir-302 knockouts precedes precocious differentiation as defined by pseudotime.

### Phasic transcription factor activity regulates phasic programs

Since neither miR-302 nor p27 directly regulate transcription, we next asked how they might interface with transcriptional networks to drive phasic gene expression. 

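ATAC-seq marks open chromatin, where a transposase can cut DNA. The authors deposited raw counts over a shared list of peaks on GRCm38, with 3 libraries per phase. Counts in peaks ranged from 20007112 to 24514692 in G1 (median 24104649, n = 3) and from 20205308 to 36978937 in G2/M (median 29204804, n = 3). The paper calls a peak changed at an FDR under 0.1 and an absolute log2 fold change above 0.5. Here edgeR compared the phases with the same limits, and each peak was assigned to the gene with the nearest transcription start. Same-numbered libraries correlated at only r = 0.0430. Of 93091 peaks, 6793 changed (7.30%), 3680 more open in G1 and 3113 more open in G2/M, and 6853 with the replicate block. Leaving out the fold-change limit moved this most, to 14418. The largest changes toward G1 were at 103865790 to 103866060 on chromosome 7, near Hbb-y (log2 fold change 4.26, standard error 0.34), at 112996284 to 112996547 on chromosome 9 (4.05), and at 32276373 to 32278644 on chromosome 11, over Hba-x (3.93). The largest toward G2/M was at 64102707 to 64103244 on chromosome 5 (-1.64).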

Cells from E9.5 embryos were sorted into G1 and G2/M populations and subjected to ATAC-seq (Supplementary Fig. 7A–C). The nearest accessible chromatin to twenty-eight percent of phasically expressed genes showed a change in accessibility between phases (*P* < 0.01). 

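Of the 152 genes phasic in the E9.5 3′ libraries, 150 have a peak on their chromosome, and for 21 of them (14.0%, exact 95% interval 8.88% to 20.6%) the nearest peak had an unadjusted p under 0.01. Of all genes tested in those libraries, 1499 of 10799 (13.9%) did. For genes phasic in total RNA exons it was 313 of 1691 (18.5%). With the adjusted p and fold-change limits for changed peaks, 2 of the 150 remained (1.33%). The first group is thus as likely as any gene to have such a peak.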

The change in accessibility and expression of these genes was correlated, although the absolute fold-change was generally small (Fig. 5A, Supplementary Fig. 7D). 

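Of 375 peaks assigned to 139 genes phasic in the E9.5 3′ libraries, 30 changed, and accessibility and expression changed in the same direction for 21 of these. For genes phasic in total RNA exons, 465 of 5817 peaks changed, of which 370 had the same direction. The median absolute log2 fold change of accessibility was 0.16 in the first set and 0.17 in the second.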

Importantly, most accessibility peaks associated with phasically expressed genes did not change between phases, as exemplified by Cyclin B1 (*Ccnb1*) (Fig. 5B). Therefore, differential chromatin accessibility does not appear to underlie the majority of differential expression between cell cycle phases.

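The peak over the start of Ccnb1, at 100785486 to 100787194 on chromosome 13, had 5.64 ± 0.12 log2 CPM in G1 and 5.76 ± 0.06 in G2/M (SD, n = 3). Its log2 fold change was -0.12 (standard error 0.07, adjusted p = 0.285), and -0.13 with the block (adjusted p = 0.323). The peak at the start of Prc1 changed by -0.00 (adjusted p = 0.998) and the peak nearest to the start of Ccne1, 615 bases away, by 0.12 (standard error 0.09, adjusted p = 0.392). The peak over the start of E2f1 changed by 0.07 (adjusted p = 0.623). Of 4 other peaks assigned to E2f1, 1 was called, 14451 bases from the start at 154583937 to 154584750 on chromosome 2, more open in G1 by 1.04 (standard error 0.21, adjusted p = 0.000317).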

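Changed peaks lie away from transcription starts. Of all peaks, 16.3% contain a start, against 5.11% of those more open in G1 and 4.92% of those more open in G2/M. From the many peaks of phasic genes that did not change, as at Ccnb1, the paper reasons that accessibility does not appear to underlie most phasic expression.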

**Fig. 5:**
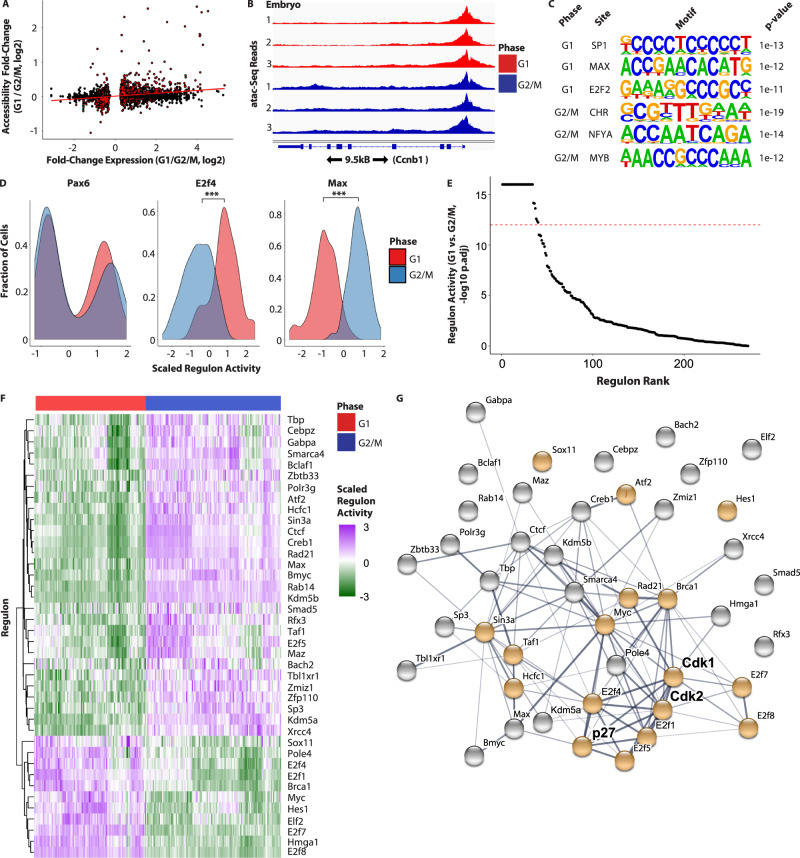
Chromatin accessibility supports the network inferred to regulate phasic expression. **A** Correlation plot of differential accessibility as measured by ATAC-seq and differential expression between G1 and G2/M of E9.5 embryos (Spearman’s rho = 0.24 for all peaks associated with differentially expressed genes and rho = 0.53 for differentially accessible peaks; *P* < 1 × 10e−16 in both cases). Only genes that show differential expression (adj. *P* < 0.05) are shown as red dots. *n* = 3 biologically independent embryos. **B** ATAC-seq tracks of three E9.5 embryos sorted into G1 and G2/M. *CyclinB1* is displayed. **C** Motif enrichment of established regulators of phasic expression within either G1- or G2/M-associated accessible peaks. **D** The distribution of *Pax6*, *E2f4* (***P < 0.001) and *Max* (***P < 0.001) regulon activity by phase evaluated with SCENIC in all E9.5 cells (two-sided Kolmogorov–Smirnov test between G1 and G2/M). **E** The difference in the distribution of regulon activity between cells in G1 and G2/M. All of the regulons inferred by SCENIC among phasically expressed genes are depicted. A two-sided Kolmogorov–Smirnov test was used to evaluate the difference in activity between the phases. The threshold (*P* < 1 × 10^−12^) used to define phase-specific regulons is depicted as a red-dashed line. Source data is provided in “Source Data.xlsx”. **F** The scaled activity of each phase-specific regulon (from **E**) is plotted by row for each E9.5 cell (columns). **G** STRING plot depicting confidence of gene-gene interactions among phase-specific regulons from wt E9.5 embryos based on the STRING database^89^. String-db builds the network based on previously annotated interactions that include co-expression and numerous experimentally determined interactions (e.g., protein–protein interactions). Increasing thickness of connecting lines represents increasing confidence. Included in the STRING plot are p27, CDK2, and all TFs uncovered by SCENIC (see text). Highlighted in gold are genes annotated in gene ontology “Cell Cycle” and “Regulation of the Cell Cycle” categories.

Next we asked what transcription factors (TFs) could be regulating phasic expression. Motif analysis of accessible regions associated with G1 or G2/M differentially expressed genes uncovered numerous established cell cycle regulators (Supplementary Data 7). For example, the most significantly enriched G2/M motif is the cell cycle genes homology region (CHR) (Fig. 5C). 

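Short core sequences were searched from 200 bases upstream to 50 downstream of transcription starts that lie in an ATAC-seq peak at E9.5. Genes phasic in total RNA exons were compared with other genes by Fisher's exact test, adjusted over 12 tests. The paper's motif program and its motif matrices were not used. The CHR core TTTGAA was in 154 of 753 genes higher in G2/M (20.5%), against 7.88% of 7973 genes that are not phasic (odds ratio 3.01, adjusted p = 1.74e-23). Of the 715 genes higher in G1, 8.95% had it (adjusted p = 0.375).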

The CHR mediates phasic expression by nucleating DREAM-based repression in G0/G1 and promoting FOXM1-MUVB or MYB-MUVB mediated expression in S/G2/M^31,32^. 

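The MYB core YAACKG was found near the starts of 26.8% of genes higher in G2/M at E9.5 and of 20.4% of genes that are not phasic (odds ratio 1.43, adjusted p = 0.000162). Of genes higher in G1, 18.2% had it.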

The MYB motif was also highly enriched in G2/M peaks. Other motifs showing strong enrichment in either the G2/M or G1 enriched set included SP1, MAX, E2F, and NFY. 

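The E2F core TTSSCGC was near the starts of 25.2% of genes higher in G1, against 16.3% of genes that are not phasic (odds ratio 1.72, adjusted p = 5.76e-08) and 17.1% of genes higher in G2/M. The NFY core CCAAT was in 43.7% of genes higher in G2/M against 36.1% (adjusted p = 0.000162). The SP1 core GGGCGG was rarer in genes higher in G2/M, 58.8% against 65.3% (adjusted p = 0.00105), and more frequent in genes higher in G1, 69.4% (odds ratio 1.20, adjusted p = 0.0563). The MAX core CACGTG was in 7.44% of genes higher in G2/M and 9.37% of those higher in G1, against 9.85% (adjusted p = 0.0563 and 0.743).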

The activities of these TFs is regulated by CDK phosphorylation providing a potential link between restriction point and phasic transcription^33–36^.

To further explore what transcriptional networks were regulating phasic expression, we applied the SCENIC package, which scores for regulon activity based on correlation in expression of a TF and its predicted targets^37,38^. When applied to wt E9.5 single-cell data to identify regulators of the phasically expressed genes, SCENIC identified a list of TFs highly enriched for cell cycle regulators (GO: “Cell Cycle”, hypergeometric *P* = 1.7e−7, Supplementary Fig. 7E). The SCENIC inferred TFs showed a strong overlap with the TFs inferred by motif enrichment analysis described above (hypergeometric *P* = 2.3e−04). The inferred regulons include a mixture of those similarly active in both G1 and G2/M and those preferentially active in one phase (Fig. 5D, Supplementary Fig. 7E). To distinguish TFs that are preferentially functioning in one phase, and thus likely driving phasic expression, we compared the activity of each regulon between G1 and G2/M and selected those showing a strong statistically significant preference for either phase (Fig. 5E–G). The resulting high-confidence relationships included interactions with the canonical G1/S regulators the E2Fs, E2F cofactor *Hcfc1*^39^, classic cell cycle driver *Myc*^36^ and its dimerization partner *Max*^40^, restriction point regulator *Brca1*^41^ and other TFs previously implicated in cell cycle regulation. These analyses suggest that phasic TF activity regulates the onset of phasic gene expression.

### miR-302 suppression of CDKIs regulates differentiation timing

To further dissect the link between the G1/S restriction point, phasic expression, and differentiation, we asked if the miR-302 regulation of CDKi impacts ESC differentiation. Previous work showed a link between miR-302 loss and premature neuronal differentiation in vivo^22,42^. Neural differentiation proceeds through Sox1+ neural progenitor cells that can give rise to Tuj1 positive neurons (Fig. 6A). Similar to the in vivo phenotype, *mir-302* knockout ESCs differentiated prematurely down the neural pathway (Supplementary Fig. 8A). Prior to neuronal differentiation, the *mir-302* knockout ESCs showed a premature activation of the restriction point as measured by an increase in hypophosphorylation of the CDK target Rb in G1 at day 3 of differentiation, accumulation in G1 phase of the cell cycle, and a reduced fraction of Cyclin E1+ cells in G1 (Supplementary Fig. 8B–E). Although the number of early neurons in *mir-302* knockouts is modest, a similar cellular phenotype in vivo is upstream of fully penetrant neural tube closure defects and embryonic lethality^22^. To determine if miR-302 was acting directly through the restriction point, we next mutated the miR-302 target sites in the 3′UTR of the endogenous p21 and p27 genes (Supplementary Fig. 8F). The mutants ESCs showed elevated levels of p21 and p27 transcripts respectively (Fig. 6B). They also showed reduced phosphorylated Rb in G1, an increase in the number of cells in G1, and a reduced proliferation rate (Fig. 6C–E, Supplementary Fig. 8G). Upon the induction of neural differentiation, the mutant cells prematurely differentiated exhibiting more Sox1-GFP+ cells than wt early in the differentiation, with the Sox1-GFP+ fraction peaking one day earlier than their wt counterparts, and also declining before wt cells, consistent with further differentiation (Fig. 6F)^43^. Therefore, miR-302 inhibition of the G1/S restriction point not only suppresses premature phasic expression, but also premature cell differentiation, supporting a link between the two.

**Fig. 6:**
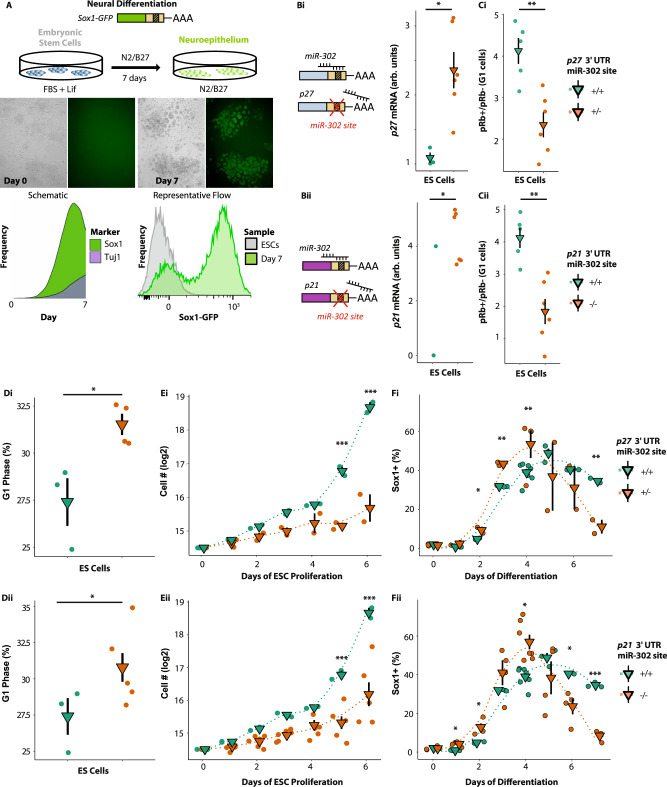
Deletion of miR-302 target sites in p27 and p21 results in precocious differentiation. **A** The differentiation of ESC into neuroepithelium following seeding in N2/B27 is evidenced by a progressive increase in the fraction of cells expressing the neural marker Sox1. This neuroepithelium can undergo further differentiation into Tuj1+ neurons. **B** Deletion of *miR-302* target sites in the 3′UTR of p27 or p21 leads to an increase in their respective transcript abundance in ESCs. QPCR reveals elevated p27 and p21 in the miR-302 binding site mutants (two-tailed *t* tests *P = 0.014 (p27) and *P = 0.025 (p21), 1 control line and 2 biologically independent mutant cell lines in each of three independent experiments). **C**–**E** Deletion of the miR-302 binding site in either p27 (i) or p21 (ii) of ESCs results in (**C**) reduced Rb phosphorylation (two-tailed *t* tests, **P = 0.0027 (p27), **P = 0.0016 (p21), 1 control line and 2 biologically independent mutant cell lines in each of three independent experiments), (**D**) accumulation in the G1 cell cycle phase (two-tailed *t* tests, *P = 0.01 (p27, *n* = 4 (2 biologically independent mutant cell lines and control samples in each of 2 independent experiments)), *P = 0.04 (p21, *n* = 6 biologically independent mutant cell lines and three independent control samples)), (**E**) deficient ESC proliferation (adjusted *t* tests, ***P < 0.001, *n* = 2 (p27) and *n* = 4 (p21) biologically independent mutant cell lines and two independent control samples at each timepoint), as well as (**F**) early neural differentiation (adjusted *t* tests, *P < 0.05, **P < 0.01, ***P < 0.001). The “*n*” at each timepoint is the number of biologically independent mutant cell lines or control samples. Each timepoint is shown as p27/p21/control. *n* = 2/4/2 (day 0), 2/4/3 (day 1), 2/4/3 (day 2), 2/4/3 (day 3), 2/3/4 (day 4), 2/4/3 (day 5), 2/4/3 (day 6), 2/4/3 (day 7). The Source Data for (**C**–**F**) are provided in “Source Data.xlsx”.

### Constitutive Cyclin E blocks ESC differentiation

Next, we wanted to know if the establishment of phasic expression promotes differentiation of pluripotent cells. This question was complicated by the large number of genes that become phasic. However, one of these genes, Cyclin E1, is well-known to be phasic in somatic cells, constitutive in ESCs, and to promote progression through the G1/S restriction point. Moreover, Cyclin E1 became phasically expressed between E7.5 and E9.5 (Fig. 1L, Supplementary Fig. 2A). Therefore, we hypothesized that Cyclin E could be an important link between the G1/S restriction point, phasic gene expression, and cellular differentiation.

N-terminal truncation of Cyclin E confers resistance to its phasic inhibition by p21/p27 in some human tumors^44^. Targeting this domain in ESCs to generate a mutant that constitutively bypassed the G1/S restriction point led not only to the intended N-terminal truncation mutant, but also an unintended segment duplication (Ccne1^SD^, Fig. 7A). Unexpectedly, the truncation appeared to destabilize Cyclin E. In contrast, the segment duplication retained wt levels of the protein (Fig. 7A). The segment duplication disrupted exon1 and resulted in a translational start site 18 amino acids downstream of the original start site (Supplementary Fig. 9A). We analyzed the phasic activity of these mutants by evaluating Rb phosphorylation (pRb) across the cell cycle during neural directed differentiation. Both wild-type and mutant cell lines showed constitutive Rb phosphorylation in ESCs. However, while wt and the truncated mutant cell lines showed a gain in phasic Rb phosphorylation during ESC differentiation (Supplementary Fig. 9B), the segment duplicated mutant line retained constitutive Rb phosphorylation even after 7 days in neural differentiation conditions (Fig. 7B). Furthermore, while Cyclin E1 protein levels in G1 became varied in wt cells, they remained consistent in the Ccne1^SD^ cells after 4 days neural differentiation (Supplementary Fig. 9C).

**Fig. 7:**
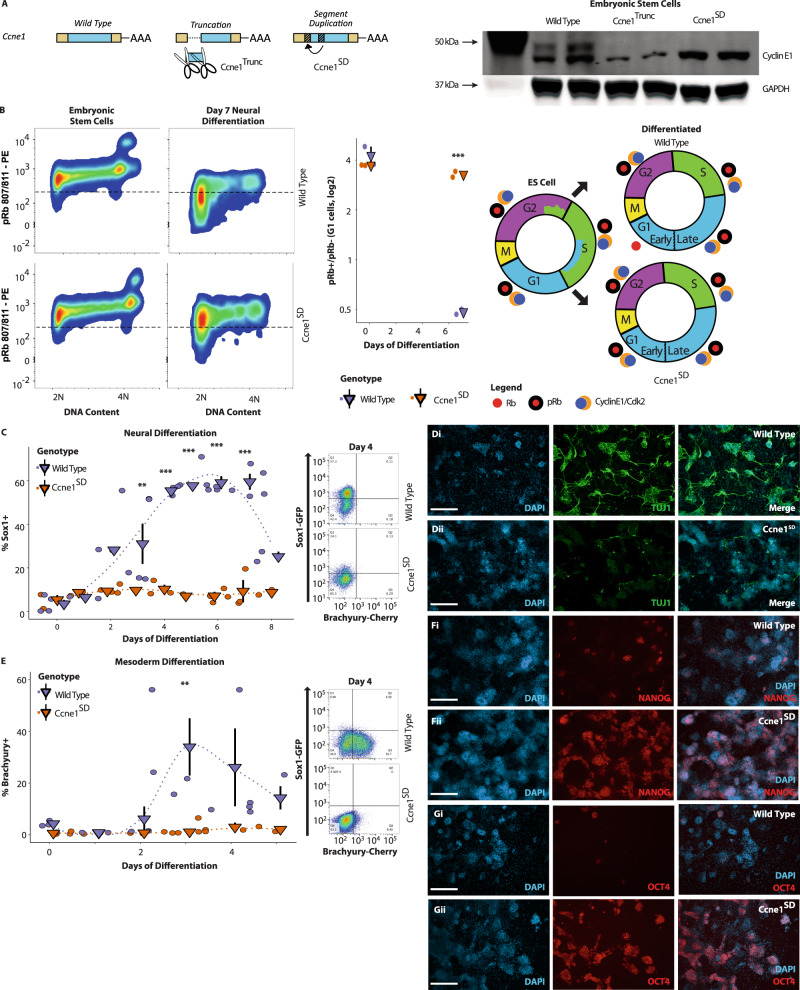
Differentiation is impaired by *Ccne1* mutation promoting a constitutive cell cycle. **A** Targeting *Ccne1* with homology directed repair gave rise to N-terminal truncation and segment duplication (SD) mutants. Cyclin E1 western blot of control, Ccne1^Trunc^ and Ccne1^SD^ mutant ES cell lines. The upper band seen in wt and absent in both mutants is of unknown origin. **B** Rb remains constitutively phosphorylated at site 807/811 of Ccne1^SD^ mutants during assay of neural differentiation. (left, middle panels) The fraction of pRb 807/811+ cells is higher in Ccne1^SD^ than controls after 7 days differentiation (two-way ANOVA, *P* = 0.0031, Sidak’s multiple comparison test ***P = 0.0005 (day 7), *n* = 2 biologically independent samples across two independent experiments). (right panel) Schematic of data from “B” illustrating the presence of pRb throughout G1 in neural differentiation assay of Ccne1^SD^ mutants. **C** Neural differentiation of Ccne1^SD^ mutants is impaired (**P < 0.01, ***P < 0.001, Sidak’s multiple comparison test, two-way ANOVA, *P* < 0.0001). **D** Consistent with deficient neural differentiation, Ccne1^SD^ mutants rarely generate βIII-tubulin+ neurons (scale bar = 200 μm). **E** Mesodermal differentiation of Ccne1^SD^ mutants is impaired (**P = 0.0037, Sidak’s multiple comparison test, two-way ANOVA, *P* = 0.0011). **F**, **G** Rather than neural expression, the expression of pluripotency markers NANOG (**F**) and OCT4 (**G**) persist during neuronal culture of Ccne1^SD^ mutants (scale bar = 200 μm). The Source Data for (**B**, **C**, **E**) are provided in “Source Data.xlsx”.

The different mutants were made in a Sox1-GFP, Brachyury-RFP dual reporter ESC background allowing real-time visualization of each marker throughout a differentiation time course^45^. Neural directed differentiation of wt ESCs and the truncated mutant (Cnce1^Trunc^) cells showed a progressive increase in Sox1 reporter expression, peaking after 6 days of differentiation with ~60% of the cells being Sox1-GFP+ (Supplementary Fig. 9D, E). In contrast, Ccne1^SD^ mutant cells failed to upregulate Sox1 at any point throughout the time course (Fig. 7C, Supplementary Fig. 9D). Similarly, staining for Tuj1 at day 10 of differentiation showed a large number of Tuj1 positive wt cells, but very few Tuj1+ Ccne1^SD^ mutant cells (Fig. 7D). Neural differentiation of Ccne1^SD^ mutants was rescued by CDK2 inhibition, ruling out a secondary mutation underlying the differentiation defect (Supplementary Fig. 9F). Furthermore, these differences could not be explained by apoptosis as Ccne1^SD^ mutant cells showed reduced staining for the apoptotic marker Annexin V (Supplementary Fig. 9G). ESC proliferation of Ccne1^SD^ mutant cells was unchanged (Supplementary Fig. 9H). In contrast, the number of Ccne1^SD^ mutant cells and the percent of cells in S phase was higher following 7 days in neural differentiation conditions, consistent with bypass of the G1/S restriction point and increased proliferation (Supplementary Fig. 9I, J). To validate with an alternative system, we developed a doxycycline inducible CRISPR activation (idCas9-VPR) cell line that is expected to result in constitutive expression (Supplementary Fig. 9K). Introduction of a guide RNA to the *Ccne1* promoter resulted in a 25% increase in Ccne1 mRNA levels even in the absence of doxycycline and 50% increase with the addition of doxycycline (Supplementary Fig. 9L). When the idCas9-VPR cells were placed under neural differentiation culture conditions, there was a negative correlation between the increase in Ccne1 and percent Sox1-GFP+ cells after 7 days, again consistent with non-phasic Cyclin E inhibiting ESC differentiation (Supplementary Fig. 9M).

Next, to evaluate whether constitutive Cyclin E specifically blocked neural differentiation, we tested mesodermal differentiation of the mutants. While wt and Cnce1^Trunc^ cells showed a maximal fraction of Brachyury reporter positive cells at day 3 of differentiation, Ccne1^SD^ cells failed to induce reporter expression at any timepoint (Fig. 7E, Supplementary Fig. 9N, O). To determine if the failure to turn on these markers was secondary to a general block in differentiation or a skewing to alternative lineages, we stained for the ESC markers NANOG and OCT4 after directed neural differentiation for 10 days and found their expression was mutually exclusive with neural and neuronal markers (Supplementary Fig. 9O, P). Strikingly, while wt cells showed an almost complete downregulation of these markers, the Ccne1^SD^ cells retained robust levels of both pluripotency proteins (Fig. 7F, G). 

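Cells carrying Ccne1SD and wt cells were profiled by 3′ sequencing after mesodermal differentiation, in 2 libraries per phase and genotype of raw counts. The totals were 2808741 and 4895098 in wt G1, 4164335 and 4352746 in wt G2/M, 2571307 and 4764440 in Ccne1SD G1, and 2157204 and 2883797 in Ccne1SD G2/M. The authors compared phases within each genotype with DESeq2. Here edgeR did so, and a joint fit tested the genotypes against each other and the interaction of phase with genotype.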

To assess how Ccne1^SD^ impacted differentiation we compared acquisition of phasic expression between mutants and controls. 

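Between genotypes in mesodermal conditions, averaged over phases, Myl9 (ENSMUSG00000067818, chromosome 2: 156775420 to 156781658) was higher in wt than in Ccne1SD cells by a log2 fold change of 5.81 (standard error 1.36, adjusted p = 0.0340), with 38 to 428 counts in wt and 0 to 6 in Ccne1SD libraries. Tpm1 (ENSMUSG00000032366, chromosome 9: 67022590 to 67049406) was higher in wt by 2.04 (standard error 0.33, adjusted p = 0.000437). It had 9.21 ± 0.34 log2 CPM in G1 and 9.45 ± 0.11 in G2/M of wt cells, and 7.33 ± 0.40 and 6.94 ± 0.41 of Ccne1SD cells (SD, n = 2). Over 4 alternatives the change of Myl9 ran from 4.21 to 6.01, and it was called in 3 of them. In all, 108 genes differed between genotypes, 22 higher in wt and 86 higher in Ccne1SD.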

Consistent with Ccne1^SD^ impairing differentiation, mesodermal markers were lower in Ccne1^SD^ cells than controls following 4 days in mesodermal differentiation conditions (Supplementary Fig. 10A–C). Furthermore, as expected, fewer genes became phasic in Ccne1^SD^ cells (Supplementary Fig. 10D–I, Supplementary Data 8). 

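In wt mesodermal cells, 3 of 8916 genes were phasic, Cdk1 (ENSMUSG00000019942) at -3.86 (standard error 0.63), Gm8420 (ENSMUSG00000072324) at -2.92 (standard error 0.49) and Nusap1 at -2.71 (standard error 0.47), each with adjusted p = 0.0995, and 1148 genes had an unadjusted p under 0.05. In Ccne1SD cells, 72 of 8052 were phasic (33 higher in G1, 39 higher in G2/M), and 822 had an unadjusted p under 0.05. The genes with the largest changes there had 0 counts in one phase, such as Tdrd1 (ENSMUSG00000025081), at least 24.6-fold higher in G1, and Hist1h1a (ENSMUSG00000049539), at least 30.6-fold higher in G2/M. The interaction called 0 of 9828 genes, with 658 at an unadjusted p under 0.05. DESeq2 moved the counts most, to 606 in wt, 240 in Ccne1SD and 119 for the interaction, and so reversed which genotype has more. In edgeR the order also reversed without the filter on low counts (73 against 1) and with the block (38 against 7), and fitting both genotypes together gave 5 and 5. It was kept at an adjusted p under 0.05 and at equal library totals (3 in wt against 121 in Ccne1SD), so the order depends on the setting of edgeR. From the smaller number in Ccne1SD cells, the paper takes it that the mutation impairs the gain of phasic expression.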

Together, these data show that the transition from constitutive to phasic Cyclin E promotes phasic gene expression and ESC differentiation.

## Discussion

Our findings support a model where G1/S restriction point establishment during early embryonic development and ESC differentiation results in the onset of phasic expression of many genes and promotes differentiation. The repression of G1/S restriction point components, including the CDK inhibitors, is at least in part driven by microRNAs from the miR-302 and miR-290 clusters, which share a common seed and are highly enriched in ESCs^46^. During differentiation, expression of miR-302 rises as miR-290 falls, before miR-302 itself is shut-off between E7.5 and E9.5. In *mir-302* knockouts, precocious phasic expression is gained at E7.5 preceding premature neuronal differentiation, defective neural tube closure and embryonic lethality^22^. Derepression of p21 and p27, by deletion of the miR-302 target sites in their 3′UTR, similarly results in premature differentiation, with the peak fraction and the decrease of the Sox1+ cells occurring approximately one day earlier than normal. In addition to miR-302a-d, the miR-302 cluster contains miR-367, which is predicted to target p57. Therefore, the miR-302 cluster is likely to temporarily inhibit all three CDKis in early mouse development thereby suppressing the restriction point, phasic expression, and premature differentiation. Deletion of p27 alone causes differentiation defects in the thymus^47^, pituitary^47^, and adrenal glands^47^ as well as the ovaries^47^, testes^47^, spleen^47^, retina^47^, cochlea^48,49^, neurons^50^, and beta-cells^51^. Moreover, p27 is partially redundant with p21 and p57, and while a triple CDKi knockout has not been made, the loss of both p21 and p27 alleles, and p57 allele results in embryonic lethality around E13.5 secondary to a combination of placental defects and various embryonically skeletal and gastrointestinal abnormalities associated with increased apoptosis and abnormal differentiation^52–54^. Hence either the absence or premature induction of CDKis disrupts development. How defects in the G1/S restriction point cause developmental timing abnormalities remains only partially understood.

The G1/S restriction point links phasic expression and differentiation but the extent to which these effects occur in series or in parallel remains unknown. More granularly, whether and how the phasic nature of each gene is integral to the differentiation of the cell types in which they become phasic at E9.5 is unclear. We demonstrate that the phasic nature of at least one of the genes that transitions from constitutive to phasic expression through the cell cycle, Cyclin E, is essential for ESC differentiation. Cyclin E itself regulates the G1/S transition by associating with CDK2 and phosphorylating targets to promote G1 to S transit including Rb. Therefore, the establishment of a G1/S restriction point through the derepression of the CDK inhibitors appears to initiate a temporal window where CDK2 is inactive that is required for differentiation. How cell cycle regulated changes in the abundance of other phasic genes across the cell cycle contribute to development is an exciting future direction.

Understanding how phasic expression and differentiation cues interact will provide fundamental insights into the molecular mechanisms underlying cell fate transitions. Recent studies provide insights into such mechanisms. In particular, Cyclin D1-3 modulates the response of TGF-beta signaling in human ESCs resulting in distinct cell fate choice depending on the timing of signal within the cell cycle^15^. Also, the fusion of trophoblast cells into a syncytium is regulated by the interaction of the phasic gene p21 with the tissue specific TF *Gcm1* restricting *Syncytin-2* transcription to G0/G1 phase of the cell cycle^55^. We expect that many other examples of direct links between cycle machinery and tissue specific differentiation programs are yet to be discovered.

## Methods

### Cell culture

Mouse ESCs were grown in 15% FBS (Corning) and LIF. Most ESC experiments were performed in Sox1-GFP, Brachyury-RFP dual reporter cells (a kind gift from the Suter lab)^45^. The exceptions were *mir-302*−/− experiments, where mutants from ref. ^22^ were used along with their V6.5 parental controls. 3T3 cells were grown in 10% FBS (Corning).

### Mouse husbandry

All mice were maintained in accordance with the UCSF animal husbandry guidelines. In brief, mice were maintained on a 12 h light/dark cycle, and housed in standard temperature and humidity controlled rooms. Mice were bred as trios and housed 5 per cage otherwise. All experiments were reviewed and approved by the UCSF Animal Care and Use Committee. The *mir-302*−/− and *p27*−/− embryos were genotyped as their respective founders were^22,56^. All mice were maintained by mating to C57Bl/6J females (Jackson Laboratory). Embryos were staged and pooled according to morphology:^57^ primitive-streak stage embryos reported as E6.5 days post coitum (d.p.c.), head-fold stage embryos were reported as E7.5, embryos with 1–15 somites reported as E8.5 and embryos with 20-35 somites reported as E9.5. To compare phasic expression between individual mutant and control embryos (GFP+ mir-302−/− at E8.5 and p27−/− at E9.5), cohorts were matched within 2 somites.

### Embryo dissociation

Embryos were dissociated at 37 °C in HBSS containing 1% trypsin and 10 μM EDTA following removal of extra-embryonic tissue. Dissociation lengths were stage-matched: E6.5 for 5 min, E7.5 for 7 min, E8.5 for 10 min, and E9.5 for 15 min. In each case, gentle agitation with a 1 ml pipette was used to aid dissociation. Dissociated cells were resuspended in HBSS + 2% FBS and filtered through 0.45um cell strainers (Fisher Scientific). Every sample reported in this study is independent in that it is derived from distinct embryos and never measured repeatedly.

### DNA-content analysis

For whole embryo DNA-content profiles (Fig. 1), embryos dissociated to single cells were strained through a 40 μm cell strainer, resuspended in 500 μl of PBS and fixed in 5 ml of 70% ethanol for 2 h on ice. The cells were intermittently vortexed to prevent aggregation. These fixed cells were rinsed twice in PBS, and DNA stained with FxCycle (Propidium Iodide/RNase, ThermoFisher, F10347). DNA-content profiles were captured on an LSRII. For all RNA-seq experiments, live cells were dissociated as described, and stained for DNA content by incubation with 10 ng/ml Hoechst 33342 (ThermoFisher) in HBSS + 2% FBS for 40 min at 37 °C prior to sorting.

### Flow cytometry and FAC-sorting

All sorting was performed on a FACS Aria2 using FACSDiva v8.0.1. Cells were sorted for DNA-content using Hoechst 33342 as illustrated in Supplementary Fig. 2A–C. Analysis of flow data was performed using FloJo v10.8.1.

### Bulk RNA-seq

Sorted populations were resuspended in Trizol LS (ThermoFisher) and RNA isolated according to the manufacturer’s instructions. 3′ end capture libraries were prepared using Quant-seq (Lexogen) and full-length libraries using Kapa RNA Hyper-prep kits (Kapa Biosystems), per manufacturer’s instructions. Single-end 50 bp sequencing of these libraries was then performed on a HiSeq4000.

### miRNA-seq

miRNA libraries were prepared as described in ref. ^58^. In brief, miRNAs were purified from total RNA using the miRNeasy kit (Qiagen). miRNAs were then ligated to 3′ adaptors with NNNN at each 5’ end to reduce ligation bias and a unique barcode for each sample. Each 3′ ligated sample was then size-selected for miRNAs and pooled. The pool was ligated to a common 5′ adapter, reverse-transcribed, amplified for 14 cycles and single-end sequenced on a Hi-seq4000.

### Immunohistochemistry

Embryos were fixed in 4% PFA, mounted in 30% sucrose, and 10 μm sections were stained using a Chicken anti-GFP primary antibody (1:200, Aves Labs, GFP-1010) and 488-Donkey anti-Chicken secondary antibody (1:400, Jackson, 703-546-155).

### p27 reporter

A 216 bp region of the p27 3′ UTR encompassing the miR-302 target site was cloned into the pBUTR plasmid to report the regulation of p27 by miR-302^59^. In brief, the region of interest was amplified using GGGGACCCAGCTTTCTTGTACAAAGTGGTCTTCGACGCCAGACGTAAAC and GGGGACAACTTTGTATAGAAAA GTTGGGTGTCCAATGCTTTTAGAGGCAGA using cDNA from whole mouse embryos as a template. This amplicon was then gateway recombineered into the pBUTR plasmid^59^. The reporter was then co-transfected with pCMV-piggybac into wild-type V6.5 and *Dgcr8−/*− ESCs^60^. Cells with integrated reporter were FAC-sorted by GFP. 25 μM of miR-302b-3p and seed mutant mimics (Dharmacon) were transfected into the ES lines using Dharmafect1 (Dharmacon) to assess their impact on translation of the p27 reporter.

### Single-cell transcriptome capture

Single-cell transcriptomes of all E9.5 embryos were captured using Drop-seq^61^, with a few revisions to the published protocol: (1) we added 0.5 M NaCl to the lysis buffer to enhance RNA binding, (2) used beads manufactured by Biosearch (custom), (3) used a flow-rate of 3 ml/h for both the cell suspension and beads as well as a flow-rate of 11 ml/h for the oil, (4) a custom fabricated PDMS device that generates droplets 120um in diameter, and (5) used 6000 beads per PCR reaction. 100,000 cells were inputted from each phase of each of the two E9.5 samples. Viability of all input populations exceeded 90%. Cells were resuspended at 100,000 cells per ml, with beads at 120,000 beads per ml to target 5% cell capture. All beads were RT-PCRed and paired-end sequenced (21 × 75 bp) on a HiSeq4000. The E7.5 *mir-302−/*− and control embryos were captured using Chromium V2 (10X Genomics) per manufacturer’s instructions, and paired-end sequenced (25 × 75 bp) on a HiSeq4000.

### Drop-seq device fabrication

Photoresist masters were created by spinning on a layer of photoresist SU-8 (Microchem) onto a 3 inch silicon wafer (University Wafer), then baked at 95 °C for 20 min. The photoresist masters were then subjected to 3 min ultraviolet exposure over photolithography Drop-seq masks (CAD/Art Services) printed at 12,000 DPI. After ultraviolet exposure, the wafers were baked at 95 °C for 10 min and then developed in fresh propylene glycol monomethyl ether acetate (Sigma Aldrich) before being rinsed with fresh propylene glycol monomethyl ether acetate and baked at 95 °C for 5 min to remove solvent. The microfluidic devices were fabricated by curing poly(dimethylsiloxane) (10:1 polymer-to-cross-linker ratio) over the photoresist master. The devices were cured in an 80 °C oven for 1 h, extracted with a scalpel, and inlet ports added using a 0.75 mm biopsy core (World Precision Instruments, cat# 504529). The devices were bonded to a glass slide using O_2_ plasma treatment and channels that were treated with Aquapel (PPG Industries) to render them hydrophobic. Finally, the devices were baked at 65 °C for 20 min to dry the Aquapel before they were used.

### Phasic expression analysis of Bulk RNA-seq

Genes that did not exceed 5 CPM across one set of replicates (i.e., 2 E7.5 G1 samples) were not included in the analysis. Quality control of samples was performed using Uniform Manifold Approximation and Projection (UMAP) on global expression. All 3T3 and ESC samples were included. Embryonic samples that did not cluster with replicates in UMAP plots were excluded from the analysis, and the dataset rebalanced to compare 2 replicates at each stage (Supplementary Fig. 2D). Inspection of the expression profiles suggests that the failure of one sample to cluster with replicates was likely due to contaminating yolk sac. The remaining samples did not show evidence of significant extra-embryonic contamination (Supplementary Fig. 2E). The filtered dataset was then normalized using the trimmed mean of m-values method^62^. Differential expression was evaluated with a Wald Chi-squared test with a Benjamini-Hochberg correction in DESeq2 v1.22.2 in R v3.5.1 on genes with average expression greater than 5 CPM^63^. Significant differential expression was assessed at adjusted *P* values < 0.1. To evaluate the relative contribution of differential stability and transcription across the cell cycle to phasic gene expression we used limma v3.40.6 in R v3.6.0^64,65^. Phasic expression was evaluated by comparing exonic abundance between G1 and G2/M using the Empirical Bayes method^64,65^. Phasic transcription was evaluated in the same manner as expression, except using intronic data as the input. Finally, differential stability was evaluated as described by ref. ^19^ as the difference between phasic expression and phasic transcription. GSEA analysis was run using enrichR v2.1 in R v3.5.1^66^. Mouse orthologs of human Cyclebase genes were obtained using bioMart v2.50.3^18,67^.

### miRNA expression analysis

Reads were trimmed and demultiplexed using Cutadapt v1.18^68^. mIRNA sequences were aligned to mature mouse miRNAs in miRBase v21 using STAR v2.7.1a with default settings^69^. Only uniquely aligned reads were retained. Aligned reads of 20–24 bp were counted and normalized to counts per million before differential expression was assessed using a moderated t-statistic in limma v3.38.3^64^ in R v3.5.1. Here the Benjamini-Hochberg method was used to calibrate the false-discovery rate associated with the test number. For visualization, miRNAs were grouped into families based on their annotation in Targetscan.

### Single-cell transcriptome analysis

Reads from Drop-seq libraries were processed into a cell by gene count matrix using the Drop-seq v1.12 pipeline^61^ with the following adjustments. The number of contiguous A’s in the polyA trimmer was increased to 12. Reads were aligned to mm10 and Ensembl GRCm38 transcripts using STAR v2.7.1a^69^, and multi-mappers discarded during alignment. Only cells exceeding a threshold of 5000 unique molecules and below a threshold of 5% mitochondrial reads were analyzed. To ensure “spread of signal” was not confounding our analysis, we looked for presence of the same cell barcode associated with multiple indices and found only eight effected cells^70^.

#### Lineage assignment

Cells captured by Drop-seq were parsed into lineages using the default settings of Seurat2^26^ with the following adjustments: (1) cells with fewer than 5000 UMI were filtered from the matrix, (2) the minimum number of genes per cell was increased to 2250 and up to 10,000 were accepted, and (3) the top 15 principal components to identify clusters. The two replicates of E9.5 data were aligned using canonical correlation analysis^71^. The p27−/− data was aligned to the E9.5 reference by mutual nearest neighbors^27,28^. The E7.5 cells captured by Chromium (10X Genomics) were parsed into lineages using default settings of the Cell Ranger v3.0.2 pipeline and visualized by LOUPE v3.0.1^72^. E7.5 embryonic cells with fewer than 5000 UMI were also filtered, and contaminating blood cells were also removed.

#### Pseudobulk

Pseudobulk analysis was used normalize for the high drop-out rate and variable signal associated when analyzing single genes in single cells. Given that the transcript capture efficiency in Drop-seq is estimated to be ~10%^7^, we summed the UMIs for each gene from 10 cells of the same cell cycle phase and lineage. For the permutation analysis, we randomized the cohorts of 10 cells comprising each cell of pseudobulk. To assess whether the interaction between cell cycle phases was specific to particular lineages we used randomized pseudobulk. For this empirical negative control, we scrambled the lineage to which each cell was assigned such that each cell of pseudobulk was from the same cell cycle phase but from mixed lineages. To avoid discrepancies associated with differences in statistical power, we maintained the same number of pseudobulk cells in both the actual and scrambled pseudobulk.

### Phasic expression analysis of single-cell RNA-seq

#### Expression correlation of phasic genes in unsorted populations

A Pearson correlation in the expression of classic cell cycle regulated genes was used to evaluate the degree of their co-expression. Cells from a mouse atlas spanning the pluripotent epiblast to early organogenesis were separated by stage and lineage germ layer using the author’s annotation^25^. Then expression correlation was evaluated in 50 cell cohorts drawn at random without replacement from each stage, within each germ layer. Cell cycle regulated genes were taken from ref. ^9^ focusing on the G1/S (*Ccne1*, *Cdc6*, *Cdc25a*, *Chaf1b*, *E2f1*, *Mcm5*, *Mcm6*, *Pcna* and *Slbp*) and G2/M (*Aurka*, *Birc5*, *Ccna2*, *Ccnb1*, *Ccnf*, *Cdc20*, *Cdk1*, *Cenpa*, *Cenpe*, *Cenpf*, *Cks2*, *Plk1, Racgap1*, *Top2a*, and *Ube2c*) transitions.

#### Between cells classified into phases by FACS

As during lineage assignment, we required a minimum of 5000 UMI per cell for inclusion in the analysis. Further, we required that cells express at least 40% of the genes expressed in the cell with the most detected genes for inclusion in the analysis. At the gene-level, we filtered the matrix of genes that were expressed in <20% of all cells. To call differential expression between phases, we adapted an implementation of the Hurdle model within Model-based Analysis of Single-cell Transcriptomics (MAST) v1.8.2 in R v3.5.1^10,73^. It achieves enhanced sensitivity by considering both the frequency with which a gene is expressed in the population and the expression values within cells where it is expressed^10^. To identify phasic expression in all cells or in subsetted lineages, we used MAST to fit the Hurdle model for each gene in the dataset^73^. The Hurdle model combines two tests. The first is a discrete measure to compare the fraction of cells in each cohort where each gene was detected, while the second is a continuous measure that compares the abundance of each gene amongst cells in the cohort where expression is detectable. To globally assess differential expression between phases, we applied the model using cell cycle phase as a biological covariate and the number of expressed genes as a technical covariate to approximate RNA capture efficiency^10^. To account for the technical variable of transcript capture efficiency per cell, we included the fraction of genes expressed per cell relative to the cell with the most detected genes and tested the significance of cell cycle phases as a parameter.

$$\sim cell\_cycle\_phase\,+\,fraction\_of\_detected\_genes$$

Further, we required an absolute fold-change of greater than 1.1 on the log2 transformed data. Given the low capture efficiency of single-cell RNA-seq, we combined the read counts of ten cells producing “pseudobulk” samples for each phase in order to increase sensitivity for calling differential expression between phases. Since no combination of ten cells recapitulates the actual composition of an individual cell, we generated and analyzed one hundred permutations of the pseudobulk, then took the median false-discovery rate (FDR). Applying a model considering only cell cycle phase and capture efficiency, detected 355 and 1724 genes that were differentially expressed between G1 and G2/M in each of the two samples. The smaller number in the first sample was expected given its smaller sampling size. 246 genes were genes differentially expressed between G1 and G2/M in both datasets; this extensive overlap between the two independent collections (hypergeometric *P* = 6.71e−121, FDR < 0.05), supports reproducibility of the approach.

Similar to bulk analyses, a majority of genes, such as *Hprt*, were not differentially expressed. A total of 1833 phasic genes were uncovered between the two samples including canonical periodic genes such as the G1 cyclin *Ccne2* and the kinetochore protein *Cenpf* (Supplementary Fig. 5G–I). Importantly, the genes identified by this single-cell pseudobulk approach and the regular RNA bulk-seq significantly overlapped (*P* = 9.18e−16, hypergeometric test). Overall gene ontology analysis of the differentially expressed genes showed a strong enrichment for “Cell Cycle” Reactome Pathway (adjusted *P* = 7.66e−45, Supplementary Fig. 5J). Furthermore, the phasic genes were most enriched as a target set of “Encode Transcription Factors (TF)” E2F4 and FOXM1 that are established cell cycle regulons (adjusted *P* = 2.95e−69 and 3.53e−46)^74,75^. These analyses confirmed the value of the single-cell sequencing data in calling phasically expressed genes.

To compare phasic expression between mutants and control embryos, we parsed the embryos into lineages based on their cluster assignment, randomly sampled an equal number of cells from each phase of the control and mutant embryos, and then applied MAST to identify differential expression as described above^73^. Phasic expression of each gene was evaluated as the median *P* value, adjusted for multiple tests using the Benjamini-Hochberg method, from 100 permutations of this comparison. GSEA of the genes that were either precocious or delayed in their periodic expression was performed with the R implementation of enrichR^66^.

### Lineage-specific periodic expression

To identify differential expression that differed between lineages, we utilized the lineages assigned from Seurat2^71^ and extended the linear Hurdle model to include both phase and lineage. To ask if phasic expression was significantly different in any lineage than in a reference lineage, we added a lineage covariate to the linear model and assessed whether significant interactions between lineage and cell cycle phase occurred.

$$\sim cell\_cycle\_phase\,+\,lineage\,+\,cell\_cycle\_phase:lineage\,+\,fraction\_of\_detected\_genes$$

To determine whether the variance inherent in capturing cellular transcriptomes would stochastically create false interactions between periodic expression and lineages, we reran the analysis with scrambled lineage identities. Rather than aggregating 10 cells from the same lineage, we aggregated 10 cells from the same cell cycle phase but mixed lineages. We reasoned that if the observed differential periodic expression was partially or entirely due to noise it would also be found in this lineage-permuted data; however if it was biologically driven, it would be more prevalent when pseudobulk with matched lineages was analyzed. Differential periodic expression related to lineages was detected exclusively on matched-lineage pseudobulk.

### Evaluation of differentiation status in single cells

We aligned the transcriptomes of cells to a reference atlas (E6.5-E8.5) encompassing the E7.5 *mir-302*-/- embryos in developmental time and used pseudotime values as a metric for the maturity of individual cells^25,76^. Since current methods of ordering cells in pseudotime are unreliable for datasets containing many lineage branch points, we first subsetted the atlas by germ layer. Then, for each germ layer, we used the Seurat3 implementation of mutual nearest neighbors to align the *mir-302*± and *mir-302*−/− transcriptomes to the E6.5-E8.5 atlas^27,77^. A distribution of markers recapitulating known differentiation events for each germ layer was confirmed by visual inspection of UMAP plots. The aligned UMAP coordinates were then imported into Monocle3 and pseudotime was evaluated using automated root calls^76^.

### Assay of transposase accessible chromatin in E9.5 embryos

Three E9.5 embryos were phase-sorted by DNA content and 50,000 viable cells were collected from G1 and G2/M to assay transposase accessible chromatin (ATAC-seq). ATAC-seq libraries were prepared by standard methods^78^. Each cohort of cells was tagmented for 30 min and amplified for a total of 9 PCR cycles. Bioanalyzer traces were run to ensure nucleosome peaks were evident in each sample prior to single-end 50 bp sequencing on the HiSeq4000.

### Analysis of chromatin accessibility

Quality control of the samples was performed with ChIPseeker v1.32^79^. To identify peaks of differential chromatin accessibility, the libraries were processed with the following workflow. TN5 sequences were trimmed using cutadapt^68^, and these sequences aligned to GRCm38 using bowtie2 with the following parameters:–local–very-sensitive-local–no-unal–no-mixed–no-discordant–phred33-I 10-X 2000^80^. Mitochondrial reads were then removed using Samtools v1.9^81^, and duplicates removed using Picard Tools v2.20.2 (Broad Institute). Peaks were then called on paired reads with an adjusted *P* value threshold of *q* < 0.1 using Macs2^82^. Peaks were then intersected using Bedtools v2.27.1^83^, and peaks with differential accessibility called using a log2 fold-change threshold of >0.5 and FDR < 0.1 (Benjamini-Hochberg method) using limma v3.38.3^64^. Finally, peaks were annotated using Homer v4.9.1^84^.

### Regulon inference

Regulons were inferred using the SCENIC v 1.1.2-2 package^37,38^. SCENIC was run using default parameters with the exception that GENIE3 v1.4.0 was used to build the co-expression network using only genes that were differentially expressed between G1 and G2/M by MAST (FDR < 0.1).

### Cell line mutation

#### mir-302 target site deletion in Cdkn1b (p27) and Cdkn1a (p21)

Two single guide RNAs (sgRNAs) encompassing the miR-302 target site in the 3′ UTR of *Cdkn1a* and *Cdkn1b* were designed using the Broad Institute’s sgRNA designer. A pair of sgRNAs upstream and downstream of each target site were cloned into the px458 plasmid with either a GFP or BFP reporter to enable sorting of co-transfected cells. To target the 3′ UTR of *Cdkn1b*, we used the guide sequences: ATATCGCTGACTCCATTGAA, CCAATGCTTTTAGAGGCAGA, CATCACTGCTTTATGAAGCA, and GCTACATCCAATGCTTTTAG. To target the 3′ UTR of *Cdkn1a*, we used AGCACTTTGGAAAAATGAGT, CAAAGTGCTATTCAGGTCTG, CAGGTCTGAGGATCACCCCC, and CTCAGACCTGAATAGCACTT. A pair of px458 plasmids targeting up- and downstream of each miR-302 target site was co-transfected into SBR ESCs using Fugene6 (Promega)^45^. 72 h after transfection, cells positive for both GFP and BFP were FAC-sorted, plated at clonal density and genotyped.

#### Cyclin E1 mutation

To truncate *Ccne1*, we used CRISPR-Cas9-enhanced homology directed repair (HDR)^85^. To generate the repair template, we amplified targeting arms using primers 5′ (caggagcagccggctcgacagccagc [F], catggctcaggacttgggct [R]) and 3’ (gaagaaattgccaagattgacaagactg [F], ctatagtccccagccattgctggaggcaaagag [R]) to the intended truncation, and then then fused these arms into an HDR template by nested PCR with the terminal primers. sgRNAs targeting the termini of the intended truncation were then cloned into either px458-BFP or px458-GFP to enable sorting of co-transfected cells (CAAGTCCTGAGCCATGCCAA, TCTTGGCAATTTCTTCATCT)^86^. The two px458 Cas9 plasmids were then co-electroporated (Amaxa nucleofector) with the targeting construct into SBR cells^45^. GFP/BFP double-positive cells were then FAC-sorted, plated at clonal density and genotyped.

### Quantitative RT-PCR

cDNA was prepared using the Maxima RT kit (ThermoFisher), relative transcript abundance evaluated using PerfeCTa SYBR green FastMix Rox (QuantaBio). The primer pairs used to amplify each transcript were taken from PrimerBank^87^: Gapdh (AGGTCGGTGTGAACGGATTTG, GGGGTCGTTGATGGCAACA), Rpl7 (CTGCTGGGCCAAAAACTCTCA, CCTTCAACTCTGCGAAATTCCTT), Cdkn1a (CCTGGTGATGTCCGACCTG, CCATGAGCGCATCGCAATC), Cdkn1b (TCAAACGTGAGAGTGTCTAACG, CCGGGCCGAAGAGATTTCTG), Ccne1 (CTCCGACCTTTCAGTCCGC, CACAGTCTTGTCAATCTTGGCA).

### Neural and mesodermal differentiation

Both the neural and mesodermal differentiation were based on the protocol of ref. ^88^. In brief, for neural differentiation 100,000 dissociated ESCs were seeded in each well of a 6-well gelatin-coated plate in N2/B27. Media was replaced daily over the course of the differentiation. For neuronal differentiation, cells 7 days into the neural differentiation assay were dissociated and reseeded onto Fibronectin/poly-D-Lysine and cultured in N2/B27. Plates were coated in 1:100 Fibronectin (Sigma, F1141) and 50% poly-D-Lysine (Gibco, A3890401) diluted in PBS for 1 h at room temperature prior to seeding. 25 μM of CDK2 inhibitor SC 221409 (ab145053, Abcam) was used during neural differentiation.

For mesodermal differentiation 300 000 dissociated ESCs were seeded in each well of a 6-well gelatin-coated plate in N2/B27. Media was replaced daily over the course of the differentiation and 3uM CHIR99021 (Peprotech, 2520691) was added to the culture after 2 days for the duration of the differentiation.

### Immunostaining

#### Western blots

RIPA lysates containing protease inhibitor cocktails (Sigma, P8340) were run on 10% PAGE gels and transferred overnight. 1:1000 of the primary Cyclin E1 antibody (Cell Signaling, #20808), and 1:10,000 of TUBULIN (ThermoFisher, #236-10501) were used for target detection. Protein size was evaluated relative to the Protein Plus Dual Color Ladder (Biorad, 1610374). Please see Supplementary Fig. 11 for the full blot shown in Fig. 7A.

#### Immunocytochemistry

Detection of GFP, OCT4, NANOG and TUJ1 was performed using standard methods. In brief, cells were fixed in 4% PFA overnight at 4 °C, and targets detected using the following primary antibodies: GFP at 1:400 (Aves Labs, Aves-1020), OCT4 at 1:200 (BD Biosciences, 611202), NANOG at 1:200 (Abcam, ab21603), and TUJ1 at 1:1000 (Abcam, ab18207). For fluorescent detection, the following secondary antibodies were used at 1:400: Alexa Fluor 488-Donkey Anti-Chicken IgY (Jackson ImmunoResearch, 703-546-155), Alexa Fluor 594 Goat^Mouse (ThermoFisher, A21125), Alexa Fluor 594 Goat^Rabbit (Invitrogen, A11012) and Alexa Fluor 488 Goat^Rabbit (Invitrogen, A32731TR).

Embryos were fixed in 4% PFA overnight at 4 °C, and targets detected using the following primary antibodies: GFP at 1:400 (Aves Labs, Aves-1020), Cyclin E1 at 1:200 (R&D Systems, AF6810), Cyclin B1 at 1:200 (Cell Systems Technology, 4138). For fluorescent detection, the following secondary antibodies were used at 1:400: Alexa Fluor 488-Donkey Anti-Chicken IgY (Jackson ImmunoResearch, 703-546-155), Alexa Fluor 488 Donkey^Rabbit IgG (ThermoFisher, A21206), and Alexa Fluor 594 Donkey^Sheep IgG (ThermoFisher, A11016). The fraction of cyclin E1+ and cyclin B1+ cells at each embryonic stage was quantified by an experimentally blinded individual. Cells were scored cyclin B1+ when either nuclear or cytoplasmic cyclin B1 was detected, and cyclin E1+ when nuclear cyclin E1 exceeded background.

#### Flow cytometry

To measure pRb over the course of the cell cycle, we simultaneously stained for pRb 807/811 and DNA content. In brief, samples were dissociated to single-cell suspensions, split into samples of 1 million cells and fixed in 4% PFA for 10 min with light agitation at room temperature. Cells were permeabilized for 10 min with methanol at −20 °C. Cells were then rinsed in 10% normal goat serum (NGS) and 2% bovine serum albumin (BSA) in PBS. We stained for pRb 807/811 using a 1:50 dilution of PE-conjugated antibody (Cell Signaling Technologies, D20B12) in +5% NGS, +5% BSA, and 0.2% Triton-X (Tx). Cells were then rinsed, resuspend in 0.5 ml of FxCycle Violet (ThermoFisher, F10347), filtered through a 40 μm filter, and analyzed after 15–30 min of incubation.

To measure Cyclin E1 and Cyclin B1 across the cell cycle, we co-stained for both cyclins as well as DNA content. In brief, samples were dissociated to single-cell suspensions, and 0.5 million cells fixed in 4% PFA for 30 min on ice with light agitation. Cells were then blocked and permeabilized in 5% NGS, 5% BSA and 0.2% Triton-X in PBS (blocking buffer). We stained for Cyclin E1 using a 1:100 dilution of antibody (Cell Signaling Technologies, 20808S) in blocking buffer. Alexa fluor 647 (ThermoFisher, A21245) was used at 1:200 to detect Cyclin E1, and Alexa fluor 488 (Jackson ImmunoResearch, 115-545-205) was used at 1:200 to detect Cyclin B1. Cells were then rinsed, resuspend in 0.5 ml of FxCycle Violet (ThermoFisher, F10347), filtered through a 40um filter, and analyzed after 15–30 min of incubation.

### Additional statistical analysis

ANOVAs and adjusted *t* tests of cellular data were performed using PRISM v9. *T* tests of expression, Kolmogorov–Smirnov tests, Wilcoxon Rank-Sum tests, Pearson and Spearman’s correlations via the asymptotic *t* approximation were performed with R v3.5.1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

All raw sequencing data and processed counts data generated in this study have been deposited in the GEO database under the accession code GSE142215 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142215). There are no restrictions on availability of the data. To analyze these data, we used Mus musculus genome assembly GRCm38 mm10 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/), the comprehensive GRCm38 GENCODE gene annotation (https://www.gencodegenes.org/mouse/release_M2.html), and Cyclebase (https://cyclebase.org/CyclebaseSearch). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: G1/S restriction point coordinates phasic gene expression and cell differentiation
**Source:** Nat Commun. 2022 Jun 27;13:3696. doi: 10.1038/s41467-022-31101-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information for**

G1/S restriction point coordinates phasic gene expression and cell differentiation

DeVeale et. al. 2022

## **Supplementary Figures 1-11**

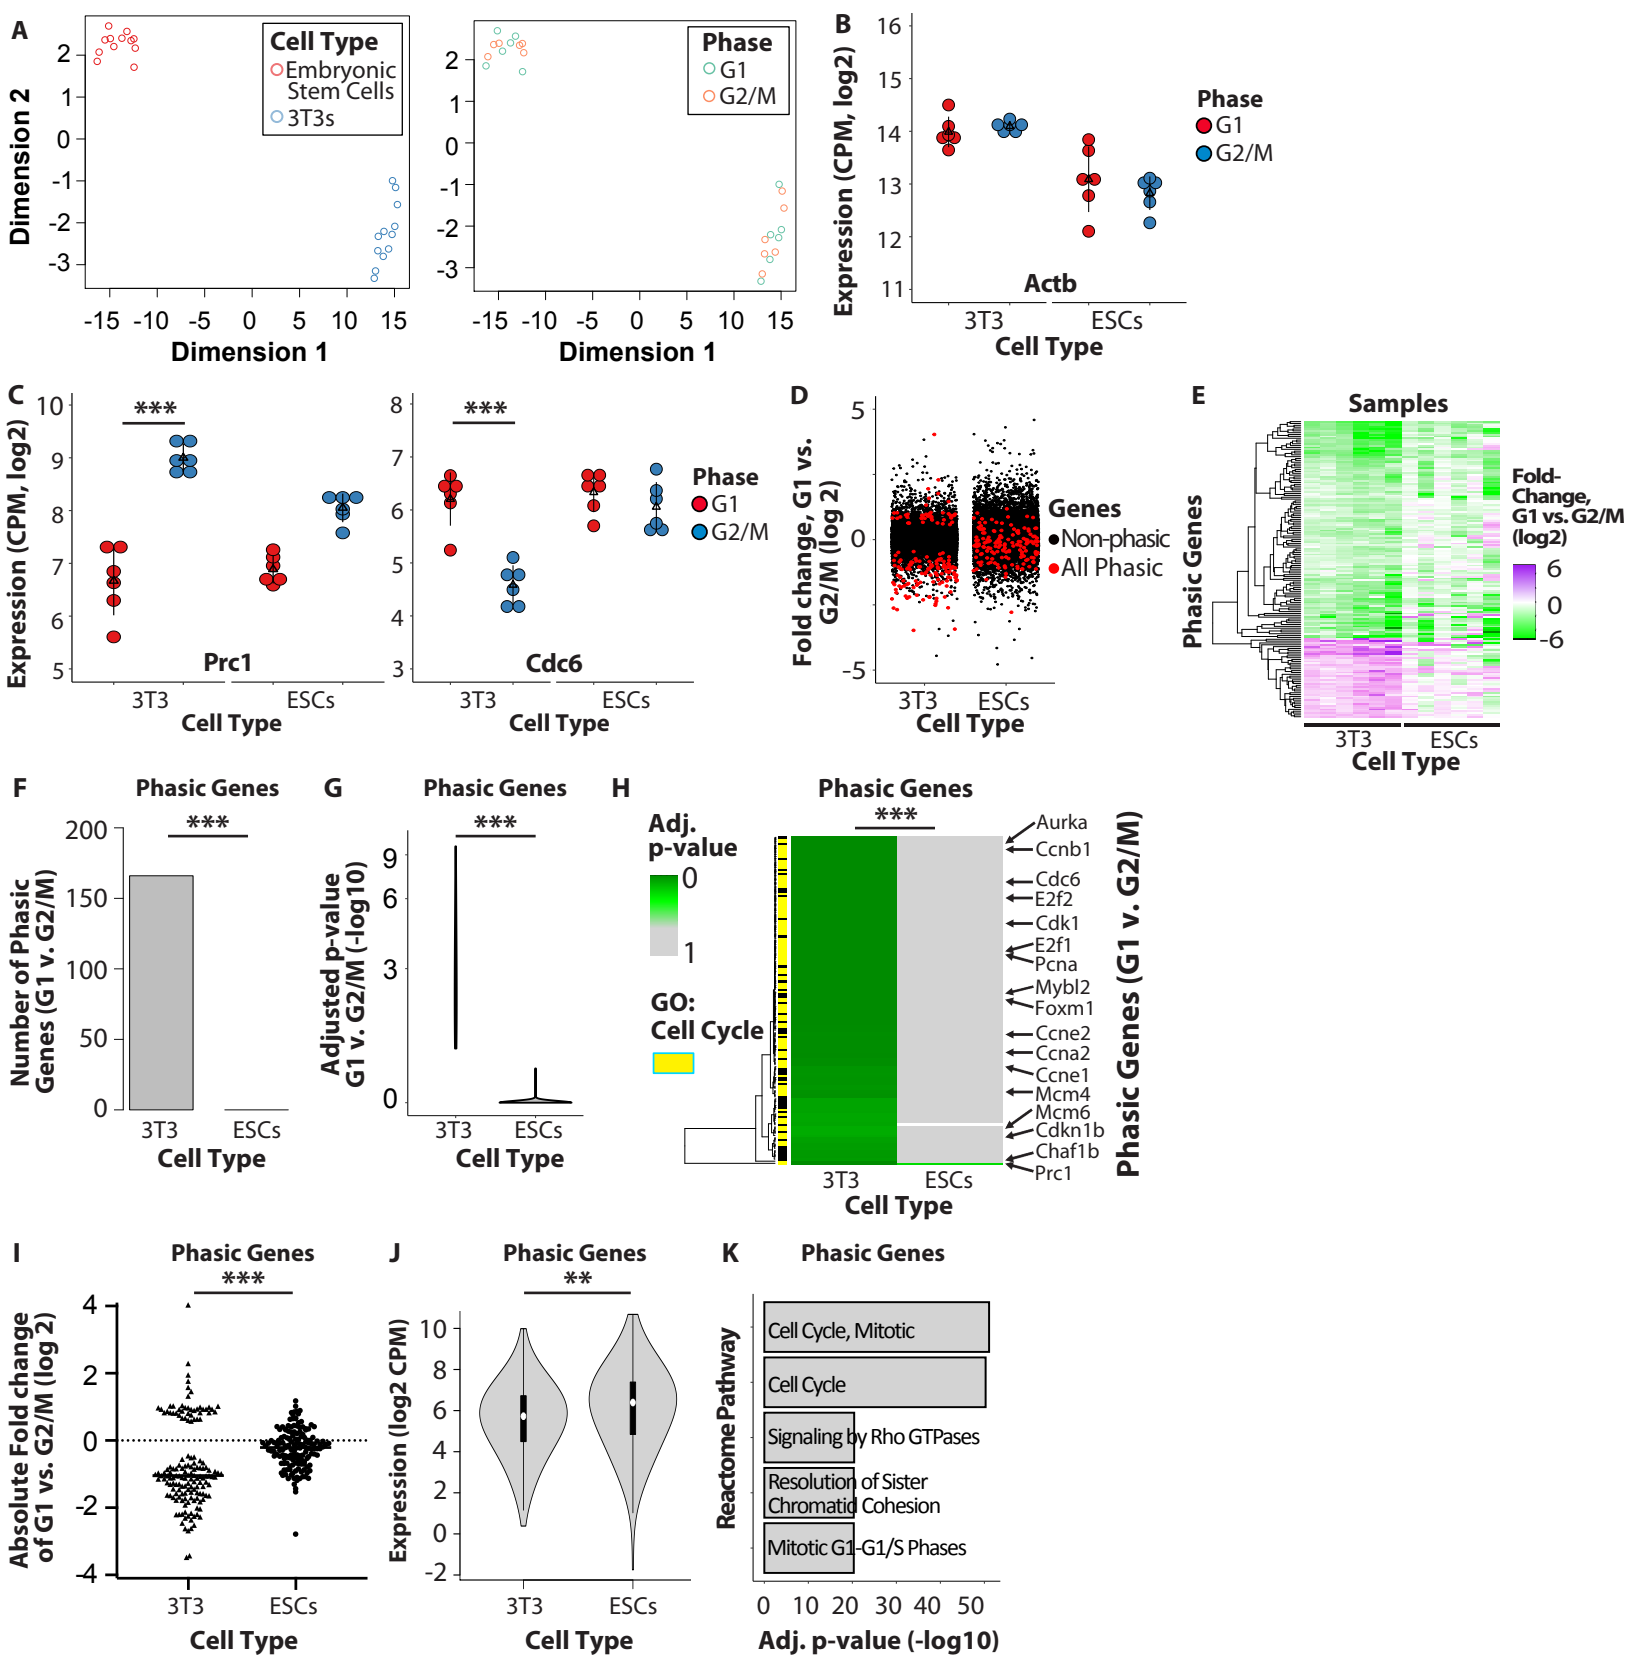

Supplementary Figure 1.

**Supplementary Figure 1. Phasic expression in somatic and pluripotent cells.** (A) Uniform Manifold Approximation and Projection (UMAP) plots of each replicate separated by cell type (left panel) and cell cycle phase (right panel). (B) The expression of *Actb* in each cell type. Black dot, mean. Black line, SD. n=6 biologically independent samples for each cell type and phase. (C) The expression of *Prc1* (left panel, \*\*\* Benjamini-Hochberg (BH) adjusted *P*-value (adj. *P*)=1.09e-13) and *Cdc6* (right panel, \*\*\* BH adj. *P*=4.88e-8) in each cell type. Black dot, mean. Black line, SD. n=6 biologically independent samples for each cell type and phase. (D-K) Comparison of 'phasically expressed' genes, those differentially expressed between G1 and G2/M of either 3T3 or mouse embryonic stem cells, across cell types. (D) The log2 fold-change between G1 and G2/M of all expressed genes (black dots) and phasically expressed genes (red dots, adj. *P* < 0.1) for each cell type. (E) The log2 fold-change between G1 and G2/M of phasically expressed genes in each replicate. (F) More genes are differentially expressed between G1 and G2/M (adj. *P* < 0.1) of somatic 3T3s than pluripotent ESCs (\*\*\**P* < 0.001, Chi-square test). (G) The distribution of adj. *P*-values (from 'F') in each cell type (Wilcoxon Rank Test, two-sided, \*\*\**P* < 0.001). (H) Heat map of adj. *P*-values for all genes shown in G (Wilcoxon Rank Test, two-sided, \*\*\**P* < 0.001). (I) The distribution of fold change values for all genes shown in G (\*\*\**P* < 0.001, two-tailed t-test). (J) The distribution of log2 counts per million for all genes from F (Wilcoxon Rank Test, two-sided, \*\**P* < 0.0081). White dot, median. Box edges, 25<sup>th</sup> and 75<sup>th</sup> quartiles. Whiskers, 1.5x the IQR of the box edge. (K) The most enriched Reactome pathways among the union of genes phasically expressed between E7.5 and E9.5 evaluated using EnrichR <sup>1</sup>. (B-J) Differential expression was evaluated with a Wald Chi-squared test and adjusted for multiple tests using the Benjamini-Hochberg approach, n=6 biologically independent samples for each cell type and phase (each dot represents an individual sample in B,C). The source data for E and G are provided in "Supplementary Source Data.xlsx".

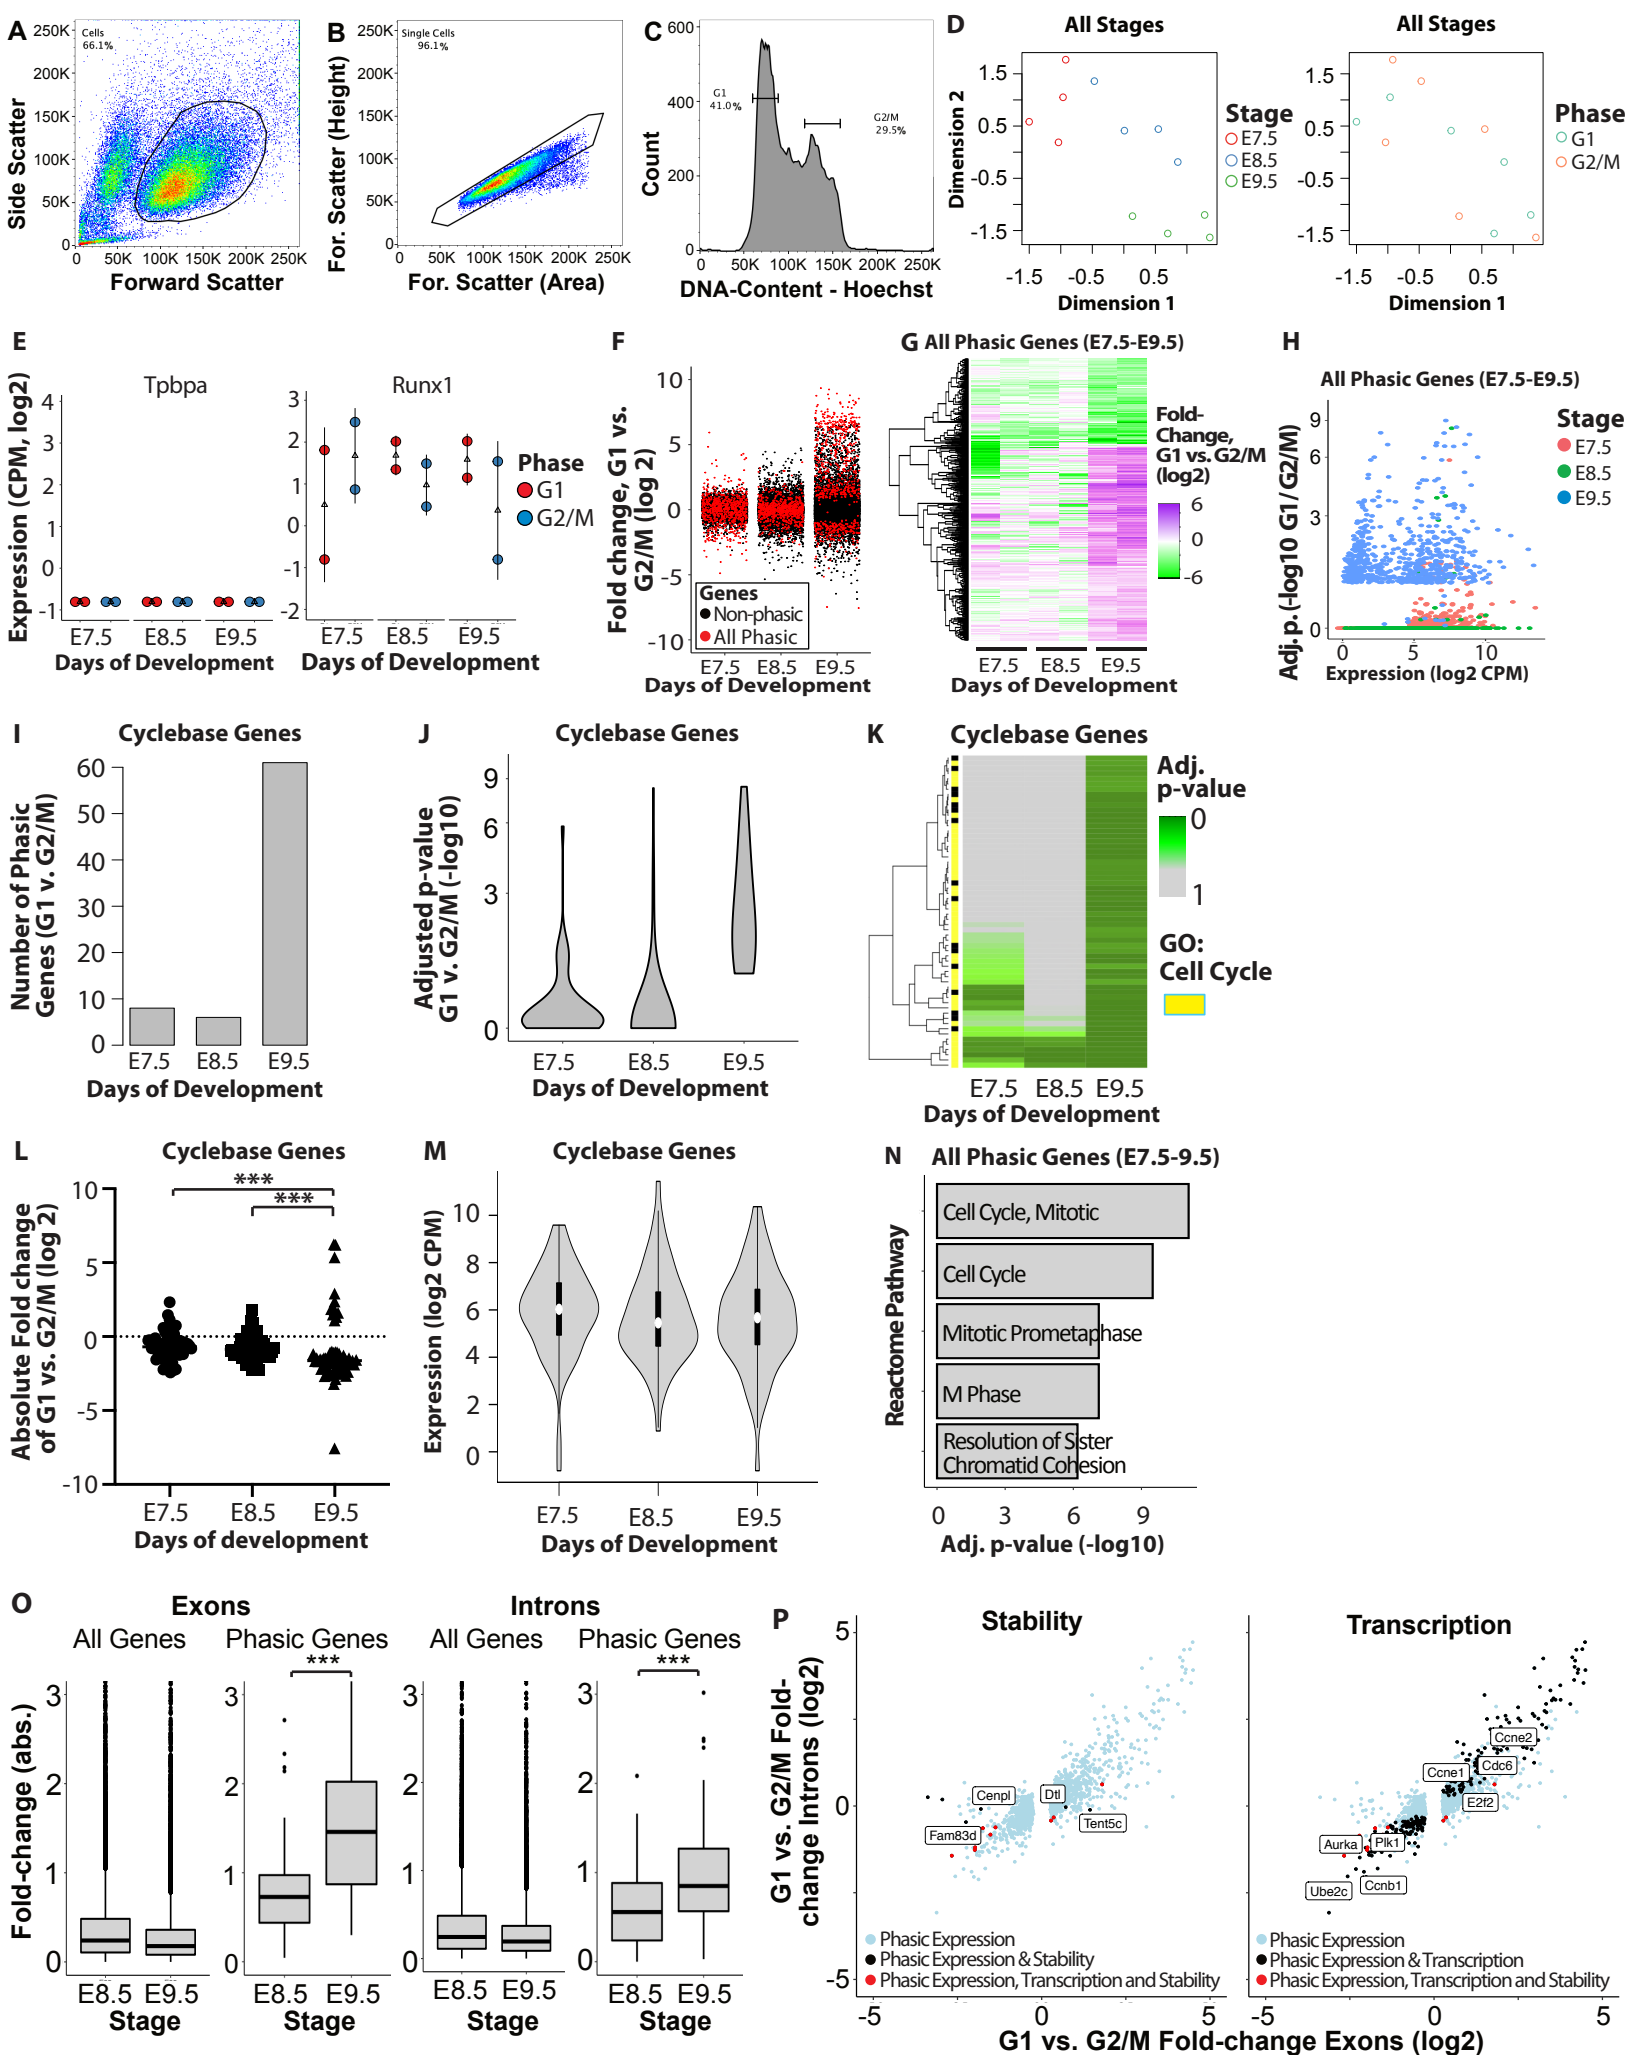

Supplementary Figure 2.

**Supplementary Figure 2. Gain of phasic expression following gastrulation.** (A-C) Representative FACS strategy. (A) Forward/side scatter gating cells from debris. (B) Forward area/height scatter gating single-cells from doublets. (C) Gating of G1 and G2/M phase cells based on DNA-content. (D) UMAP plots of replicates labeling developmental stage (left) and cell cycle phase (right). (E) Placental (*Tbpba*) and yolk sac (*Runx1*) marker expression by phase and stage. (F,G) The fold-change of genes phasically expressed at E7.5, E8.5 or E9.5 (1F) for each developmental stage. (H) Scatterplot of BH-adjusted  $P$ -values for phasic genes (1F) in relation to transcript abundance. (I-N) Phasic expression of Cyclebase genes. (I) The number of Cyclebase genes showing differential expression between G1 and G2/M (BH-adj.  $P < 0.1$ , Wald Chi-squared test) at each developmental stage. Among expressed Cyclebase orthologs, 3.2% ( $n=8/251$ ) are phasic at E7.5, 2.8% ( $n=7/251$ ) at E8.5 and 24.3% ( $n=61/251$ ) at E9.5. (J,K) The distribution (J) and heatmap (K) of BH-adjusted  $P$ -values at each developmental stage for the union of genes in I. (L) The distribution of fold-change values for all genes shown in J ( $***P < 0.001$ , Tukey's post-hoc, one-way ANOVA). (M) The counts per million distribution for genes in J (n.s.,  $P > 0.5$ , ANOVA). White dot, median. Box edges, 25<sup>th</sup> and 75<sup>th</sup> quartiles. Whiskers, 1.5x the IQR of the box edge. (D-M)  $n=2$  biologically independent samples for each stage and phase. (H-K) Differential expression was evaluated with a Wald Chi-squared test and adjusted for multiple tests using the BH approach. (N) The most enriched Reactome pathways among the union of genes phasically expressed between E7.5 and E9.5<sup>1</sup>. (O) Comparison of distribution of fold-changes of all phasic genes at E8.5 and E9.5 as measured by either exon reads ( $***P=3.10e-14$ , two-tailed t-test) or intron reads ( $***P=1.68e-05$ , two-tailed t-test). Centre, median. Bounds of box, 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers, the minima and maxima are the most extreme points within 1.5x the IQR of the box edge.  $n=1$  (E8.5) and  $n=3$  (E9.5) biologically independent litters. Litters of 6 embryos at E8.5, and 4, 7 and 3 embryos at E9.5 were pooled. (P) Cell cycle regulated transcription rather than stability is responsible for phasic expression at E9.5. (Left) Among phasically expressed genes at E9.5 (BH-adj.  $P < 0.05$ ), only 9 are differentially stable and not differentially transcribed between G1 and G2/M (BH-adj.  $P < 0.05$ , subset are labeled). (Right) 277 phasically expressed genes are differentially transcribed and not differentially stable between G1 and G2/M (BH-adj.  $P < 0.05$ , subset are labeled). The fold-change of exons and introns among all phasically expressed genes are correlated ( $r=0.84$ ,  $P=2.2e-16$ , Pearson). 60.34% ( $n=143/237$ ) of expressed Cyclebase genes are phasically expressed at E9.5. "Supplementary Source Data.xlsx" provides the source data for A-C, G-I, J and L.

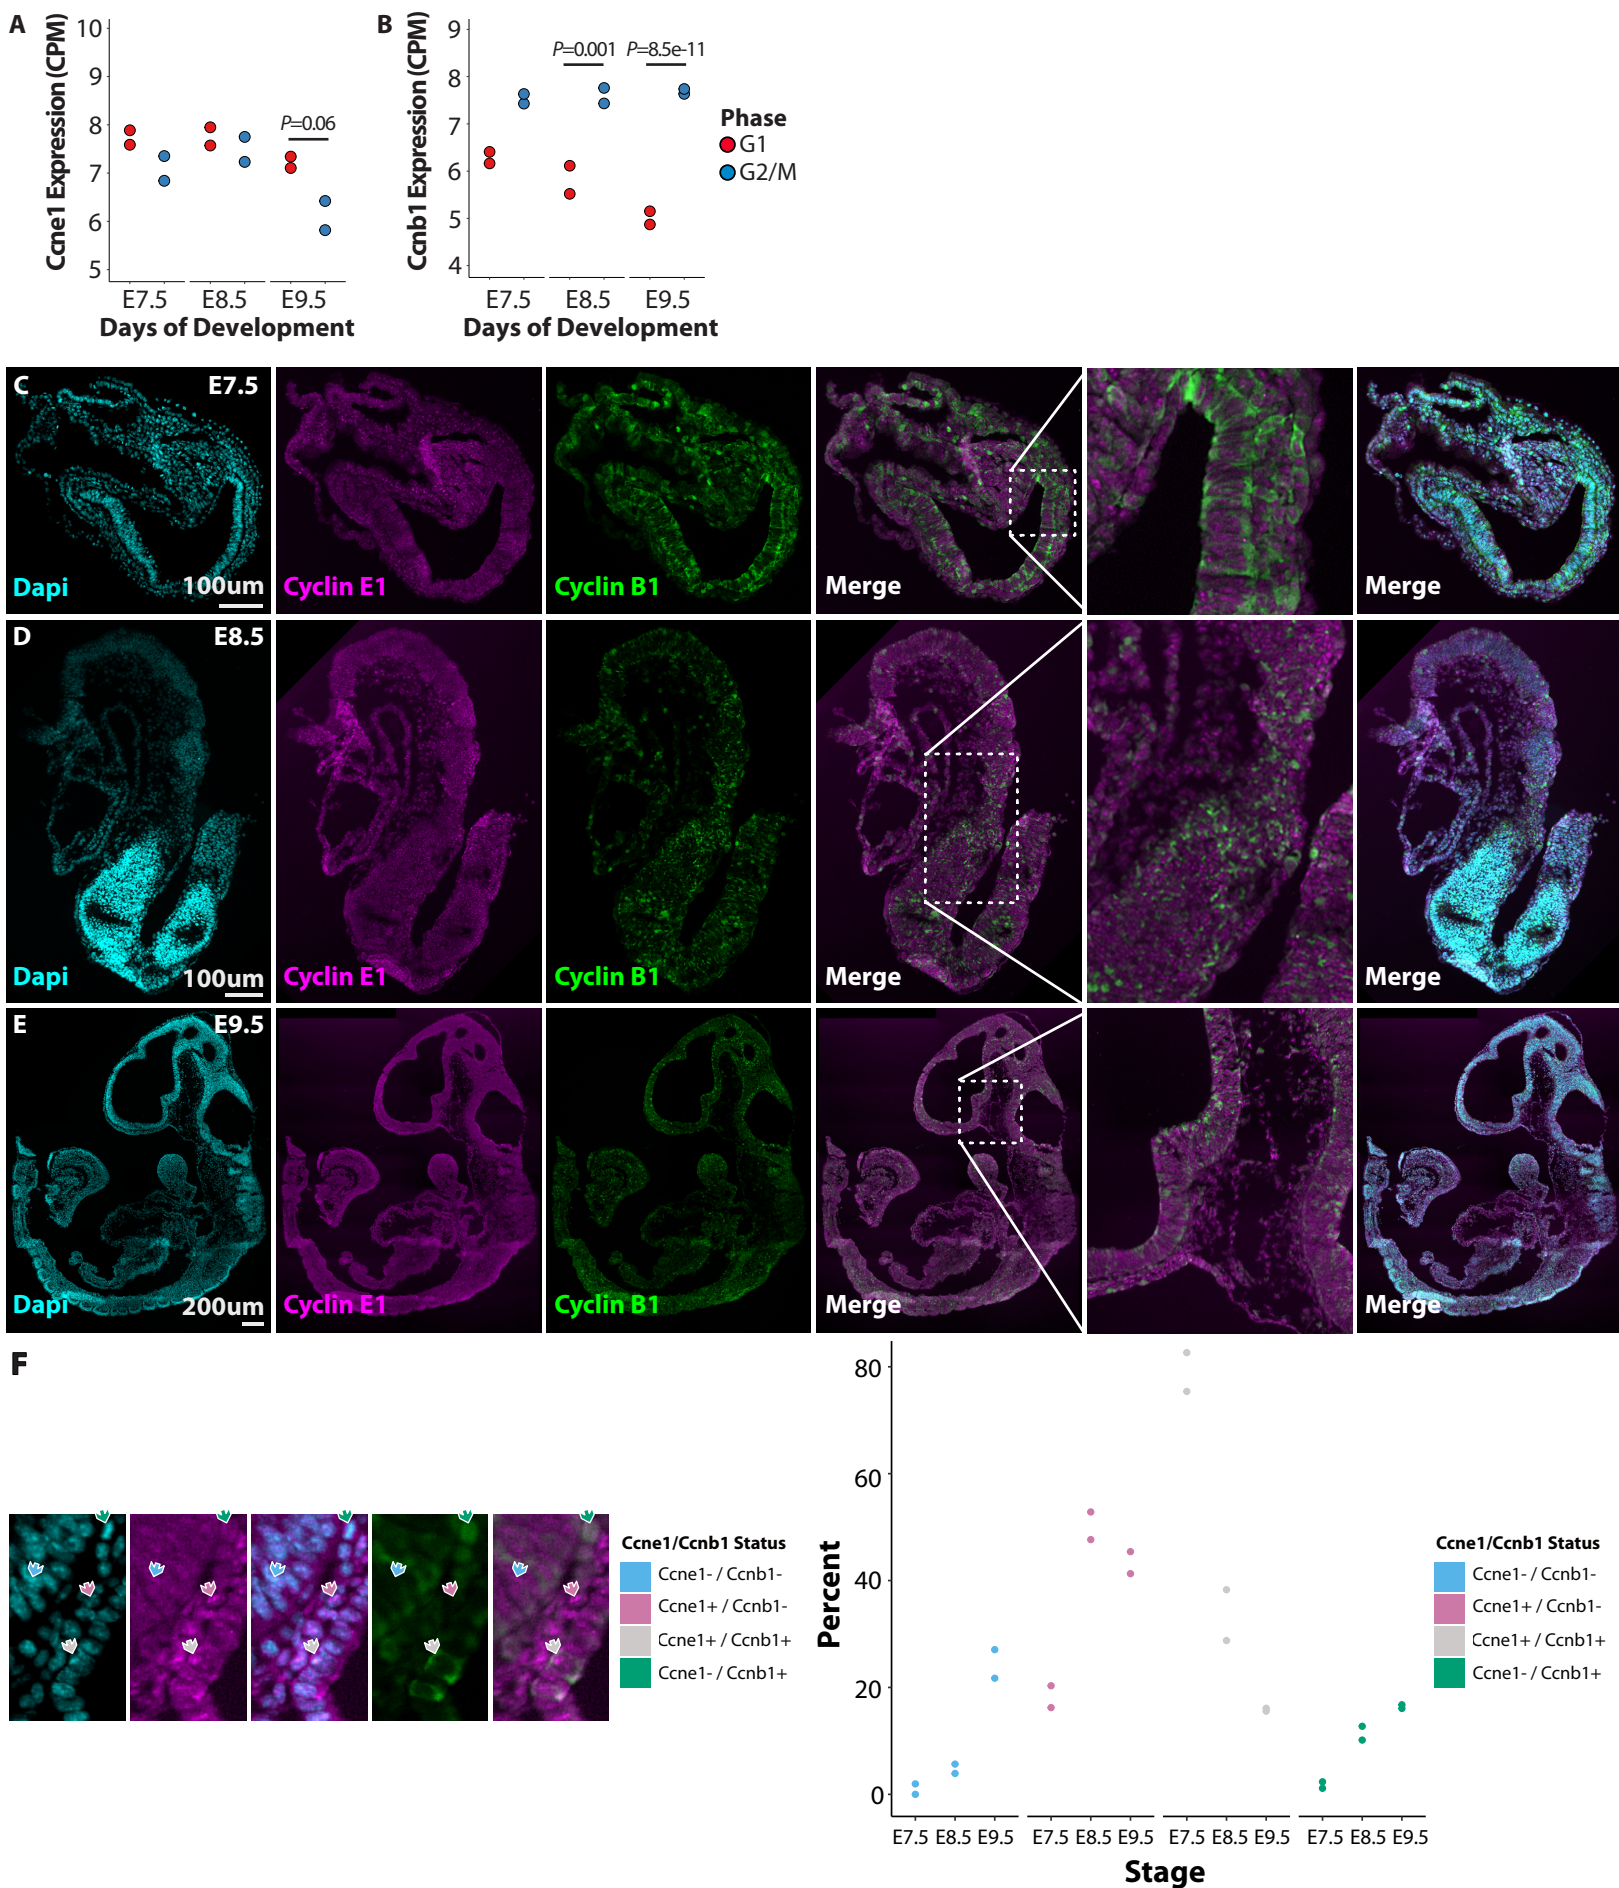

**Supplementary Figure 3. The relative distribution of Cyclin E1 and Cyclin B1 at E7.5, E8.5 and E9.5.** (A,B) Phasic expression of *Ccne1* and *Ccnb1* increases between E7.5 and E9.5. The transcript expression of *Ccne1* (A) and *Ccnb1* (B) in G1 and G2/M between E7.5 and E9.5 of development (n=2 biologically independent litters. Litters of 6 and 4 embryos at E7.5, 8 and 6 embryos at E8.5, and 3 and 5 embryos at E9.5 were pooled. Differential expression was evaluated with a Wald Chi-squared test and n=2 for each stage and phase (each dot represents an individual sample in A,B). The source data is provided in "Supplementary Source Data.xlsx". (C-E) Co-staining of Cyclin E1 and Cyclin B1 in E7.5 (C), E8.5 (D), and E9.5 (E) embryos. (F) The relative distribution of Cyclin E1 and Cyclin B1 protein in E7.5, E8.5 and E9.5 embryos. (Left panel) An inset from the E9.5 embryo showing representative examples of each quantified category. (Right panel) The fraction of cells expressing both Cyclin E1 and Cyclin B1 declines between E7.5 and E9.5 (\*\* $P=0.002$ , one-way ANOVA; n=521 (E7.5), n=680 (E8.5), n=1516 (E9.5) biologically independent cells).

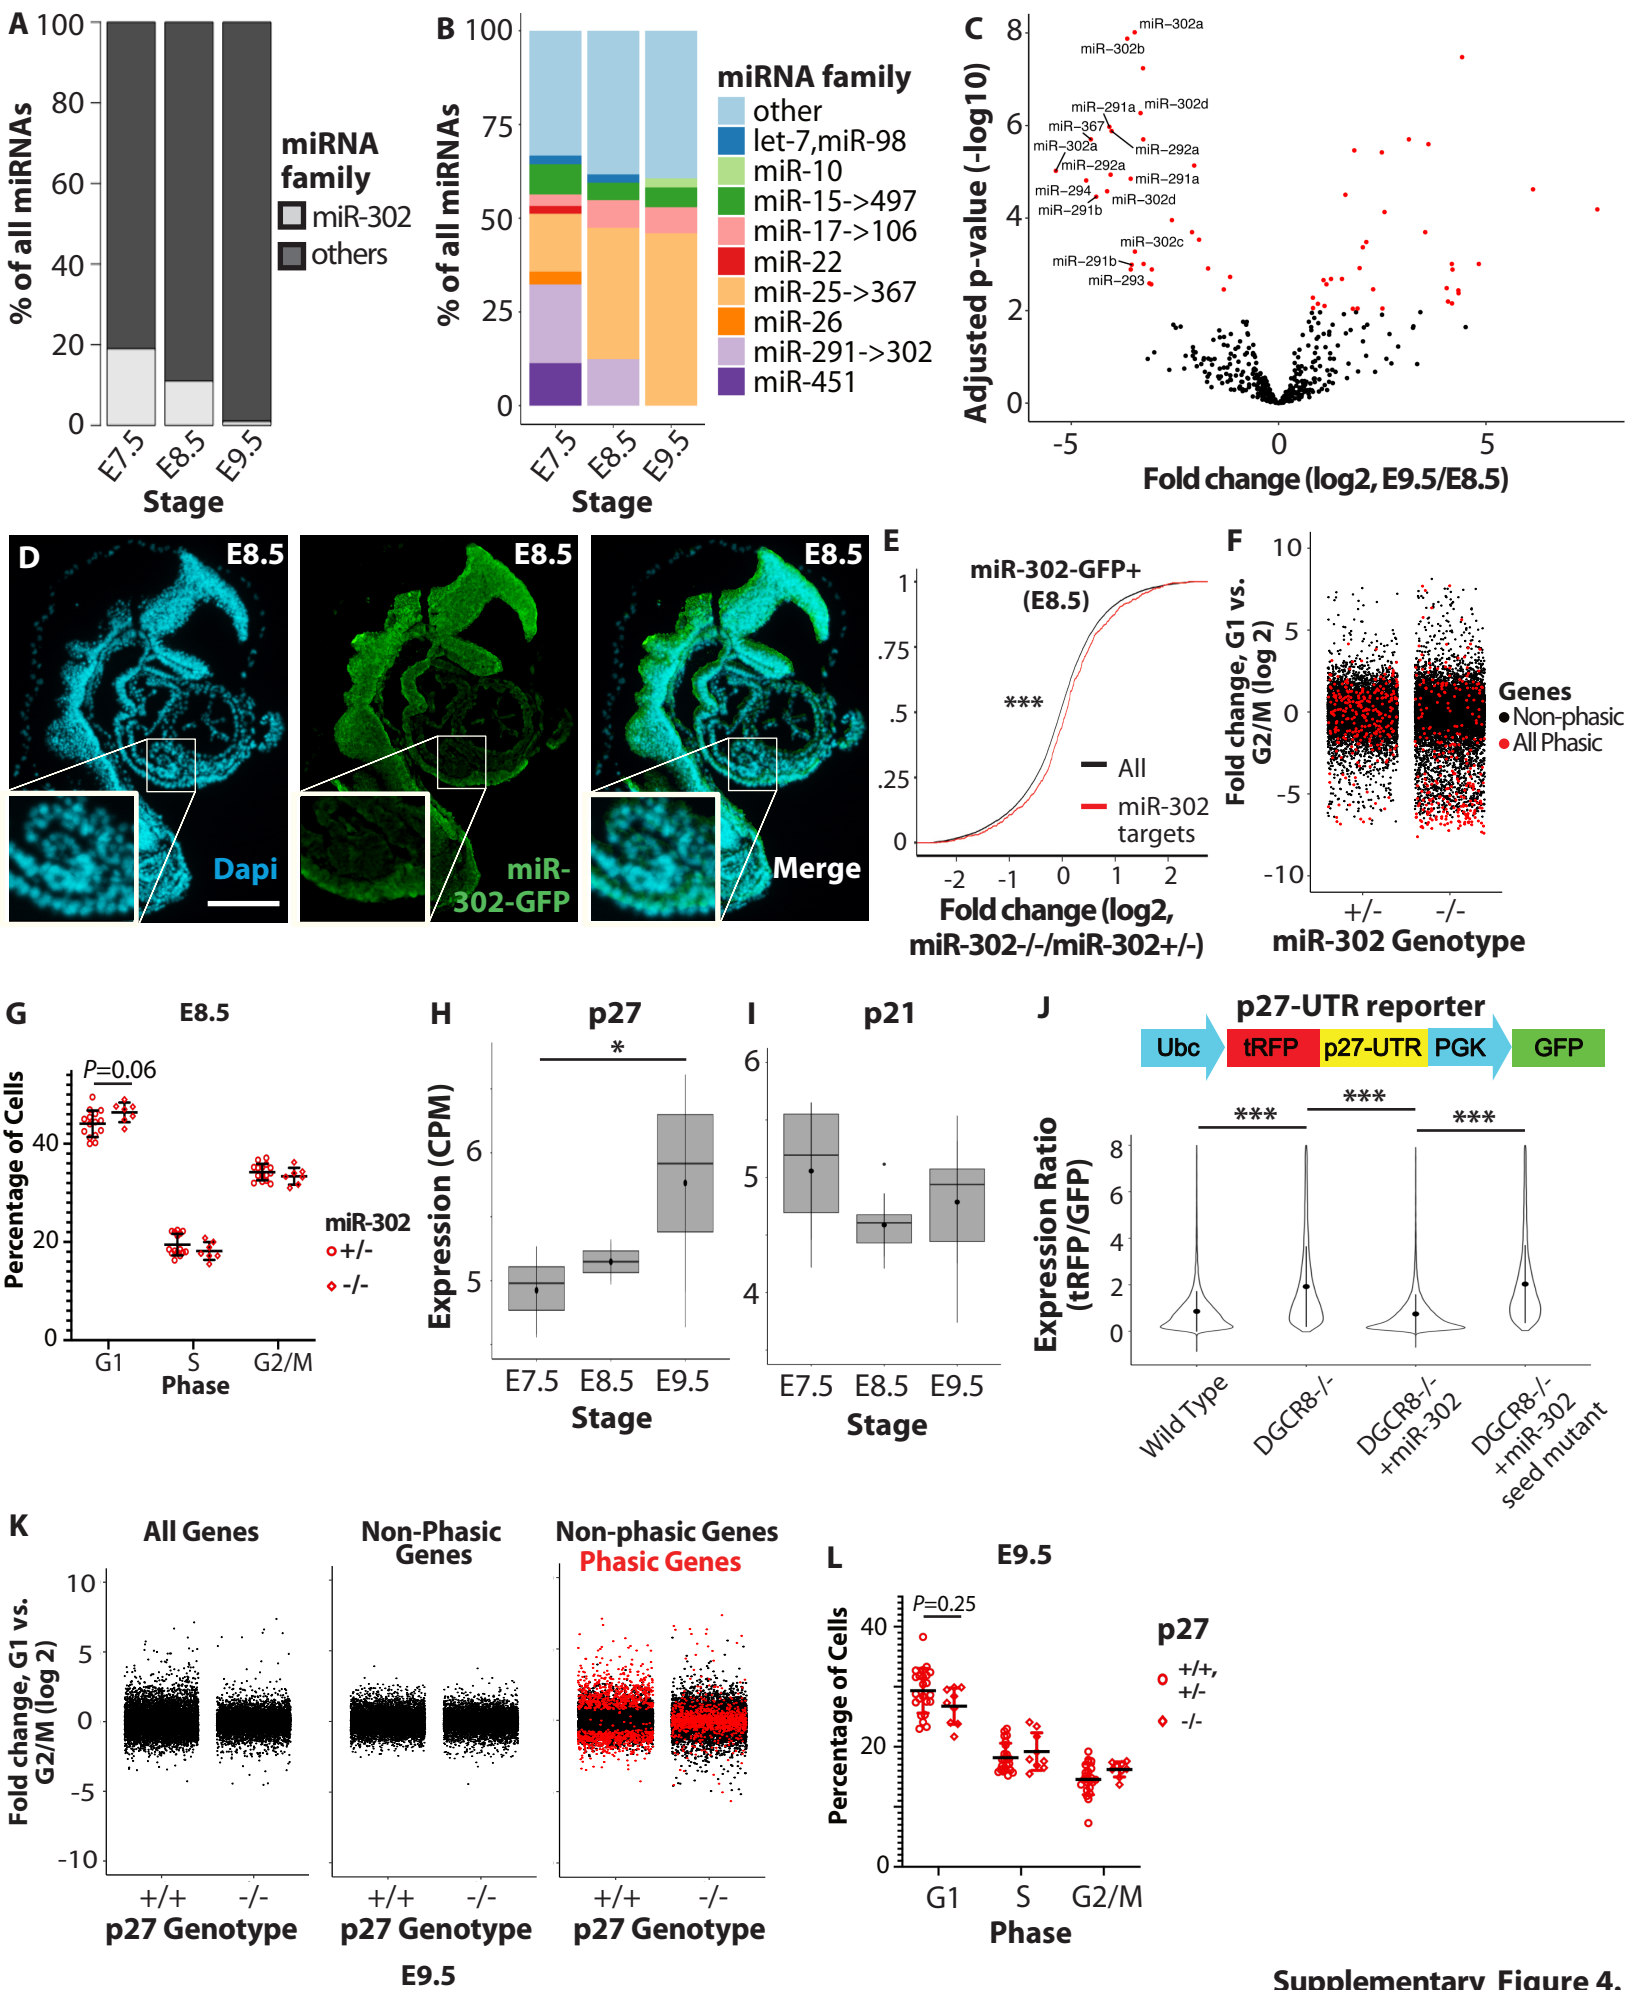

Supplementary Figure 4.

**Supplementary Figure 4. Analysis of *mir-302*/P27 axis.** (A) Percent miR-302a-d among entire miRNA pool at each developmental stage as determined by small RNA-sequencing. (B) Percent individual miRNA families contribute to the entire miRNA pool. Only families  $\geq 2\%$  of the total miRNA pool are plotted. (C) Differential expression of miRNAs between E9.5 and E8.5 embryos. Differentially expressed miRNAs are depicted in red (adj.  $P < 0.01$ , BH-adjusted empirical Bayes moderated t-statistic). (D) GFP immunofluorescence in E8.5 *mir-302*-GFP reporter mice shows its heterogeneous expression (scale bar = 200um). (E) Cumulative fold-change distribution in gene expression when comparing *mir-302*-GFP sorted cells from control and *mir-302*<sup>-/-</sup> E8.5 embryos. Black line, all genes, Red line, Targetscan predicted *mir-302* targets (Wilcoxon Rank-Sum test, two-sided, \*\*\* $P=0.0001$ ). Note shift of *mir-302* targets to right shows their upregulation in knockouts relative to controls. (F) The log<sub>2</sub> fold-change between G1 and G2/M of all expressed genes (black dots) and phasically expressed genes (red dots, adj.  $P < 0.1$ ) in miR-302<sup>-/-</sup> and control samples. 19 Cyclebase genes were phasically expressed in controls (7.8%), while 28 genes were phasically expressed in miR-302<sup>-/-</sup> (11.5%). (G) The distribution of cells across the phases of the cell cycle in control and *mir-302*<sup>-/-</sup> E8.5 embryos (G1  $P=0.062$ , S  $P=0.46$ , G2/M  $P=0.77$ , Sidak's multiple comparison test, two-way ANOVA). Center line, mean. Upper/Lower lines, SD.  $n=15$  (*mir-302*<sup>+/-</sup>),  $n=7$  (*mir-302*<sup>-/-</sup>) biologically independent embryos. (H) The abundance of p27 transcripts at each developmental stage (E7.5 vs. E8.5  $P=0.78$ , E7.5 vs. E9.5  $P=0.05$ , Dunnett's multiple comparison, one-way ANOVA). (I) The abundance of p21 transcripts at each developmental stage (E7.5 vs. E8.5  $P=0.27$ , E7.5 vs. E9.5  $P=0.17$ , Dunnett's multiple comparison, one-way ANOVA). (H,I) Centre, median. Bounds of box, 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers, the minima and maxima are the most extreme points within 1.5x the IQR of the box edge. (J) Reporter analysis of miR-302 targeting of the p27 3'UTR. (Top) Reporter construct schematized. (Bottom) Violin plot of relative tRFP/GFP in individual cells carrying reporter in WT vs. *Dgcr8*<sup>-/-</sup> background or *Dgcr8*<sup>-/-</sup>  $\pm$  miR-302 or seed mutant mimic (\*\*\* $P < 0.001$ , Tukey's post-hoc, one-way ANOVA). Dot, mean. Line, SD. (K) The log<sub>2</sub> fold-change in expression between G1 and G2/M of p27 mutant and control E9.5 embryos. (Left panel) All expressed genes. (Middle panel) Only non-phasic genes. (Right panel) Expressed non-phasic genes (black dots) and phasically expressed genes (red dots, adj.  $P < 0.1$ ). 29.2% (66) Cyclebase genes were phasically expressed in controls, while 11.5% (26) were phasically expressed in p27<sup>-/-</sup>. (L) The distribution of cells across the phases of the cell cycle in control and p27<sup>-/-</sup> E9.5 embryos (G1  $P=0.25$ , S  $P=0.94$ , G2/M  $P=0.95$ , Sidak's multiple comparison, two-way ANOVA). Center line, mean. Upper/Lower lines, SD. p27<sup>+/+, +/-</sup> ( $n=23$  biologically independent embryos), p27<sup>-/-</sup> ( $n=9$  biologically independent embryos).

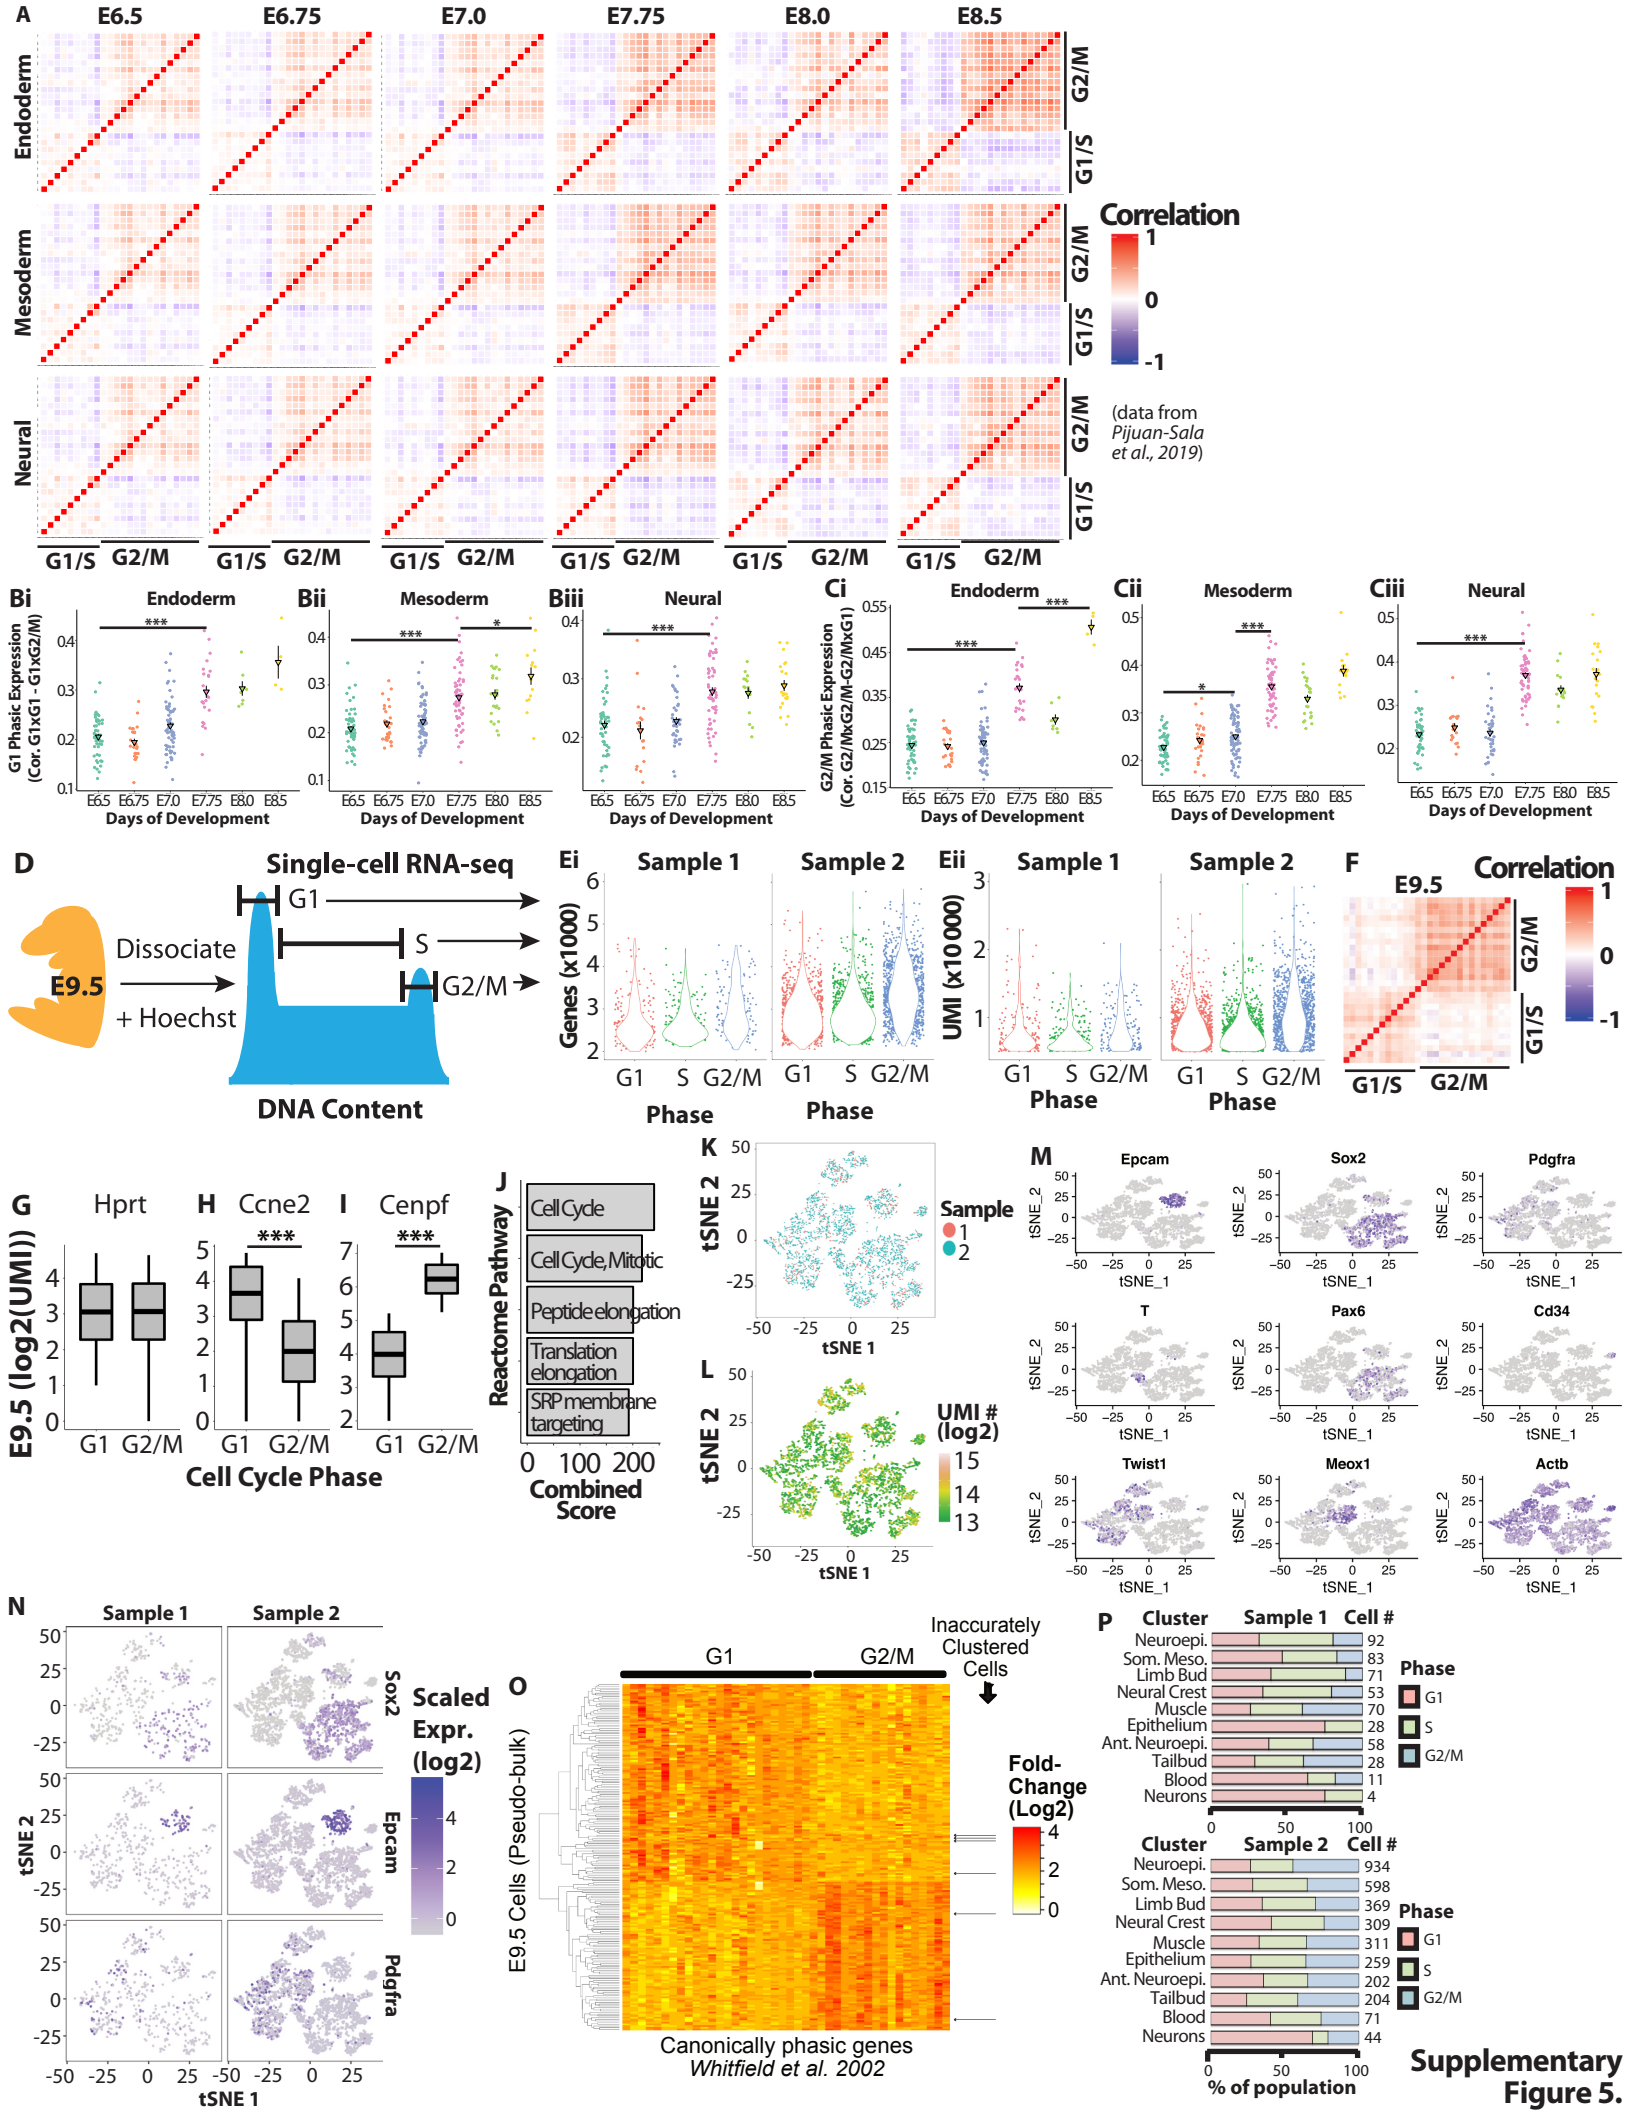

**Supplementary Figure 5. Lineage and phasic expression analysis at E9.5.** (A-C) The intra-phase correlation of canonical cell cycle regulated genes indicates increased phasic expression between E6.5 and E8.5 of embryogenesis. (A) Gene-gene Pearson correlation using a developmental atlas of single-cell profiles<sup>2</sup> and canonically phasic genes<sup>3</sup>. The annotated peak expression phase is labeled. Note increased co-expression of genes within G1/S and G2/M cells at E8.5, relative to E6.5. (B,C) The relative intra-phase correlation of canonical cell cycle regulated genes. G1 phasic expression evaluated as the correlation among G1-S genes relative to the correlation between G1-S and G2/M genes (see methods). The correlation among G1-S genes increases relative to G2/M genes during development of different lineages (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , Tukey's multiple comparison, two-way ANOVA, the number of biologically independent cells at each stage (E6.5, E6.75, E7.0, E7.75, E8.0, E8.5),  $n = 2667, 1197, 8774, 623, 460, 646$  (endoderm),  $n = 2671, 1353, 10609, 3246, 5445, 3490$  (mesoderm),  $n = 2278, 861, 5118, 3290, 4090, 4392$  (neural)). (C) G2/M phasic expression evaluated as in B. (D) Schematic of single cell workflow. In brief, E9.5 embryos were dissociated and sorted by cell cycle phase based on DNA-content before single cell RNA-seq. (E) Violin plots of single-cell sequencing quality control metrics (genes (i) and unique molecular identifiers (UMI) per cell (ii)). (F) Gene-gene correlation of canonical cell cycle regulated genes at E9.5<sup>3</sup>. The annotated peak expression phase is labeled. (G-I) *Hprt*, *Ccne2* and *Cenpf* expression in the G1 and G2/M phases of pseudo-bulk derived from single cells at E9.5. BH-adjusted \*\*\*FDR=1.22e-38 (*Ccne2*), \*\*\*FDR=1.47e-55 (*Cenpf*), Hurdle model (see methods),  $n = 3301$  biologically independent cells. Centre, median. Bounds of box, 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers, the minima and maxima are the most extreme points within 1.5x the IQR of the box edge. (J) Reactome pathways enriched among genes phasically expressed at E9.5 using EnrichR<sup>1</sup>. (K) A tSNE representation of the two independent single cell samples colored by sample. (L) Same as 'K,' but cells are color coded for number of UMIs/cell. (M) Expression of lineage markers among the eleven tSNE clusters. (N) Distribution of lineage markers among the t-SNE clusters, shown for each sample separately. (O) Unsupervised clustering of differential expression of the canonically phasic genes between G1 and G2/M of pseudobulk cells by Euclidean distance<sup>3</sup>. Genes (x-axis) are ordered by phase while the cell clustering (y-axis) is unsupervised. Arrows indicate cells where DNA content and unsupervised clustering disagreed. Note that vast majority of cells clustered correctly to phase (as defined by DNA content) confirming establishment of classic phasic expression at this stage and power of the pseudobulk approach. (P) Distribution of cells across cell cycle phases in each lineage cluster as well as the total number of cells in each.

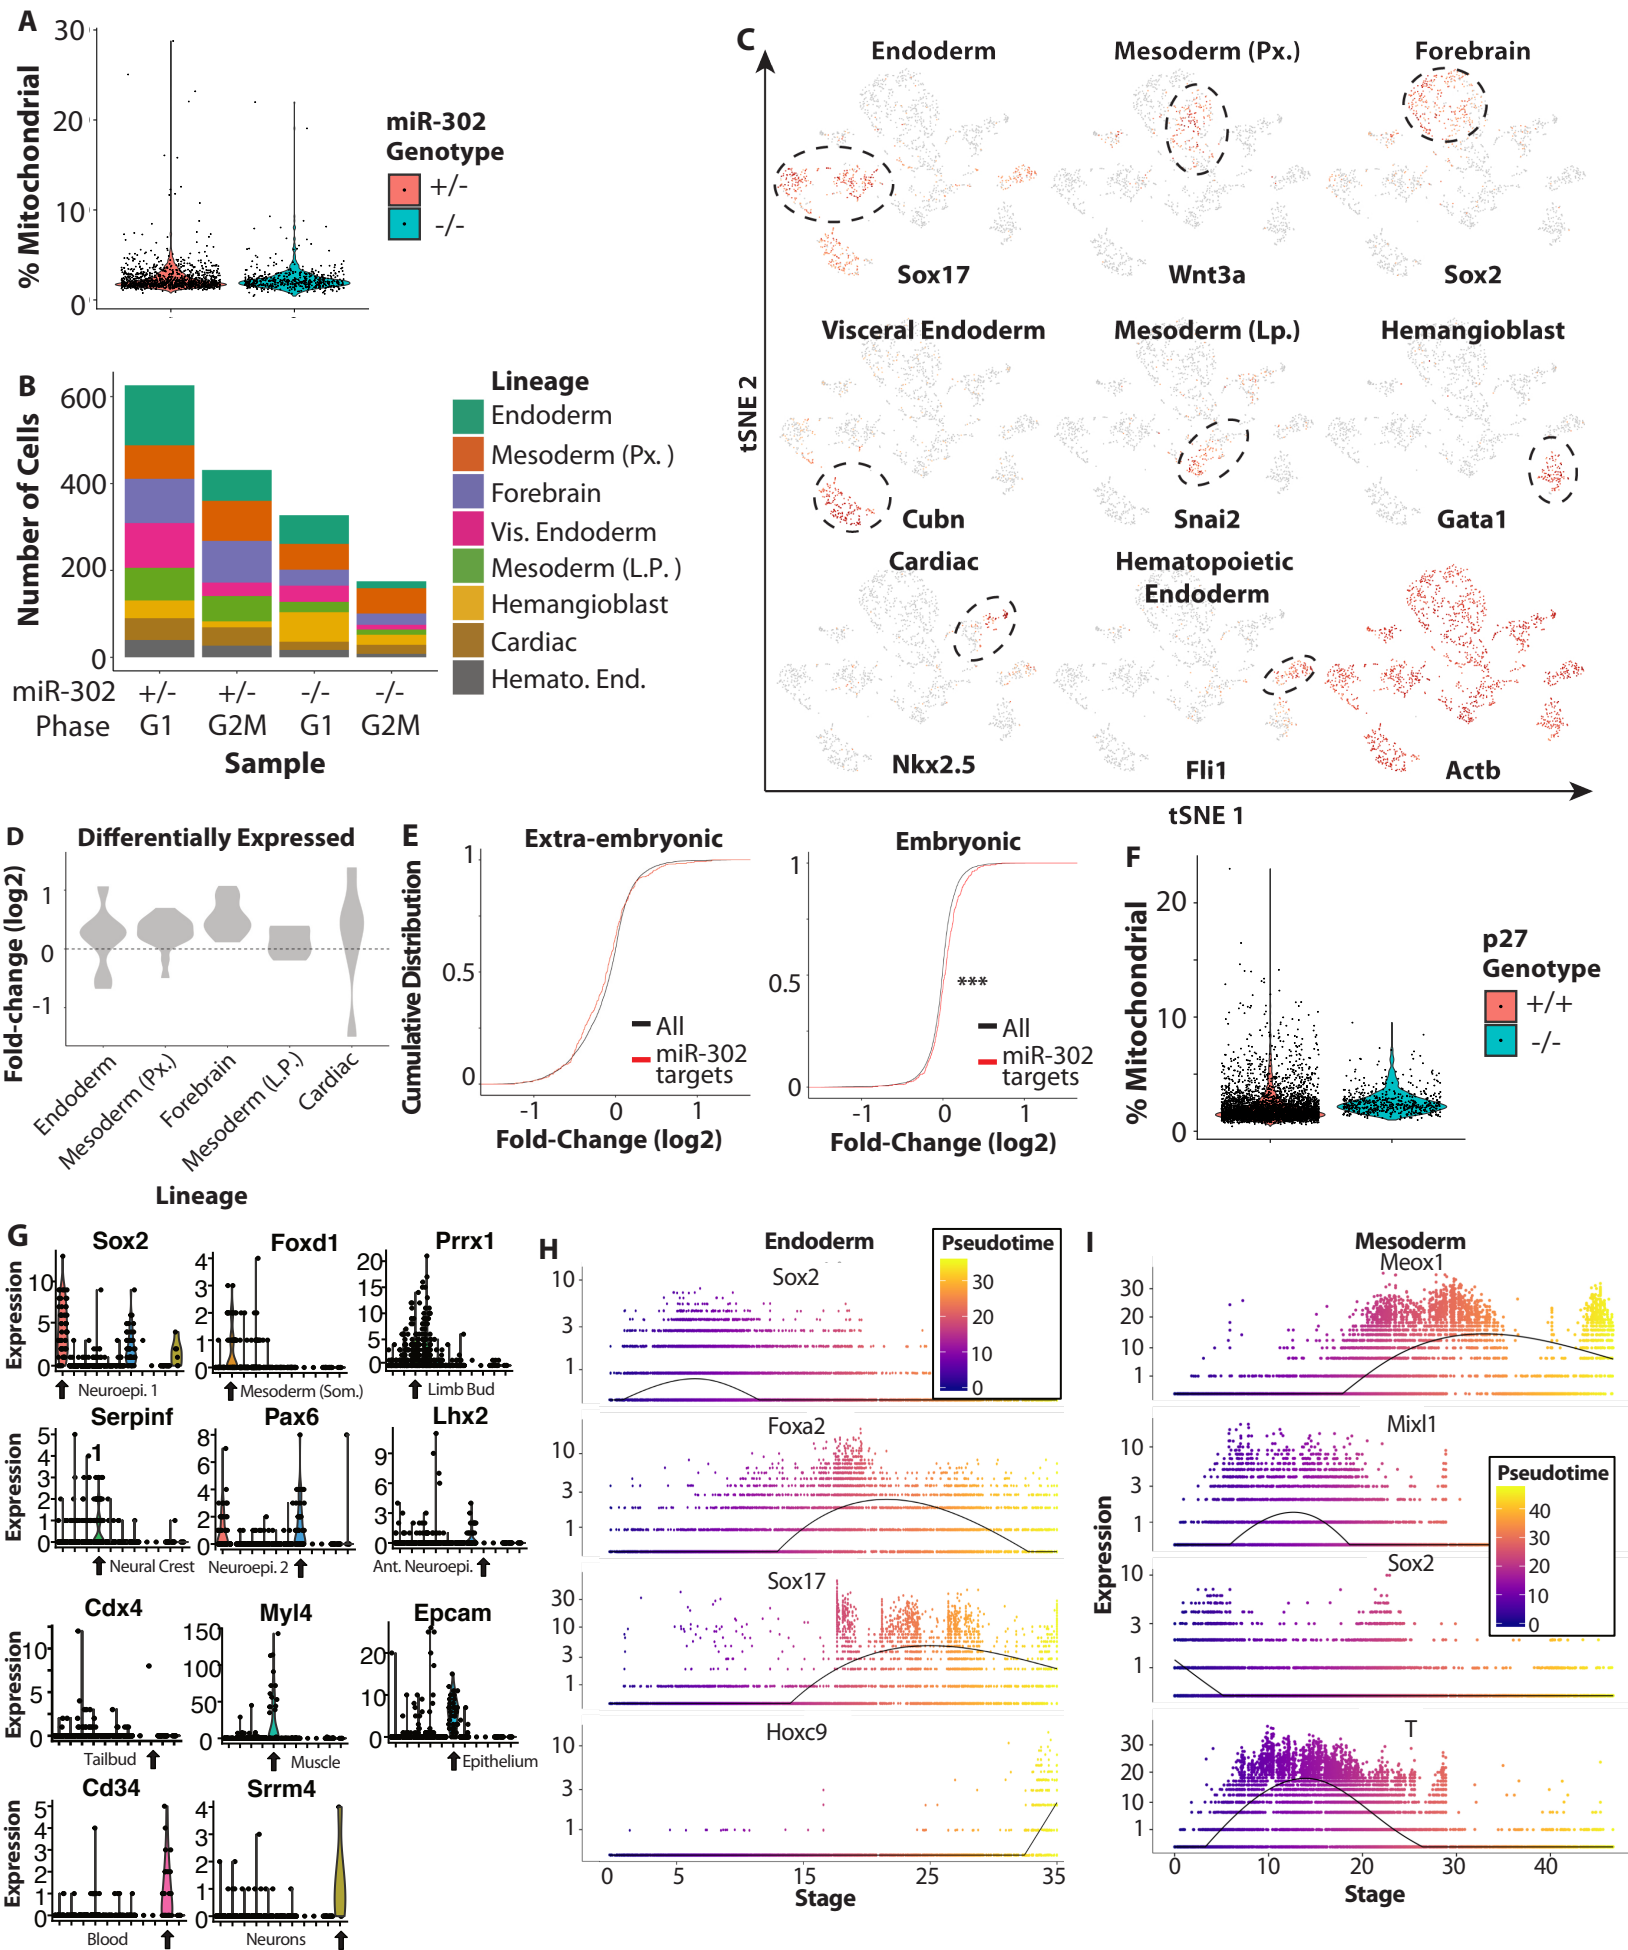

Supplementary Figure 6.

**Supplementary Figure 6. Analysis of single cells in E7.5 *mir-302* and E9.5 *p27* knockout embryos.** (A) The percentage of mitochondrial reads per cell in *mir-302* mutant and control cells. 3.42% (n=38/1111) of cells exceed the 5% mitochondrial read threshold used for filtering in *mir-302*<sup>+/-</sup> compared to 3.28% (n=17/518) in *mir-302*<sup>-/-</sup>. (B) Number of E7.5 single-cell transcriptomes-profiles captured with ≥5000 UMIs, organized by genotype and cell cycle phase. (C) Expression of lineage markers among t-SNE clusters of E7.5 *mir-302*<sup>+/-</sup> and *mir-302*<sup>-/-</sup> embryos. (D) Fold-change of *mir-302* targets that are differentially expressed by lineage ( $P < 0.1$ ). (E) Cumulative distribution plot of log2 fold-change in gene expression when comparing the cells control and *mir-302*<sup>-/-</sup> E8.5 embryos. The lineage depicted is labeled in each panel. Black line, all genes, Red line, Targetscan predicted *mir-302* targets. Note the significant shift of *mir-302* targets to the right in embryonic but not extra-embryonic cells, consistent with ongoing targeting in embryonic cells (Wilcoxon Rank-Sum test, two-sided, \*\*\* $P < 0.001$ ). (F) The percentage of mitochondrial reads per cell in *p27*<sup>-/-</sup> and control cells. 0.57% of control E9.5 cells exceed the 5% mitochondrial read threshold used for filtering (n=19/3309), compared to 4.34% of *p27* cells (n=23/530). (G) Lineage marker expression in *p27*<sup>-/-</sup> single-cell transcriptomes across populations inferred from control cell clusters confirming the alignment of cells from *p27*<sup>-/-</sup> with the reference wt E9.5 populations using the mutual nearest neighbor approach. (H,I) Simultaneous analysis of pseudotime and phasic expression in individual cells. (H) Expression of marker genes in pseudotime of endoderm lineage. The decline in pluripotency marker *Sox2* is followed by the early rise of canonical mesoderm markers *Foxa2* and *Sox17* before later expression of *Hoxc9*. (I) Expression of marker genes in pseudotime of mesoderm lineage. The decline in pluripotency marker *Sox2* is followed by the early rise of canonical mesoderm markers *T* and *Mixl1* before later expression of *Meox1*.

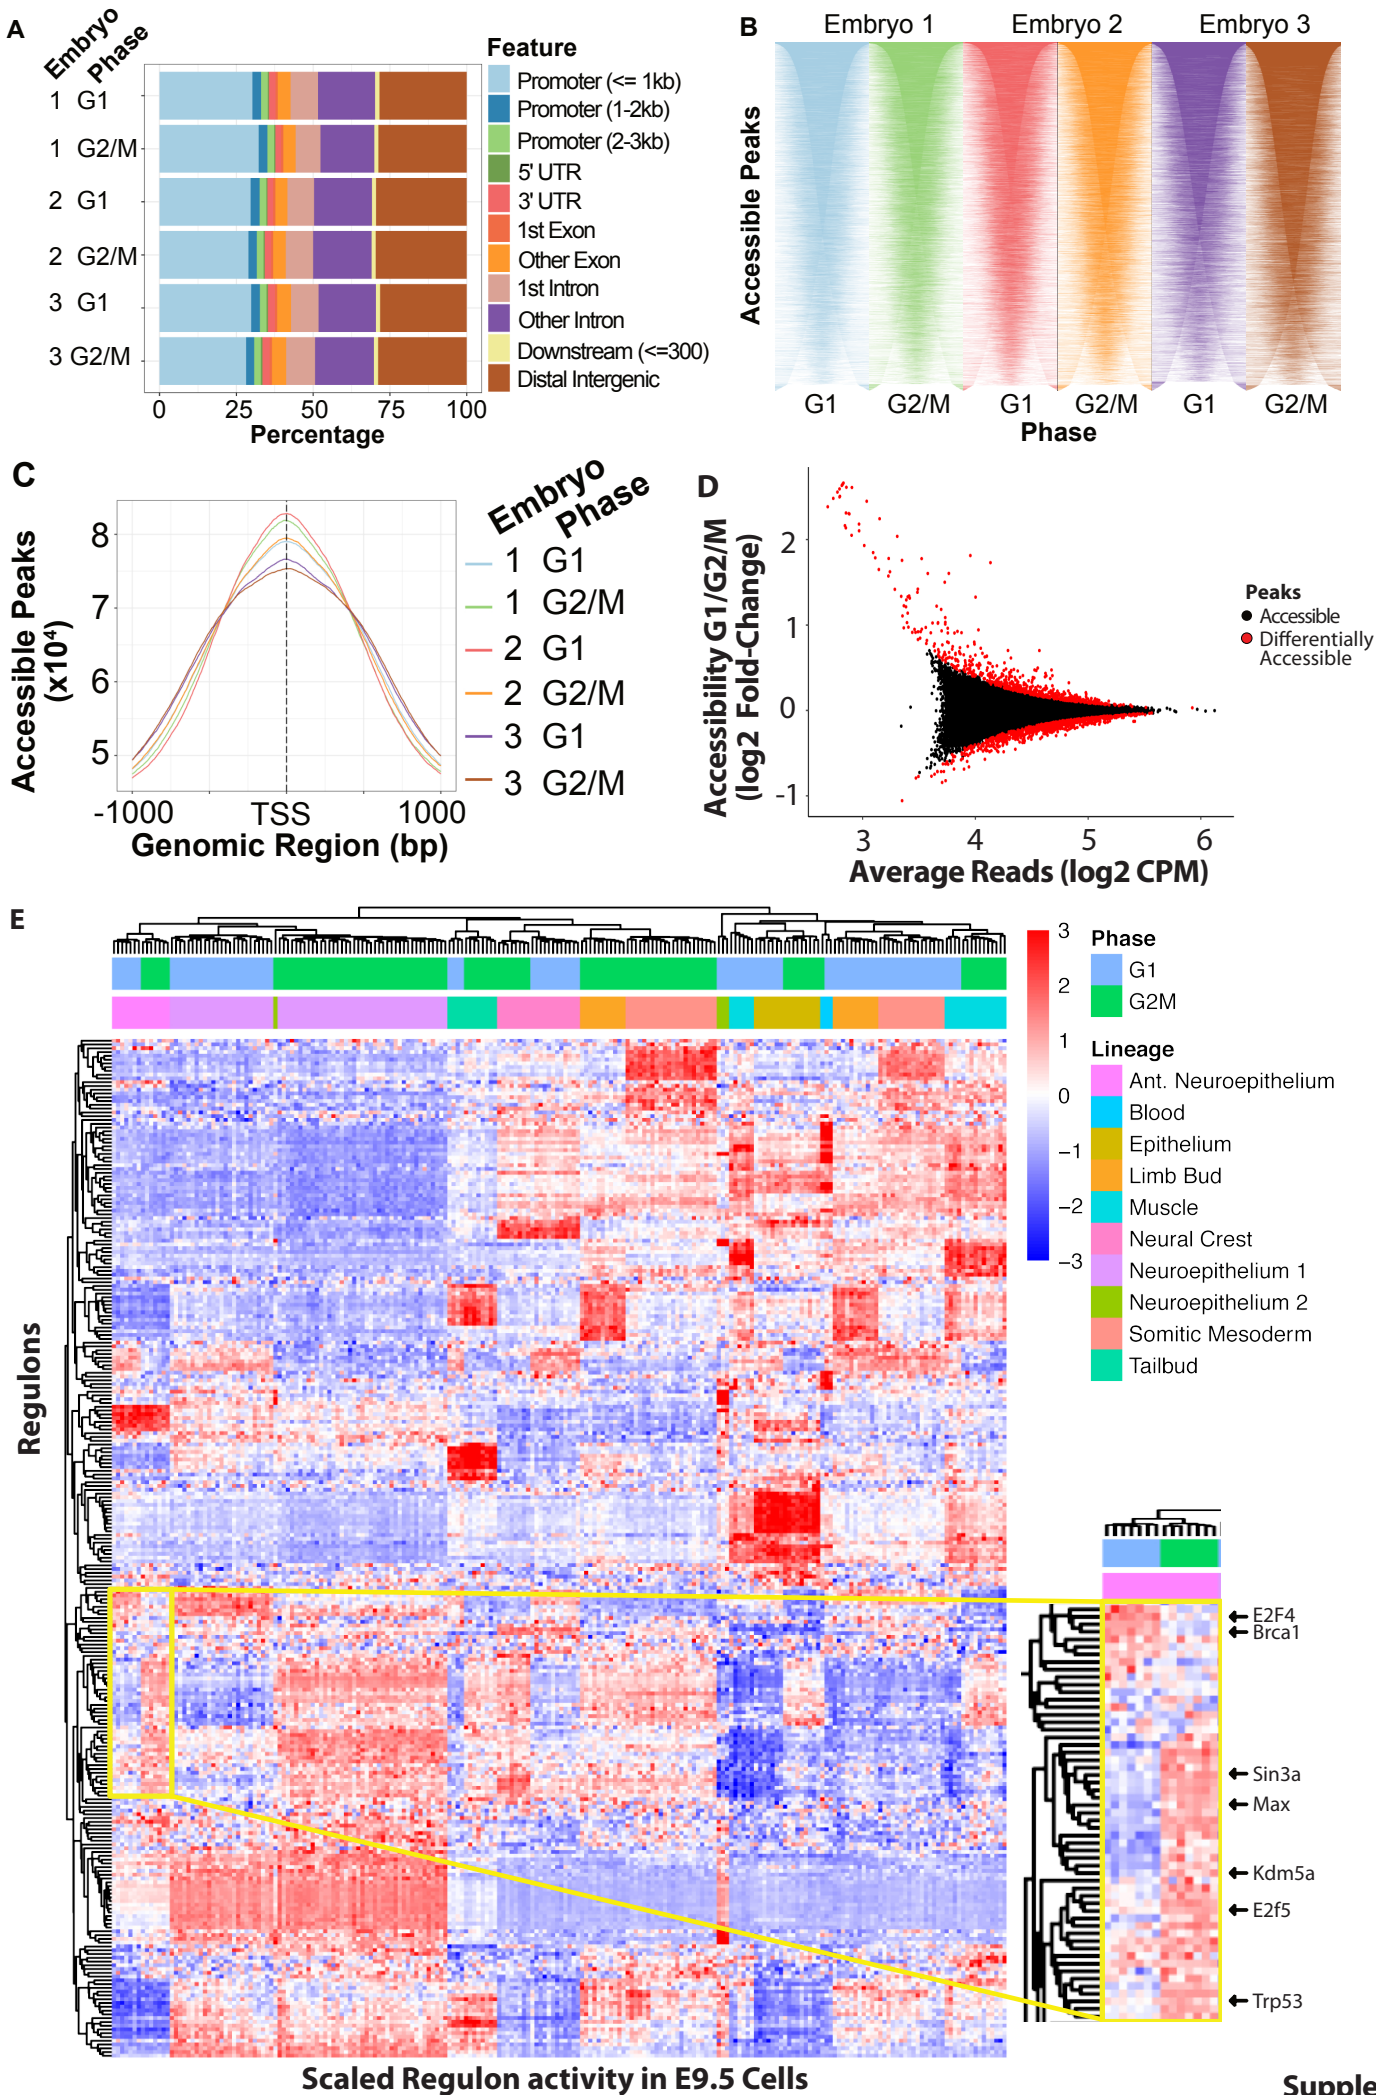

Supplementary Figure 7.

**Supplementary Figure 7. Quality metrics of ATAC-seq data on cell cycle phase-sorted cells from E9.5 embryos.** (A) The distribution of accessible chromatin peaks (FDR<0.1) across genomic features. (B) Heatmap of ATAC-seq reads relative to TSS. (C) The collective frequency of reads at accessible peaks centered on TSS. (D) Differential accessibility between G1 and G2/M of E9.5 embryos (ATAC-seq) in relation to the magnitude of accessibility. Peaks that show differential expression (adj.  $P < 0.01$ , Benjamini-Hochberg adjusted empirical Bayes moderated t-statistic) are shown as red dots. The source data is provided in "Supplementary Source Data.xlsx". (E) All regulons identified by SCENIC among phasically expressed genes at E9.5. Unsupervised clustering of the regulons among E9.5 pseudobulk cells.

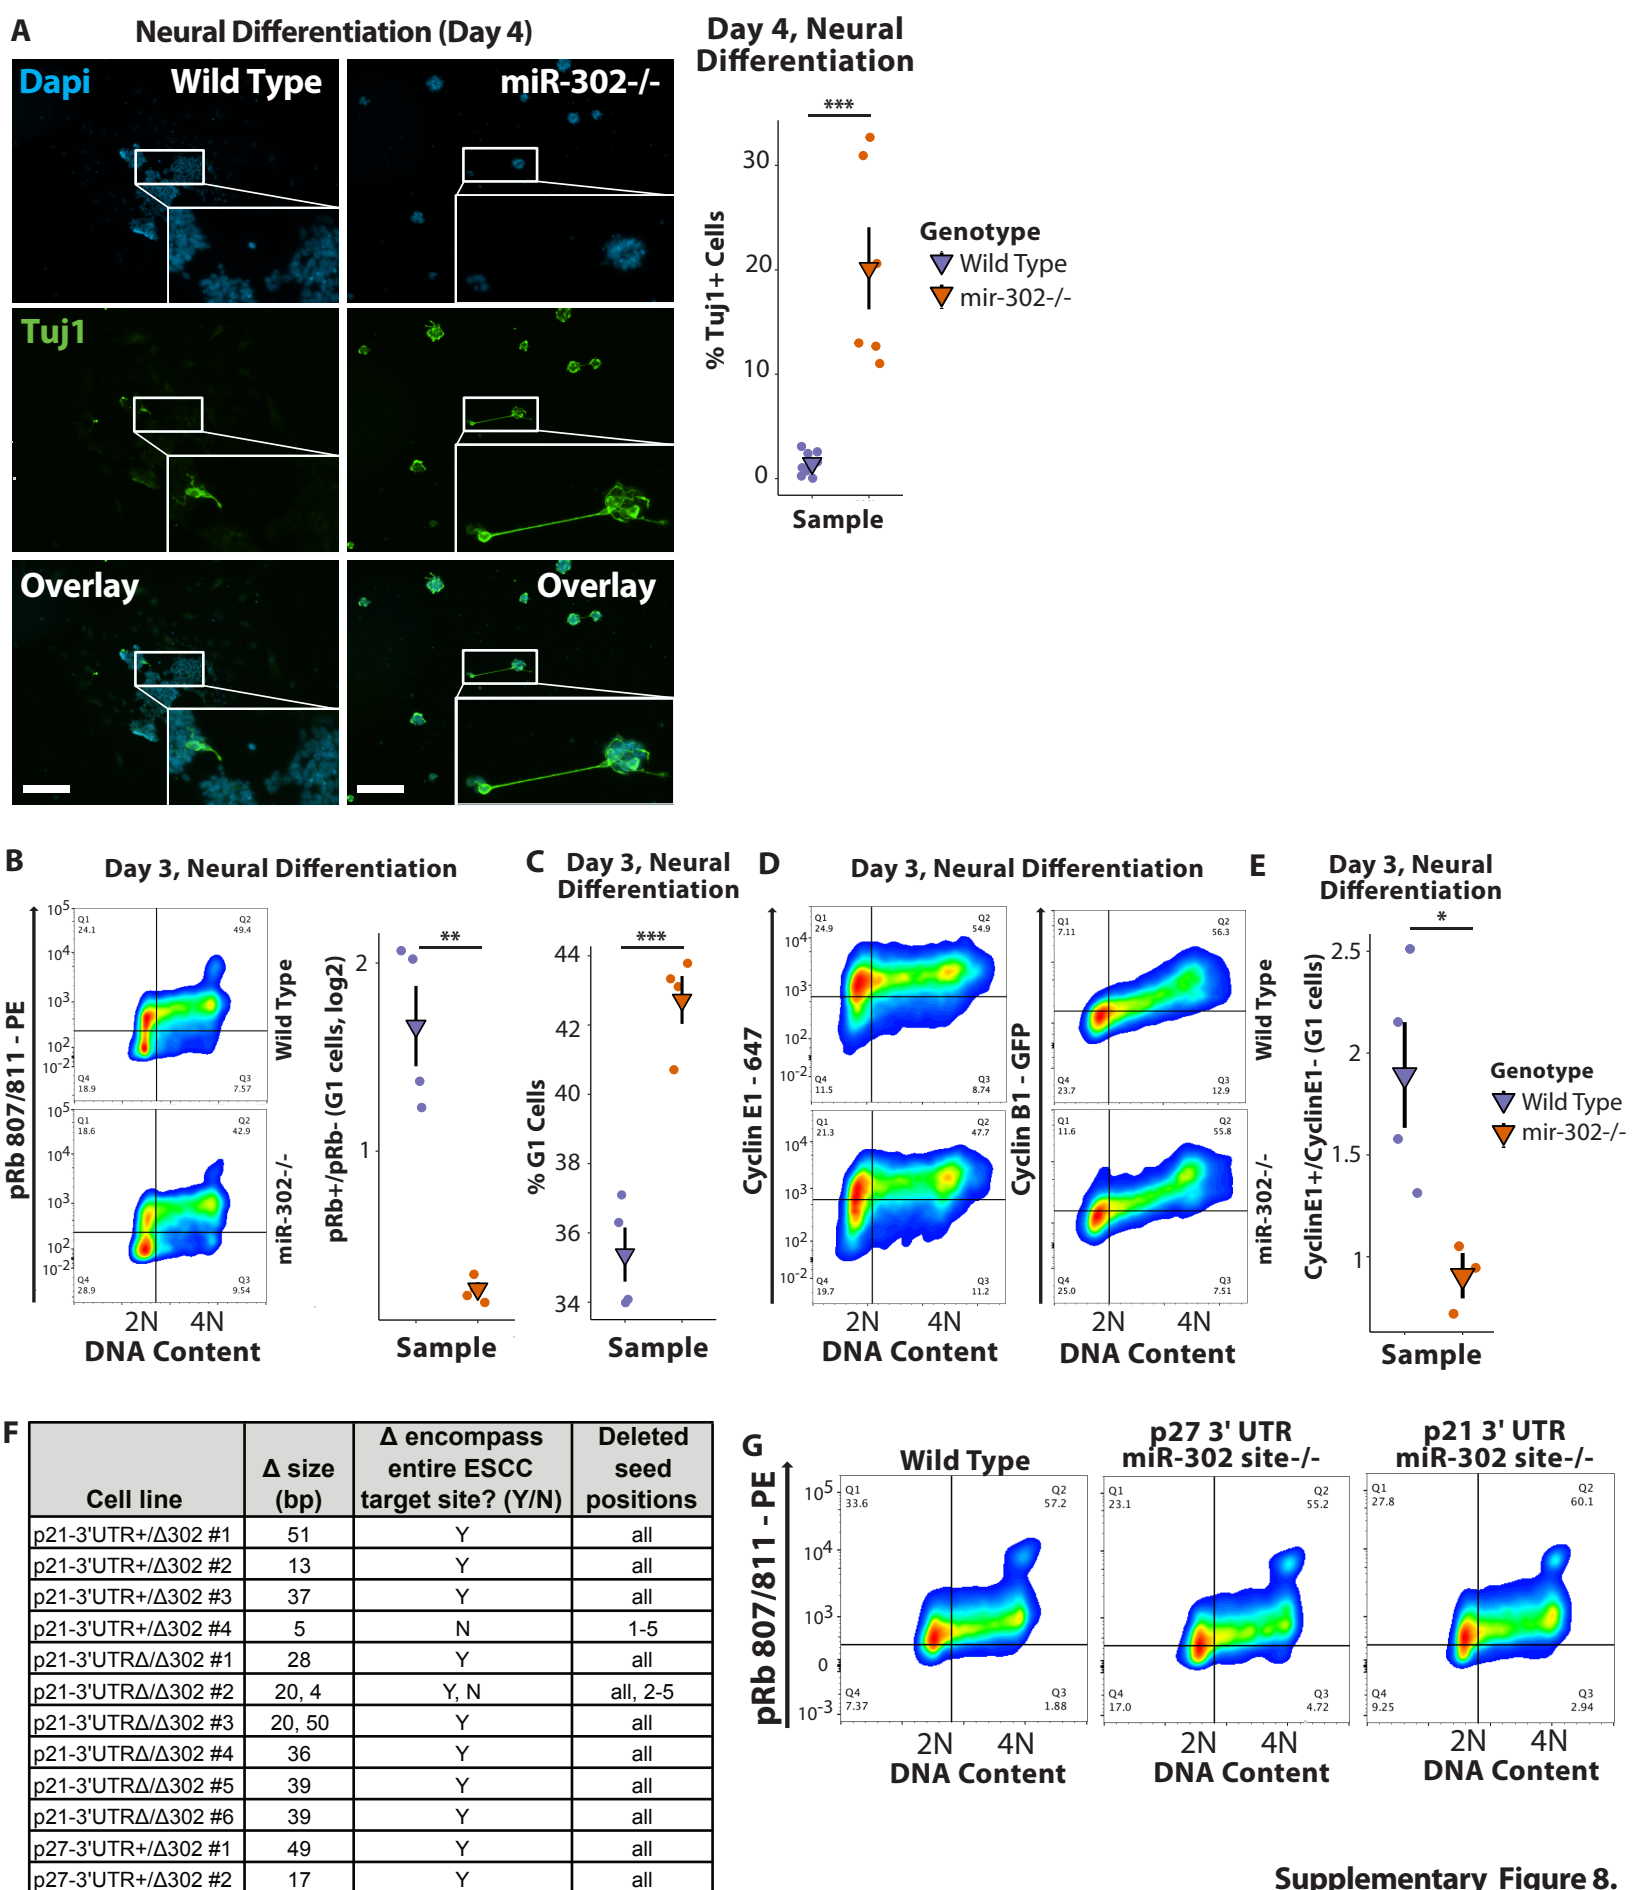

Supplementary Figure 8.

**Supplementary Figure 8. *mir-302* target site deletions in the 3'UTR of p27 and p21.** (A) Following 4 days of neural differentiation, *mir-302*<sup>-/-</sup> cells yield a higher frequency of Tuj1<sup>+</sup> neurons than control cells. (left panel)  $\beta$ III-tubulin staining (scale bar = 200um). (right panel) The percentage of  $\beta$ III-tubulin<sup>+</sup> cells per field of view (two tailed t test \*\*\* $P=0.00014$ , n=6 independent fields of view from 2 independent experiments). (B) Rb phosphorylation is reduced during neural differentiation of *mir-302*<sup>-/-</sup> cells. The fraction of pRb 807/811<sup>+</sup> cells is lower in *mir-302*<sup>-/-</sup> cells than controls after 3 days of differentiation (two-tailed t test \*\* $P=0.0048$ , n=4 biologically independent samples). (C) 3 days into neural differentiation, the fraction of *mir-302*<sup>-/-</sup> cells in G1 phase of the cell cycle is increased relative to controls (two-tailed t test \*\*\* $P=0.00041$ , n=4 biologically independent samples). (D,E) Cyclin E1 prematurely varies during neural differentiation of *mir-302*<sup>-/-</sup> cells. (D) Flow plots of Cyclin E1 (left column) and Cyclin B1 (right column) in relation to DNA content on day 3 of neural induction. (E) The fraction of G1 Cyclin E1<sup>+</sup> cells is lower in *mir-302*<sup>-/-</sup> cells than controls (two-tailed t test \* $P=0.03$ , n=3 biologically independent samples (day 3)). (F) Details for each independent mutant ESC line harboring deletion of miR-302 target sites within the 3'UTR of *Cdkn1a* (p21) or *Cdkn1b* (p27). (G) Rb phosphorylation is reduced in ESCs harboring deletion of miR-302 target sites within the 3'UTR of *Cdkn1a* (p21) or *Cdkn1b* (p27). The source data for A-C, and E are provided in "Supplementary Source Data.xlsx".

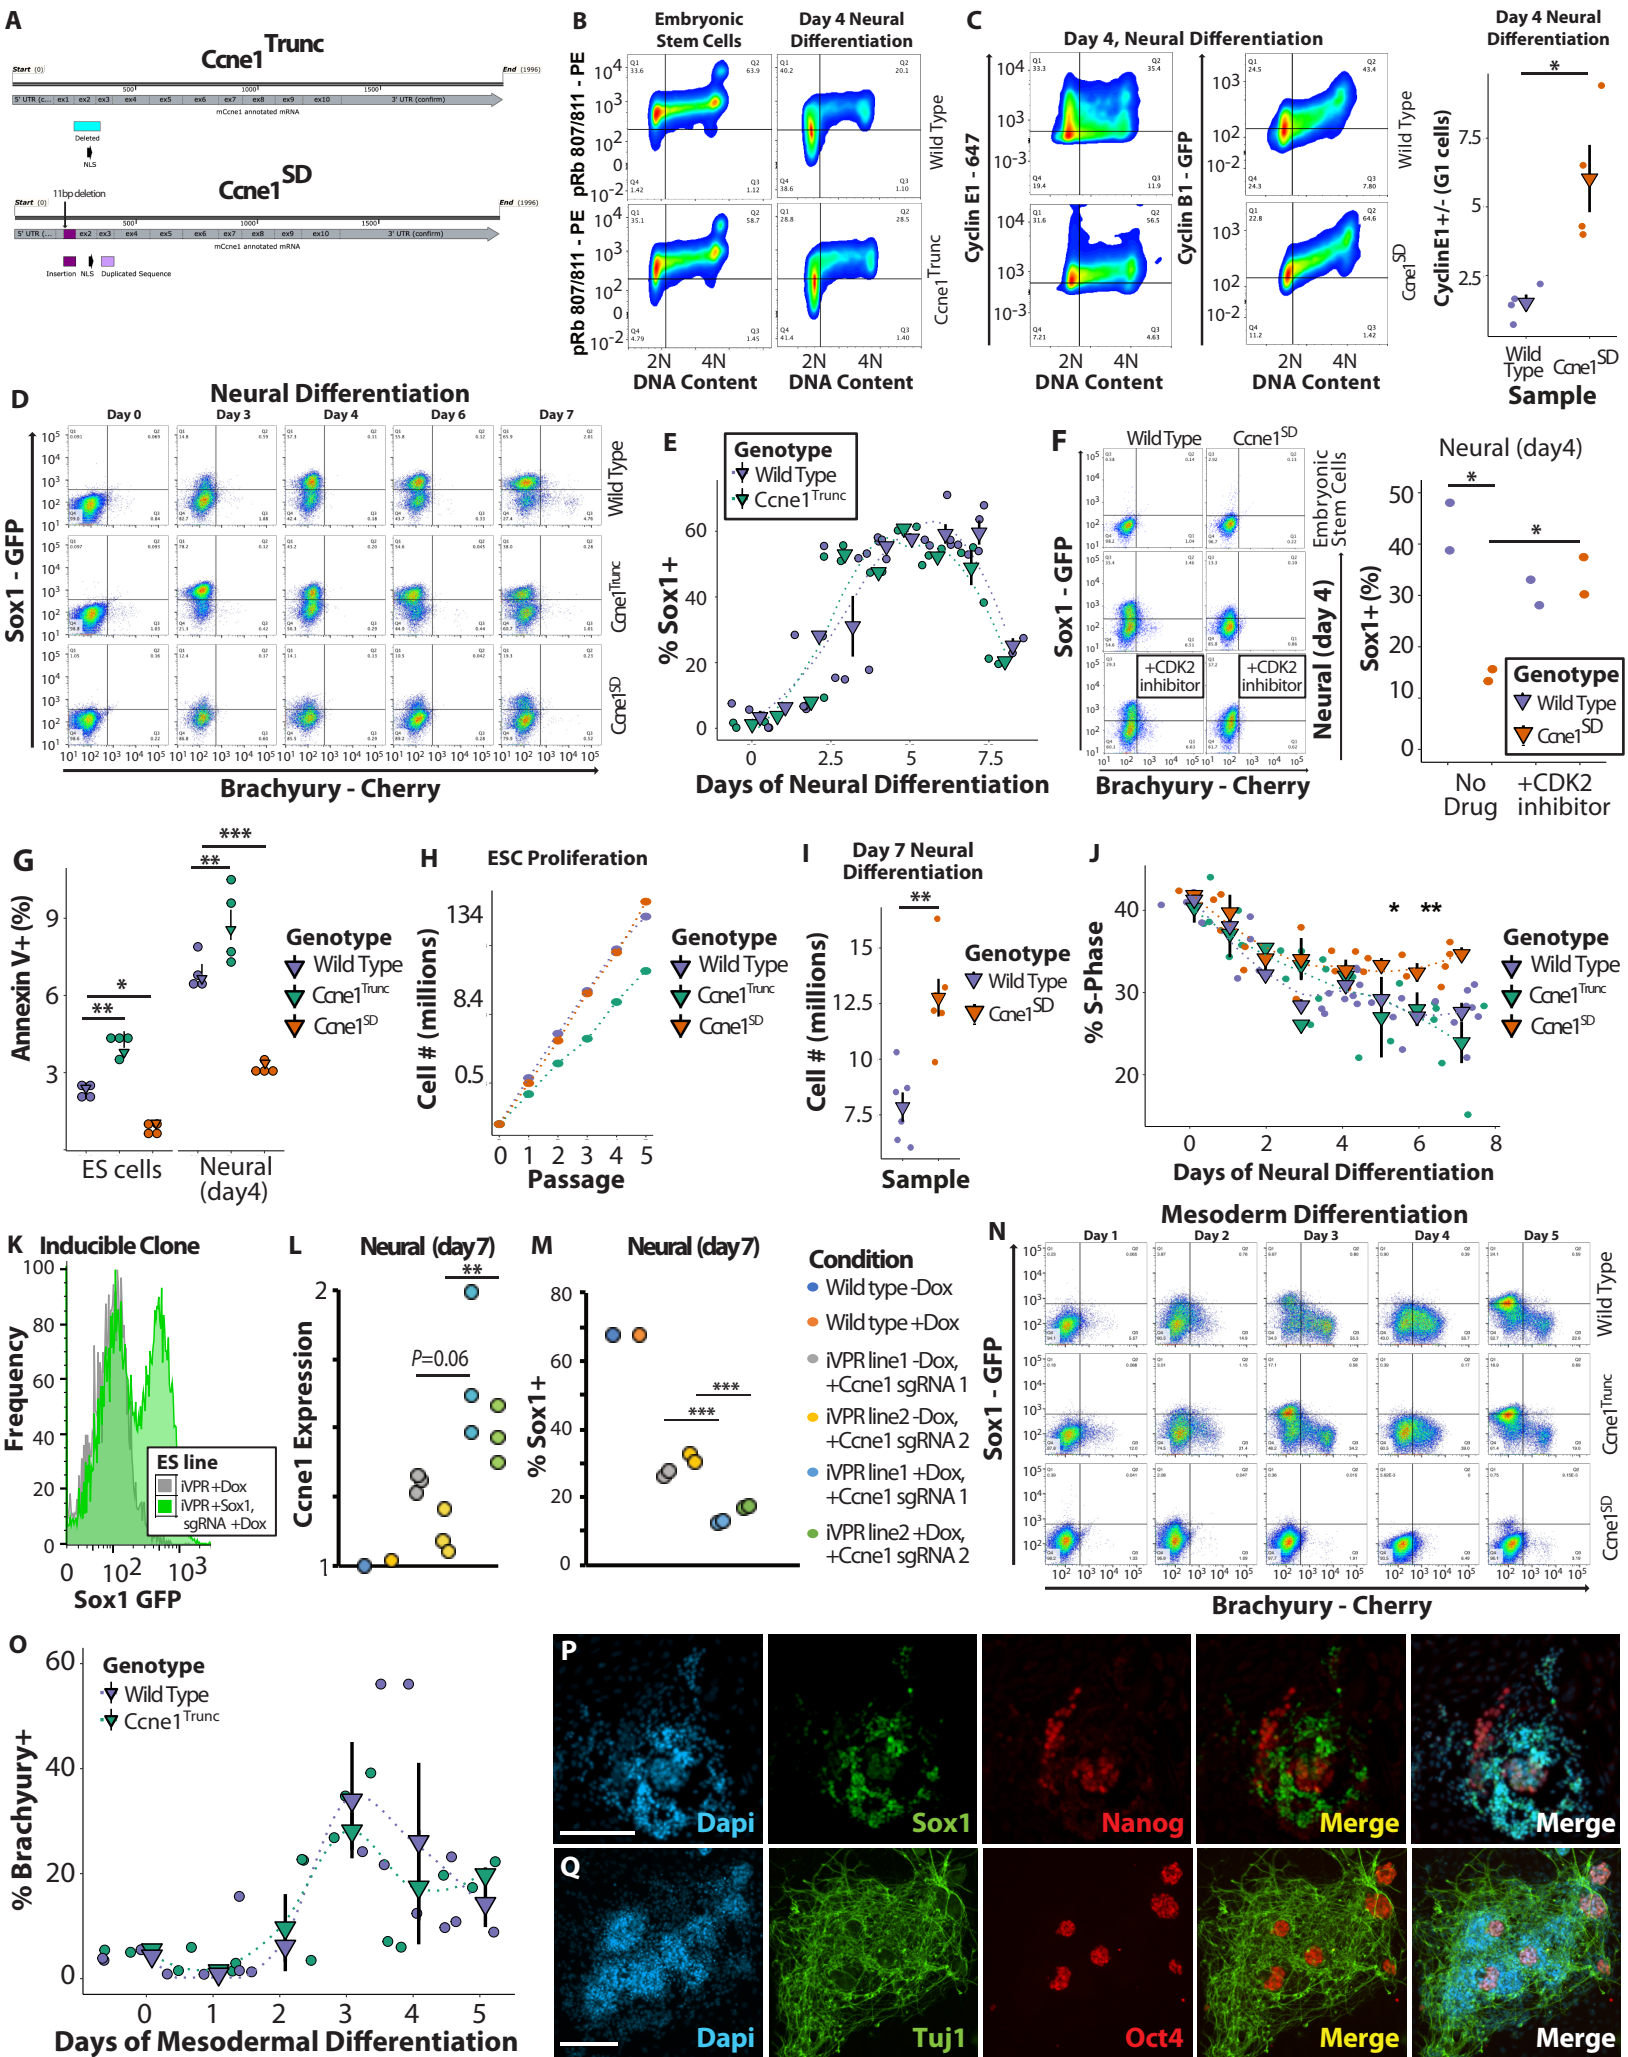

Supplementary Figure 9.

**Supplementary Figure 9. Analysis of *Ccne1*<sup>SD</sup> and *Ccne1*<sup>Trunc</sup> mutant lines.** (A) *Ccne1*<sup>SD</sup> and *Ccne1*<sup>Trunc</sup> mutation schematics. (B) Unphosphorylated Rb (pRb-) at Ser807/811 arises during neural differentiation (day 4) of control and *Ccne1*<sup>Trunc</sup> mutants. (C) Cyclin E1 persists across the cell cycle of *Ccne1*<sup>SD</sup> cells after 4 days of neural induction. (left panel) Flow plots of Cyclin E1 and Cyclin B1 in relation to DNA content. (right panel) The fraction of G1 Cyclin E1+ cells is higher in *Ccne1*<sup>SD</sup> than controls (two-tailed t-test  $*P=0.01$ ,  $n=4$  biologically independent samples). (D) Flow plots of Sox1-GFP expression during neural differentiation timecourse of *Ccne1*<sup>SD</sup>, *Ccne1*<sup>Trunc</sup> and control cells. (E) Neural differentiation of *Ccne1*<sup>Trunc</sup> mutants compared to controls (biologically independent samples on day 0 to 8 of differentiation:  $n=3, 2, 2, 3, 2, 2, 3, 3, 2$ ). (F) CDK2 inhibition rescues *Ccne1*<sup>SD</sup> differentiation. The fraction of Sox1+ *Ccne1*<sup>SD</sup> cells following 4 days of neural differentiation was reduced relative to controls, but increased by administration of a CDK2 inhibitor throughout the differentiation ( $*P < 0.05$ , Tukey's post-hoc, two-way ANOVA,  $n=2$  biologically independent samples). (G) *Ccne1*<sup>SD</sup> mutants undergo less apoptosis than control ESCs and neuroepithelium ( $*P=0.024$  [ES],  $**P<0.0052$  [ES],  $**P<0.0015$  [day 4],  $***P<0.001$  [day 4], Tukey's multiple comparison test, two-way ANOVA,  $n=4$  biologically independent samples). (H) Expansion of *Ccne1*<sup>SD</sup> ESCs is comparable to controls. (I) The number of *Ccne1*<sup>SD</sup> cells is greater than controls following 7 days of neural induction (two-tailed t-test  $**P=0.0029$ ,  $n=6$  biologically independent samples). (J) The fraction of *Ccne1*<sup>SD</sup> cells in S-Phase increases during neural differentiation (adjusted t-tests,  $*P=0.05$ ,  $**P<0.010$ ,  $n=3$  biologically independent samples). (K-M) Forced Cyclin E1 expression suppresses neural differentiation. (K) A Sox1-GFP clone with doxycycline-inducible dCas9-VPR activity. Doxycycline induces Sox1-GFP expression in clone with Sox1 gRNA and inducible dCas9-VPR. (L) *Ccne1* QPCR in two dCas9-VPR +*Ccne1* gRNA lines (two-tailed t-test  $**P=0.0097$ ,  $n=3$  biologically independent samples). The two lines are distinct dCas9-VPR clones with distinct *Ccne1* gRNAs. (M) Differentiation of ESCs to Sox1+ neuroepithelium is impaired by forcing expression of *Ccne1*. The fraction of Sox1+ cells after 7 days of neural differentiation is reduced following induction of *Ccne1* expression by dCas9-VPR ( $n=2$  biologically independent samples). (N) Flow plots of Bry-Cherry expression during mesodermal differentiation timecourse of *Ccne1*<sup>Trunc</sup> and control cells. (O) Mesodermal differentiation of *Ccne1*<sup>Trunc</sup> mutants compared to controls ( $n=3$  biologically independent samples). (P,Q) Pluripotency and differentiation markers are mutually exclusive following 10 days of neural differentiation. (P) The pluripotency marker NANOG does not overlap early neural marker Sox1 (GFP from the Sox1-GFP reporter is stained as a Sox1 proxy) (scale bar = 100um). (Q) The pluripotency marker OCT4 does not overlap early neuronal marker TUJ1 (scale bar = 100um). "Supplementary Source Data.xlsx" provides the source data for C, E-I, J, L, M and O.

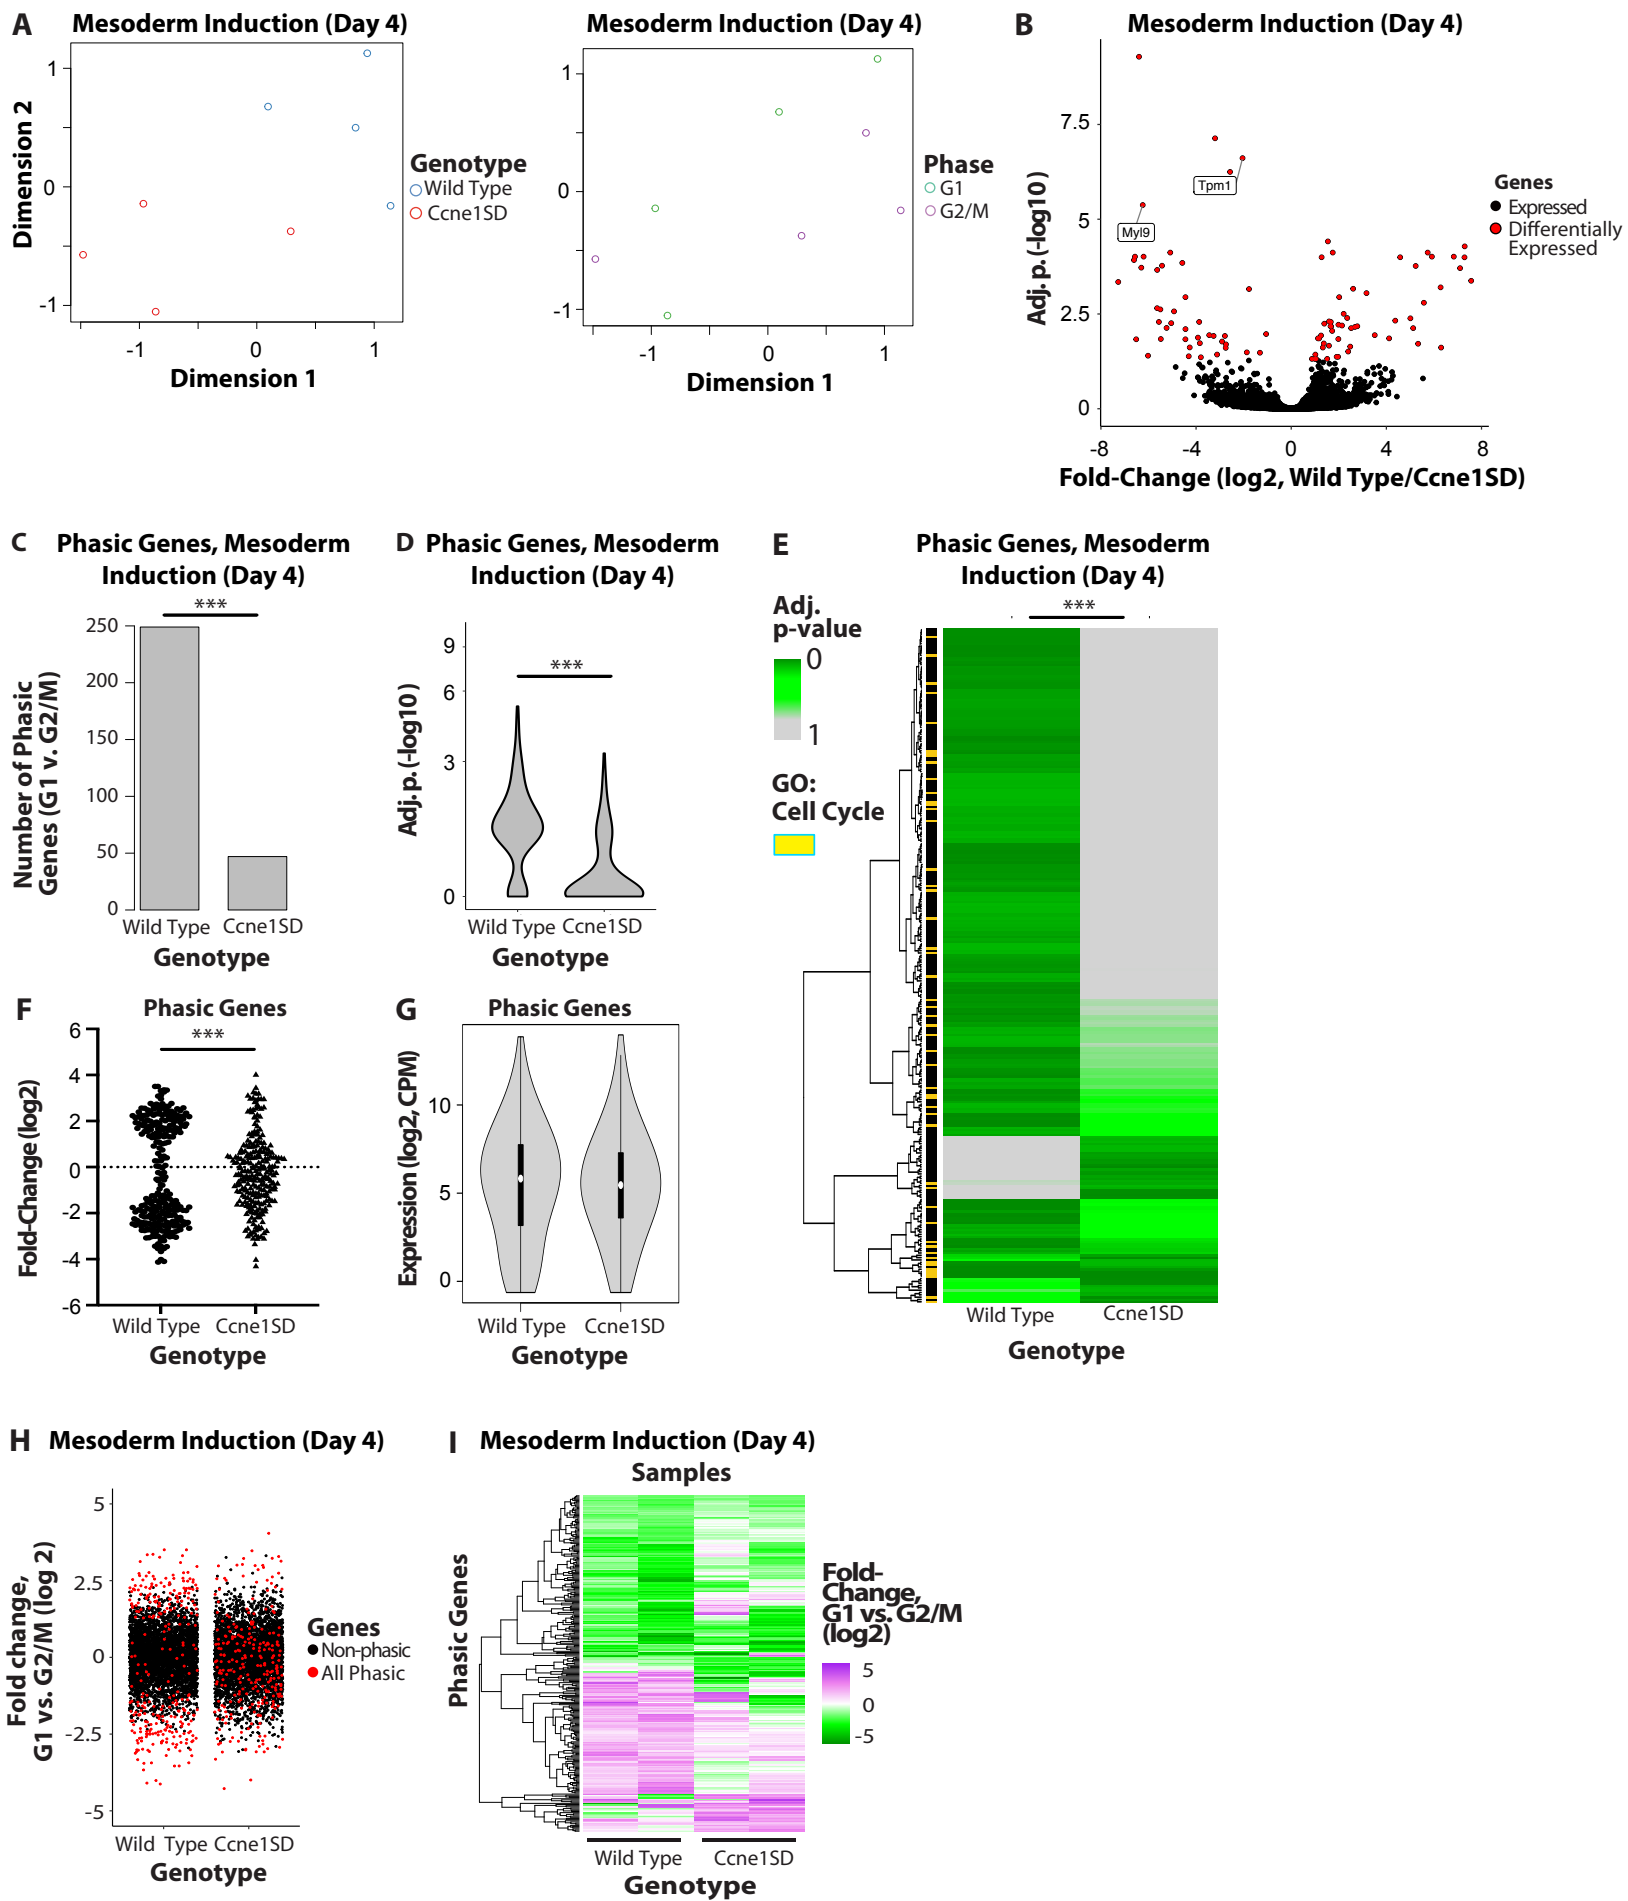

Supplementary Figure 10.

**Supplementary Figure 10. Phasic expression in wild type and Ccne1<sup>SD</sup> cells 4 days into mesoderm differentiation assay.** (A) Uniform Manifold Approximation and Projection (UMAP) plots of each replicate separated by genotype (left panel) and cell cycle phase (right panel). (B) Differential expression between wild type and Ccne1<sup>SD</sup> cells following 4 days of mesodermal induction. The log<sub>2</sub> fold-change and -log<sub>10</sub> adj. *P*-value of all expressed genes (black dots) and differentially expressed genes (red dots, adj. *P* < 0.05) between genotypes. (C-I) Comparison of 'phasically expressed' genes, those differentially expressed between G1 and G2/M of either wild type or Ccne1<sup>SD</sup> cells after 4 days of mesodermal induction. (C) More genes are differentially expressed between G1 and G2/M (adj. *P* < 0.1) of wild type than Ccne1<sup>SD</sup> cells (\*\*\**P* < 0.001, Chi-square test). (D) The distribution of adj. *P*-values (from 'C') in each genotype (Wilcoxon Rank Test, \*\*\**P* < 0.001). (E) Heat map of adj. *P*-values for all genes shown in C (Wilcoxon Rank Test, \*\*\**P* < 0.001). (F) The distribution of fold change values for all genes shown in C (\*\*\**P* < 0.001, two-tailed t-test). (G) The distribution of log<sub>2</sub> counts per million for all genes from C. White dot, median. Box edges, 25<sup>th</sup> and 75<sup>th</sup> quartiles. Whiskers, 1.5x the IQR of the box edge. (H) The log<sub>2</sub> fold-change between G1 and G2/M of all expressed genes (black dots) and phasically expressed genes (red dots, adj. *P* < 0.1) for each genotype. (D) The log<sub>2</sub> fold-change between G1 and G2/M of phasically expressed genes in each replicate. (C-I) Differential expression was evaluated with a Wald Chi-squared test and n=2 biologically independent samples for each genotype and phase.

# Embryonic Stem Cells

Wild Type   Ccne1<sup>Trunc</sup>   Ccne1<sup>SD</sup>

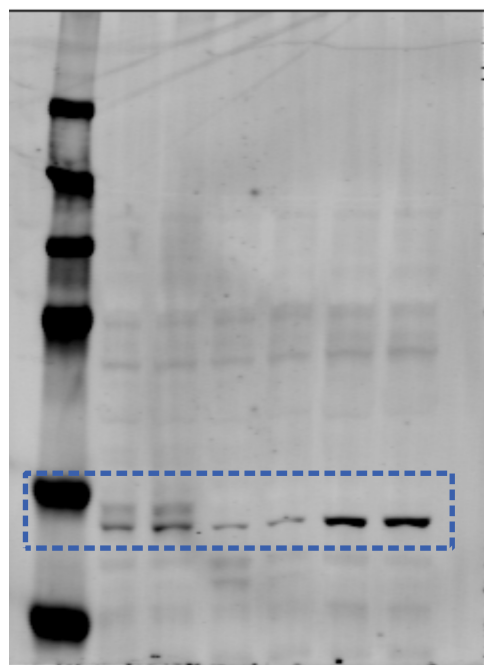

← Cyclin E1

37 kDa →

Region cropped and displayed in Figure 7A

# Embryonic Stem Cells

Wild Type   Ccne1<sup>Trunc</sup>   Ccne1<sup>SD</sup>

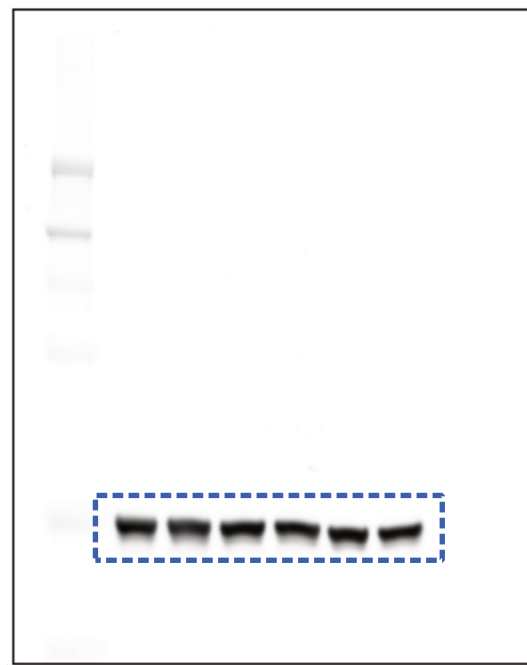

← GAPDH

Supplementary Figure 11.

**Supplementary Figure 11. Whole Western Blots displayed in Figure 7A.**

### Supplementary References

1. Kuleshov, M.V. *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* **44**, W90-7 (2016).
2. Pijuan-Sala, B. *et al.* A single-cell molecular map of mouse gastrulation and early organogenesis. *Nature* **566**, 490-495 (2019).
3. Whitfield, M.L. *et al.* Identification of genes periodically expressed in the human cell cycle and their expression in tumors. *Mol Biol Cell* **13**, 1977-2000 (2002).

# Supplementary material for: G1/S restriction point coordinates phasic gene expression and cell differentiation
**Source:** Nat Commun. 2022 Jun 27;13:3696. doi: 10.1038/s41467-022-31101-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. Bulk differential expression between G1 and G2/M of 3T3 and mouse ESCs. 3' end capture.**

**Supplementary Data 2. Bulk differential expression between G1 and G2/M of E7.5, E8.5 and E9.5 embryos. 3' end capture.**

**Supplementary Data 3. Bulk differential expression between G1 and G2/M of E8.5 and E9.5 embryos. Full-length transcript capture.**

**Supplementary Data 4. Bulk differential expression between G1 and G2/M of miR-302<sup>-/-</sup> (E8.5) and p27<sup>-/-</sup> (E9.5) and somite-matched control embryos. GFP<sup>+</sup> cells from miR-302-GFP embryos were sorted for the analysis.**

**Supplementary Data 5. Differential expression between G1 and G2/M of single-cells from E9.5 embryos.** Phasic expression across all cells, in individual lineages as well as lineage-specific phasic expression are shown in separate tabs.

**Supplementary Data 6. Differential expression between G1 and G2/M in lineages of miR-302<sup>-/-</sup> (E7.5) and p27<sup>-/-</sup> (E9.5) embryos along with controls.**

**Supplementary Data 7. Enrichment of DNA binding motifs in E9.5 G1 and G2/M ATAC-seq peaks evaluated using HOMER.**

**Supplementary Data 8. Differential expression between G1 and G2/M of control and Ccne1<sup>SD</sup> cells 4 days into mesoderm differentiation assay. 3' end capture.** Phasic expression across control and Ccne1<sup>SD</sup> cells are shown in separate tabs.

# Supplementary material for: G1/S restriction point coordinates phasic gene expression and cell differentiation
**Source:** Nat Commun. 2022 Jun 27;13:3696. doi: 10.1038/s41467-022-31101-0
**Supplement:** Supplementary file 11 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

Data collection

The software and code used for data collection are listed below. Each was used as described in the manuscript.

-FACSDiva v8.0.1

Data analysis

The software and code used to analyze the data are listed below. Each was used as described in the manuscript.

-FloJo v10.8.1  
 -DESeq2 v1.22.2  
 -limma v3.38.3, v3.40.6  
 -enrichR v2.1  
 -Cutadapt v1.18  
 -STAR v2.7.1a  
 -Drop-seq v1.12  
 -Seurat2,  
 -Cell Ranger v3.0.2  
 -LOUPE v3.0.1  
 -MAST v1.8.2  
 -Monocle3  
 -ChIPseeker v1.32  
 -bowtie2  
 -Samtools v1.9  
 -Picard Tools v2.20.2

-Macs2  
 -Bedtools v2.27.1  
 -Homer v4.9.1  
 -SCENIC v 1.1.2-2  
 -GENIE3 v1.4.0  
 -PRISM v9  
 -R v3.5.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available on GEO under the accession number GSE142215. This data has been made public and is available at: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142215>. Figures 1 to 5 and S1 and S10 have associated raw data available via GSE142215. There are no restrictions on availability of the data.

To analyze these data, we used Mus musculus genome assembly GRCm38 mm10 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/)), the comprehensive GRCm38 GENCODE gene annotation ([https://www.gencodegenes.org/mouse/release\\_M2.html](https://www.gencodegenes.org/mouse/release_M2.html)) and Cyclebase (<https://cyclebase.org/CyclebaseSearch>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes are indicated in the figure legends. Sample sizes were based on previous experiments or pilot experiments. The sizes were chosen to enable comparisons of interest, for example between samples with different genotypes, at different stages or from different lineages. The metrics used to evaluate reproducibility and make statistical comparisons between the groups are detailed in the figure captions and methods of the manuscript.                                                                                                                                                                                                                                                                                                                                                                             |
| Data exclusions | <p>All data were included with the exception of outliers in the 3' end count libraries of phase-sorted embryos between E7.5 and E9.5. We used global UMAPs to quality control of the mRNA-seq samples, where the expectation is that samples of the same embryonic stage would cluster together. The samples that did not cluster by stage were removed. Inspection of the expression profiles suggests that the failure of these samples to cluster with samples of the same group was likely due to contaminating yolk sac or poor overall library quality.</p> <p>We also excluded a comparison of phasic expression between wt and ccne1sd mutant cells during neural differentiation because the wt cells had differentiated to the point where the data was heavily confounded by expression of genes from postmitotic cells</p> |
| Replication     | <p>All attempts at replication were successful.</p> <p>Distinct embryos were used for replicates in all cases except the single-cell RNA-seq knockout experiments (Figure 4) where only a single capture was performed for each of mir-302/- and p27/-. Notably, the single-cell RNA-seq experiments on knockout embryos were a complimentary approach to the bulk RNA-seq on the same mutants. In the single-cell experiments, cellular permutations were used as internal replicates for the experiments (see methods).</p> <p>Aside from the single-cell experiments on mutant embryos, each experiment was replicated at least twice. The exact number of replications for each experiment is provided in the associated caption.</p>                                                                                              |
| Randomization   | Groups were designated based on embryonic stages (Downs and Davies, 1993), cell cycle phases (gating of Hoechst staining), lineages (defined by expression) and genotypes. Additional detail on each grouping is provided in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | The majority of studies were not blinded as the samples were primarily handled by an individual experimentalist. Quantification of the overlap in Cyclin E1 and Cyclin B1 protein in E7.5, E8.5 and E9.5 was performed by an individual blinded to the remainder of this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Primary: Chicken anti-GFP (1:200, Aves Labs, GFP-1010), OCT4 at 1:200 (BD Biosciences, 611202), NANOG at 1:200 (Abcam, ab21603), pRb 807/811 PE-conjugated antibody (Cell Signaling Technologies, D20B12), TUJ1 at 1:1000 (Abcam, ab18207), Cyclin E1 for IF at 1:200 (R&D Systems, AF6810), Cyclin B1 at 1:200 (Cell Systems Technology, 4138), Cyclin E1 for flow at 1:100 (Cell Signaling Technologies, 20808S)

Secondary: Alexa Fluor 488 Donkey Anti-Chicken IgY (Jackson ImmunoResearch, 703-546-155), Alexa Fluor 594 Goat<sup>^</sup>Mouse (ThermoFisher, A21125), Alexa Fluor 488 Donkey<sup>^</sup>Rabbit IgG (ThermoFisher, A21206), Alexa Fluor 594 Goat<sup>^</sup>Rabbit (Invitrogen, A11012) and Alexa Fluor 488 Goat<sup>^</sup>Rabbit (Invitrogen, A32731TR), Alexa Fluor 488 Goat<sup>^</sup>Mouse IgG1 (Jackson ImmunoResearch, 115-545-205), Alexa Fluor 594 Donkey<sup>^</sup>Sheep IgG (ThermoFisher, A11016).

### Validation

GFP: GFP was evaluated in mir-302 GFP-knock-in reporter animals relative to wt embryos. The observed distribution is consistent with the distribution evident in fresh samples. Please see the manufacturer's website for additional validation and associated citations: <https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>

OCT4/NANOG: Both were evaluated in mouse embryonic stem cells for positive staining, and compared to mouse embryonic fibroblast and neuroepithelium as negative controls. Please see the manufacturer's website for additional validation and associated citations: <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-oct3-4.611202> (OCT4), and <https://www.abcam.com/nanog-antibody-ab80892.html> (NANOG).

pRb: Evaluated by flow in mouse embryonic stem cells using an Rb knockout line as a control. Also as expected, pRb also increases following G1/S transit. Please see the manufacturer's website for additional validation and associated citations: <https://www.cellsignal.com/products/antibody-conjugates/phospho-rb-ser807-811-d20b12-xp-rabbit-mab-pe-conjugate/11917>

TUJ1: Used embryonic sections with postmitotic neurons as well as in vitro differentiated neurons as positive controls. ES cells and non-neuronal embryonic regions served as negative controls. Please see the manufacturer's website for additional validation and associated citations: <https://www.abcam.com/beta-iii-tubulin-antibody-neuronal-marker-ab18207.html>

Cyclin E1: Compared positive signal in mitotic cells to negative signal in post-mitotic cells. Please see the manufacturer's website for additional validation and associated citations: [https://www.rndsystems.com/products/human-cyclin-e1-antibody\\_af6810](https://www.rndsystems.com/products/human-cyclin-e1-antibody_af6810) (IF), and <https://www.cellsignal.com/products/primary-antibodies/cyclin-e1-d7t3u-rabbit-mab/20808> (Flow)

Cyclin B1: Evaluated cellular distribution (nuclear in M phase and cytoplasmic in other cell cycle phases). Please see the manufacturer's website for additional validation and associated citations: <https://www.cellsignal.com/products/primary-antibodies/cyclin-b1-antibody/4138>

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

V6.5 embryonic stem (ES) cells (Jaenisch lab); DGCR8<sup>-/-</sup> ES cells (derived in house in the Blelloch lab); SBR reporter ES cells (Suter lab). NIH/3T3 fibroblasts (ATCC). Novel mutants generated as described in methods.

#### Authentication

The DGCR8<sup>-/-</sup> ES cells were generated in the Blelloch lab and genotyped by southern and western blots.

The SBR ESCs were generated in the Suter lab, and authenticated by genotyping (PCR) and using directed differentiations.

The 3T3 cells were authenticated via morphology.

Mycoplasma contamination

The novel mutants were authenticated as described in the manuscript.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

species: mus musculus, strain: C57Bl6/J, males and females. Adult animals >6 weeks of age were bred and embryos analyzed at the stages described throughout the manuscript.

Mice were maintained on a 12 hour light/dark cycle. Mice were bred as trios and housed 5 per cage otherwise. Mice were housed between 20 and 23 degrees Celsius and 40-50% relative humidity.

Wild animals

no wild animals were used in this study

Field-collected samples

no field collected samples were used in this study

Ethics oversight

All mice were maintained in accordance with the UCSF animal husbandry guidelines. All experiments were reviewed and approved by the UCSF Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Detailed in the methods section of the manuscript.

Instrument

Flow cytometry was performed on BD LSR II instruments. FACS was performed on BD FACSAria II instruments.

Software

FACSDiva software was used to collect the data and FloJo v10.6.1 was used to analyze the data.

Cell population abundance

The abundance of relevant populations is quantified and presented throughout the manuscript. Re-sorting of gated collected fractions was used during the initial FACS quality control to evaluate protocols. Additional purity metrics of the transcription-profiled single-cells are provided throughout the manuscript.

Gating strategy

The following gating strategy was used: 1) Cells from culture or dissociated embryos were sorted from debris based on FSC/SSC gates, 2) Single cells were separated from doublets based on concordance of FSC-A and FSC-H, and 3) Phases of the cell cycle were sorted based on gating of gap phases. Positive cells were defined by negative cellular controls: e.g. mir-302-GFP+ by mir-302-GFP- embryos, Sox1+/Bry+ by wild type ESCs and pRb+ relative to Rb-/- ESCs.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

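Sorted G1 and G2/M cells were compared in 3T3 cells and ESCs (6 libraries per phase each), in wt whole embryos at E7.5, E8.5 and E9.5 (2 libraries per phase and stage), in mir-302+/- and mir-302-/- embryos at E8.5 and in p27+/+ and p27-/- embryos at E9.5 (3 libraries per phase and genotype each), and in wt and Ccne1SD cells in mesodermal conditions (2 libraries per phase and genotype). Total RNA was measured at E8.5 (1 library per phase) and E9.5 (3 per phase), microRNAs at E7.5, E8.5 and E9.5 (3, 3 and 9 libraries), chromatin accessibility at E9.5 (3 per phase), and single cells in 12 libraries at E7.5 and E9.5.

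The 3′ libraries were made with the Quant-seq kit and sequenced single-end, and the authors deposited raw counts per gene on GRCm38. The aligner and counter are not named in the sample records. For total RNA the authors deposited raw counts over exons and over introns in separate files. For ATAC-seq the authors trimmed reads with cutadapt, aligned them with bowtie2, removed mitochondrial and duplicate reads, called peaks with Macs2 and deposited raw counts over a shared list of peaks. For microRNAs the authors trimmed with Cutadapt, aligned with STAR to miRBase, kept uniquely aligned reads and deposited CPM values. For single cells the authors deposited raw UMI counts per cell and gene.

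Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes above 5 CPM in every library of at least 1 group were kept, libraries were scaled by TMM, and the quasi-likelihood F test of edgeR gave p values, which were adjusted by Benjamini and Hochberg over the genes tested. A gene was called at an adjusted p under 0.1. All adjusted p values given for genes, exons, introns, peaks and pseudobulks are those of edgeR unless DESeq2 or limma is named. Log2 CPM values carry a prior count of 2. The 12 whole-embryo libraries were fitted together, as were the genotypes of each mutant, while 3T3 cells, ESCs and each mesodermal genotype were fitted on their own. Differences between stages or genotypes were tested as interactions. Exon and intron changes were compared in limma 3.58.1 with voom weights and the library as a random block (statmod 1.5.0). A fold against a group with 3 counts or fewer in every library was computed against that floor and is a lower bound.

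MicroRNA values were analysed as log2(CPM + 10) with moderated t tests in limma, at an adjusted p under 0.01. A test on counts had been chosen for them before the data were examined, and was replaced because the values are CPM. Dividing the values of each library by its smallest step gave whole numbers for 7197 of 7197 values, and edgeR on these recovered reads was run as an alternative. Peaks were called changed at an adjusted p under 0.1 and an absolute log2 fold change above 0.5, and were assigned to the nearest transcription start. Enrichments were tested with the hypergeometric distribution or Fisher's exact test, target lists with camera in limma, and stages with exact permutation of libraries.

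Single-cell data were processed in Python 3.11.15 with scanpy 1.11.5 and leidenalg 0.10.2. Cells needed 5000 UMIs and at most 5% mitochondrial UMIs. Sums of 10 cells were tested in edgeR for genes found in at least 20% of cells, with the adjusted p taken as the median of 10 random draws.

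Phase and genotype come from the sample records. In 4 mir-302 libraries, 4 p27 libraries and 4 single-cell libraries the phase in the record conflicts with the phase in the name of the deposited file. Comparisons used the libraries without a conflict, and alternatives used all libraries by either record. Single-cell collections and their lineages were compared by each record in turn, since they need libraries with a conflict. Libraries labelled p27-/- express more Cdkn1b than those labelled p27+/+, and the labels were kept.

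Depth was lowest in the p27 libraries and in the E7.5 microRNA libraries. A library of 471715 counts gives a gene at 5 CPM fewer than 3 counts, so such genes carry large counting errors. The tests were checked on simulated counts with the depth and scatter of these libraries. At a log2 change of 2, edgeR recovered 42 of 100 genes in the whole-embryo design with 18.5% of calls false, and DESeq2 1.42.0 recovered 54 with 40.7% false.

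The alternatives were DESeq2's Wald test, DESeq2's size factors, no filter on low counts, an adjusted p under 0.05, the replicate number as a block, separate or joint fits, other limits for peaks and cells, and leaving out each replicate. Genes are named if the paper names them, if they belong to textbook lists of 9 G1/S and 15 G2/M genes, or if they are among the 3 with the largest change in either direction. The published atlas, pseudotime, regulatory network and protein analyses were left out because their input or software was not at hand. The planned correlation of accessibility with expression is not reported here.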

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

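The tests of erythroid markers in total RNA exons and in peaks, and of genes lost from a library, were chosen only after the result was seen.

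The phase effects of a pair of histone H2B genes differ between the p27 genotypes at E9.5 by the interaction of edgeR. For Hist1h2bn (ENSMUSG00000095217) the difference is -5.97 (standard error 1.11, adjusted p = 0.0323), from a log2 fold change of 4.89 in the libraries labelled p27+/+ to -1.08 in those labelled p27-/-. Its counts were 158 and 98 in p27+/+ G1, 0 and 4 in p27+/+ G2/M, 11 and 83 in p27-/- G1 and 42 or more in p27-/- G2/M. For Hist1h2bg (ENSMUSG00000058385) the difference is -6.96 (standard error 0.79, adjusted p = 4.75e-06), from 3.79 to -3.16, with counts of 354 and 293, 14 and 7, 22 and 52, and 156 and 522 in the same order. Over 8 alternatives, Hist1h2bn ran from -6.05 to -1.06 (adjusted p from 2.38e-06 to 1.00) and Hist1h2bg from -7.03 to -3.23 (adjusted p from 6.40e-16 to 1.00), and each was called in 6.

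A mislabelled sample was tested with a score of G2/M minus G1/S genes. The 8 libraries used lie on the side of their own phase, and the 4 p27 libraries with conflicting records all lie on the side of the phase in the file name. The libraries used are therefore not shown to be in the wrong phase. The genotype labels conflict with the expression of Cdkn1b, so the sign of the difference between genotypes may be the reverse, and the pattern cannot be told apart from exchanged genotype labels. A difference in library size was tested by thinning. At equal totals, p27+/+ still had 66 phasic genes with edgeR and 219 with DESeq2, against 15 and 23 in p27-/-. H2B genes have near-identical copies, and reads shared between them were not tested. Capture of histone mRNA, which mostly lacks the poly(A) tail the assay primes on, was not tested either.

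Erythroid and neuronal markers are higher in G1 in total RNA at E9.5. The paper found no significant extra-embryonic contamination in its 3′ samples with a placental and a yolk sac marker, and it names extra-embryonic and postmitotic cells as possible confounders of whole embryos. The median log2 fold change was 3.85 for erythroid markers (23 of 23 called higher in G1) and 1.62 for neuronal markers (19 of 21). One-sided Fisher exact tests of these lists against all genes gave p = 2.95e-26 and p = 1.53e-19. In the 3′ libraries, 16 of 17 erythroid markers were higher in G1 with a median of 3.22 (Fisher's exact p = 0.00924 for the 2 called) and 17 of 22 neuronal markers with a median of 1.49 (p = 0.0153 for the 2 called). Peaks nearest to erythroid markers were more open in G1 for 52 of 56, with 32 of them called (Fisher's exact p = 1.91e-30). In total RNA exons, erythroid markers held 0.769% to 1.38% of counts in G1 and 0.0348% to 0.0847% in G2/M, in 3 libraries per phase.

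These tests are consistent with a different mixture of cell types in the sorted fractions. Such a mixture may be biological, since cells that have left the cycle gather in G1, or technical, since blood may come from outside the embryo or sort apart from other cells. The data do not separate these. A lower complexity of the G2/M libraries was also tested at E9.5. Of 42 genes with 3 counts or fewer in both 3′ G2/M libraries, 25 could be read in exon counts. Of these 88.0% were higher in G1 there too, against 54.5% of the other genes higher in G1, and 11 of the 25 were called in exons. Genes picked for such low counts also have large changes, which favours a shared direction, and 91.4% of the genes higher in G2/M kept theirs. Loss from a library is thus not shown to account for the 25, and the rest were not tested. A part of the genes higher in G1 at E9.5 may therefore differ by cell type and not by phase within a cell.

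Dixon's test was run on 30 sets of 4 to 9 library values, namely totals of 3T3 cells and ESCs, levels of named genes and the miR-302 share. In 0 of them was a library far from the others. Other experiments were not tested this way.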

How the results depend on the processing

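The split tests of the exon and intron comparison, the miR-302 targets and the mesodermal genotypes were chosen only after the result was seen. Apart from the settings named here as added, all choices and alternatives were made before the data were examined. For microRNAs the test itself, its added constants of 1 and 100 CPM and edgeR on recovered reads were also added, as were the clusters of cells by collection and the wider list of miR-302 targets.

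With DESeq2 in place of edgeR, the phasic genes numbered 183 in 3T3 cells, 1 in ESCs, 23 at E7.5, 10 at E8.5, 666 at E9.5, 18 in mir-302+/-, 257 in mir-302-/-, 282 in p27+/+, 606 in wt mesoderm and 240 in Ccne1SD mesoderm. Interactions numbered 100 for E9.5 against E7.5, 25 for E9.5 against E8.5, 64 for mir-302 and 119 for mesoderm, and genotype effects in mesoderm 458. In simulated data DESeq2 made more false calls than edgeR in each bulk 3′ design where both were simulated. Here false calls made up 40.7% against 18.5% in the whole-embryo design, 70.0% against 0 calls for mir-302, 70.6% against 33.3% in mesoderm, 47.6% against 12.5% for the difference between stages, 12.5% against 3.85% for p27 and 19.3% against 7.69% in 3T3 cells. DESeq2 also recovered more of 100 genes changed by 2 log2 units, with 54 against 42, 16 against 0, 33 against 16, 31 against 13 and 35 against 22, and 100 against 100 in 3T3 cells. The shares of false calls hold for simulations with 200 changed genes. How many genes truly change is unknown, so these shares do not carry over to the real calls. The cause of the gap in each comparison was not tested.

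Without the filter on low counts, the numbers were 40 at E7.5, 19 at E8.5, 423 at E9.5, 12 in mir-302+/-, 47 in mir-302-/-, 207 in p27+/+, 73 in wt mesoderm and 1 in Ccne1SD mesoderm. Interactions numbered 131 for E9.5 against E7.5, 68 for E9.5 against E8.5 and 7 for p27, genotype effects in mesoderm 54, genes assigned to transcription 427, and the exon and intron changes had r = 0.728. At an adjusted p under 0.05 there were 41 at E9.5, 65 in p27+/+, 0 in wt mesoderm, 1 in Ccne1SD mesoderm and 29 genotype effects. The same threshold, added for total RNA after seeing the data, gave 1069 in exons, 502 in introns and 173 assigned to transcription. Fitting each stage on its own gave 0 at E8.5 and 7 at E9.5, and fitting both mesodermal genotypes together gave 5 in wt and 5 in Ccne1SD cells. The cause was not tested.

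With the replicate number as a block (pairing), the numbers were 498 in 3T3 cells, 1 at E7.5, 0 at E8.5, 38 in wt mesoderm, 7 in Ccne1SD mesoderm, 15 genotype effects, 3712 in exons, 1648 in introns, 628 assigned to transcription and 129 to a combination, with r = 0.826, and 1 interaction for E9.5 against E8.5. The r between same-numbered libraries was highest in 3T3 cells, and at E8.5 it was 0.00610. On the 3 same-numbered pairs of microRNA libraries, a setting added after seeing the data, 29 changed with the block and 33 without.

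The records of phase matter most for p27. With all 12 libraries by the labels, 0 genes were phasic in p27+/+ (119 at an unadjusted p under 0.05), 0 in p27-/- (406) and 0 in their interaction (229), and with the block also 0, 0 and 0. By the file names these were 811, 50 and 12, with the block 1068, 55 and 193, and with DESeq2, added after seeing the data, 1144, 89 and 160. For mir-302 the file names gave 10 in mir-302+/- and 18 in mir-302-/-, with the block 6 and 16, and with DESeq2, also added after seeing the data, 60, 201 and 34 for the interaction. A mislabelled sample is a candidate explanation. All 4 libraries with conflicting records in the mir-302 set, and all 4 in the p27 set, score on the side of the phase in the file name. The shift of miR-302 targets, 0.0633, reversed to -0.0240 with the block and the phases of the labels.

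In single cells, wt E9.5 had 2537 phasic genes by the file names and 2535 with a block of collections, an added setting. By the file names, also added, collection 1 had 553, collection 2 had 2461 and the largest lineage 1006. At 2000 UMIs per cell, p27-/- had 636. Sums of 5 cells gave 6 in neuroepithelium by the labels, with cells as in p27-/-.

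For chromatin, 14418 peaks changed without a fold-change limit, 3092 at an adjusted p under 0.01 and 4422 with limma. The share of genes whose nearest peak had p under 0.01 was 2.67% with limma.

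Leaving out each replicate in turn gave 55 to 102 genes in 3T3 cells, 464 to 2141 in exons and 204 to 1382 in introns. The same fits gave r from 0.838 to 0.928, 71 to 346 genes with different exon and intron changes, 102 to 385 assigned to transcription, 51 to 254 to stability and 20 to 92 to a combination. They gave 19 to 41 microRNAs and 3862 to 6024 peaks. The share of nearest peaks ran from 4.00% to 15.3%. Where this left 1 library in a group, only directions were read. All 152 genes at E9.5, 119 in p27+/+, 20 in p27-/-, 3 in wt mesoderm, 72 in Ccne1SD mesoderm and 108 genotype effects kept their direction. Genes called with so few libraries already agree in direction between them, so this shows no stability. The change of Cdkn1a reversed in these fits, ranging from -1.52 to 2.24 for E9.5 against E7.5, from -0.28 to 1.9 for E8.5 against E7.5 and from -1.24 to 0.34 for E9.5 against E8.5. That of Cdkn1b ranged from -0.0524 to 0.0482 for E8.5 against E7.5, and that of Cdkn1c from -0.23 to 0.10 for E9.5 against E8.5.

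Of 76 genes and lists of genes, 31 kept their direction and side of the threshold under every alternative run, and 45 changed under at least 1 (32 weaker, 17 stronger, 5 moved and 5 reversed, some in more than 1 way). Counts that stayed within 1.5 times their reported value under an alternative are not listed.

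Other splits of the libraries were counted where each group has 3 or more, keeping same-numbered libraries apart. For 3T3 cells, 1 of 32 splits, the real one, gave as many genes as 118. For ESCs the count is 0, so the splits cannot tell. For exons, introns, their difference and peaks, 1 of 4 splits did in each case, for microRNAs 1 of 8 and for mesodermal genotypes 1 of 8, and these designs cannot give a smaller share. For the miR-302 targets, 6 of 8 splits gave a camera p as small, so the real grouping does not stand out.

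Library size differs between groups, so the deeper group was thinned to the total of the other. With edgeR, 3T3 cells still had 100 phasic genes and E9.5 had 87, against 0 and 0 in ESCs and E7.5, and with DESeq2 154 and 383 against 1 and 21. For mir-302-/- it was 0 with edgeR, which leaves the point open, and 188 with DESeq2 against 18 in mir-302+/-. For wt mesoderm it was 3 with edgeR, as before thinning, while Ccne1SD cells rose from 72 to 121, against the paper's order, and it was 483 with DESeq2 against 161 in Ccne1SD cells. Thinning therefore leaves these differences in place with DESeq2, and in mesoderm the main edgeR fit gives the opposite order.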

Differences from the paper's values

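Values of the paper are marked as the paper's. Cyclebase numbers here rest on the symbols in its supplement, a shorter list than the orthologs it counts as expressed in embryos. In 3T3 cells the hypergeometric p of the Cyclebase enrichment was 4.14e-88 against the paper's 1.34e-96, the adjusted p of Prc1 0.000334 against the paper's 1.09e-13 and that of Cdc6 0.00173 against the paper's 4.88e-8. None of the alternatives set before the data were examined closed these gaps. DESeq2 gave 2.04e-13 and 1.34e-08 for the genes.

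In whole embryos, 152 genes were phasic at any stage against the paper's 714. At E7.5 there were 0 (575 at an unadjusted p under 0.05) against 22 in the paper's supplement, and at E8.5 1 against its 7. At E9.5 there were 152 against the 657 that could be read from the supplement, a list that may be cut short. With DESeq2 the numbers were 677, 23, 10 and 666. They are within the paper's, as far as its number at E9.5 could be read. No other alternative set before the data were examined came within the paper's numbers at E9.5 or over all stages. At E9.5, 31 were in Cyclebase against the paper's 61 (61 with DESeq2 and 47 without the filter), the enrichment was 11.0-fold against the paper's 5 (4.96 with DESeq2), and its p 5.22e-24 against the paper's 3.91e-25, which no alternative matched.

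The adjusted p of Prc1 was 0.860 at E7.5 against the paper's 0.029 (0.0268 with DESeq2), 0.147 at E8.5 against the paper's 0.00017 and 0.00722 at E9.5 against the paper's 1.02e-9. For the last pair DESeq2 gave 2.04e-05 and 4.52e-10, and none of the alternatives came within the paper's. That of Slbp at E9.5 was 0.173 against the paper's 0.05 (0.0430 with DESeq2). That of Ccne1 at E9.5 was 0.168 against 0.0605 in the paper's supplement (0.0480 with DESeq2). That of Ccnb1 was 0.227 at E8.5 against the supplement's 0.00144 and 0.00573 at E9.5 against the supplement's 8.50e-11. No alternative came within these, and DESeq2 gave 3.95e-11 at E9.5.

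In total RNA, 205 genes were assigned to stability against the paper's 9 and 68 to both against the paper's 11, and no alternative set before the data were examined closed these gaps. The paper's classes use an adjusted p under 0.05. That threshold, chosen after seeing the values, gave 189 and 64, and 173 assigned to transcription against the paper's 277.

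For mir-302, the p of the shift of targets was 0.454 against the paper's 0.0001, with no alternative closing the gap. The paper compared targets predicted by Targetscan in a rank-sum test. The list used here may be only a part of them, so the p values are not like for like. Genes phasic in either genotype numbered 0 against the paper's 284 (270 with DESeq2). In mir-302+/- 0 genes were phasic (408 at an unadjusted p under 0.05) against 67 in the paper's supplement, and 0 were in Cyclebase against the paper's 19. No alternative set before the data were examined reached these, while DESeq2 on all 12 libraries by the file names, chosen after seeing the values, gave 60 and 19. In mir-302-/- 0 were phasic (1012 at an unadjusted p under 0.05) against the supplement's 240 (257 with DESeq2), and 0 were in Cyclebase against the paper's 28 (19 with DESeq2). The setting chosen after seeing the values gave 201 and 27.

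For p27, 123 genes were phasic in either genotype against the paper's 1069, 119 in p27+/+ against about 1100 and 20 in p27-/- against about 75 in Fig. 2F, read by eye, and 12 and 6 were in Cyclebase against the paper's 66 and 26. All 12 libraries by the file names gave 828, 811, 50, 48 and 19, and with the block 1084, 1068, 55, 56 and 26, all within the paper's. The other alternatives set before the data were examined did not. DESeq2 on all 12 libraries by the file names, chosen after seeing the values, gave 1144 and 89.

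The exact p for the transcript of p27 between E9.5 and E7.5 was 0.0857 against the paper's 0.05, and for p21 0.914 between E9.5 and E7.5 against the paper's 0.17 and 0.914 between E8.5 and E7.5 against the paper's 0.27. No alternative closed these gaps.

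In single cells, collection 1 held 1437 cells by the labels against the paper's 574 (584 by the file names). Genes phasic in both collections numbered 162 against the paper's 246 (455 by the file names), and none of the alternatives came within it. The largest number in a lineage was 317 against the paper's 1233 (1006 by the file names). Genes whose phase effect differs from neuroepithelium numbered 0 in every lineage tested (at most 279 at an unadjusted p under 0.05 by the labels) against the paper's 3 at the lowest and 25 at the highest, by either record. The groupings of collections and lineages by file names were chosen after seeing the values.

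For chromatin, 14.0% of phasic genes had a nearest peak with p under 0.01 against the paper's 28%. No alternative set before the data were examined closed this gap.

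In mesoderm, 3 genes were phasic in wt against 249 in the paper's supplement and 72 in Ccne1SD against 47 there, and no alternative came within these.

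The paper describes fewer phasic genes in Ccne1SD than in wt mesodermal cells. Here 72 were called against 3, and the order was that of the paper with DESeq2, without the filter and with the block. The paper describes more phasic genes in mir-302 knockouts than in controls, where 0 and 0 were called, and the order was that of the paper with DESeq2, without the filter, and by the file names with or without the block. It lists Prc1, Aurka, Ube2c, Cenpf and Nusap1 as phasic at all stages, and 0 genes were called at E7.5. At E7.5, DESeq2 called all of these, the fit without the filter called Ube2c and Cenpf, and the fit with the block called Ube2c. At E8.5 only Nusap1 was called, while DESeq2 called all of them and the fit without the filter called Prc1, Ube2c and Nusap1. The same alternatives called Ccnb1 at E8.5, where the paper's supplement has it under the threshold. It describes Slbp and Pcna as becoming phasic, and neither was called at E9.5 in the 3′ libraries, where DESeq2 called Slbp but no alternative called Pcna. It shows Ccne1 as gaining phasic expression. In the 3′ libraries it was not called at E9.5 except with DESeq2, and the change between E9.5 and E7.5 was 0.34. In total RNA exons at E9.5 edgeR called Slbp, Pcna and Ccne1 (adjusted p = 0.00226, 0.00777 and 0.00121). It reports targets of mir-302 as higher in knockouts. Of the 59 tested from the genes marked in its supplement, which may be only a part of its predicted targets, 29 were higher. It names MAX among enriched motifs, and the MAX core was not more frequent in genes higher in G1 or in genes higher in G2/M than in other genes. It describes fewer phasic genes in every lineage of p27-/- embryos, and neuroepithelium had 132 in p27-/- against 95 in wt by the file names.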

Other observations

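The test of the numbers of cells in the E9.5 single-cell collections was chosen only after the result was seen.

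In single cells, 4 wt E9.5 libraries have conflicting records. Grouped by the file names, the cells of the 2 collections miss the paper's numbers by 14 in sum, and by the labels they miss by 1712. The score of G2/M minus G1/S genes rises from G1 over S to G2/M in 2 of 2 collections by the file names and also in 2 of 2 by the labels, so the order of the scores does not separate the records. The levels were read only after the order. The library labelled G1 in collection 2 scores 1.68, against -0.32 in the settled G1 library, and the one labelled G2/M in collection 1 scores 0.55, against 2.00 in the settled G2/M library. Both are S by the file names. Cells fell into the cluster of their phase for 91.9% in collection 2 by the file names and for 65.6% by the labels. These values lean toward the file names. The collections had 355 and 1231 phasic genes by the labels and 553 and 2461 by the file names. The paper's numbers are nearer to those by the labels, although its test and threshold differ. A mislabelled sample is a candidate explanation for the low reproducibility between collections by the labels.

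Counts of the GFP reporter in the mir-302 libraries ranged from 0 to 7. The mean was 0.44 CPM in mir-302+/- and 0.55 CPM in mir-302-/- embryos, against 1.75 CPM in wt embryos at E8.5. These counts therefore do not mark the reporter. Genes detected in the E9.5 3′ libraries numbered 14553 and 16234 in G1 and 13307 and 12080 in G2/M.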
